# Increased FGF8 signaling promotes chondrogenic rather than osteogenic development in the embryonic skull

**DOI:** 10.1242/dmm.031526

**Published:** 2018-06-15

**Authors:** Linnea Schmidt, Aftab Taiyab, Vida Senkus Melvin, Kenneth L. Jones, Trevor Williams

**Keywords:** Intramembranous ossification, *Fgf8*, Cranial vault, Craniosynostosis, Osteogenesis, Chondrogenesis

## Abstract

The bones of the cranial vault are formed directly from mesenchymal cells through intramembranous ossification rather than via a cartilage intermediate. Formation and growth of the skull bones involves the interaction of multiple cell-cell signaling pathways, with fibroblast growth factors (FGFs) and their receptors exerting a prominent influence. Mutations within the FGF signaling pathway are the most frequent cause of craniosynostosis, which is a common human craniofacial developmental abnormality characterized by the premature fusion of the cranial sutures. Here, we have developed new mouse models to investigate how different levels of increased FGF signaling can affect the formation of the calvarial bones and associated sutures. Whereas moderate *Fgf8* overexpression resulted in delayed ossification followed by craniosynostosis of the coronal suture, higher *Fgf8* levels promoted a loss of ossification and favored cartilage over bone formation across the skull. By contrast, endochondral bones were still able to form and ossify in the presence of increased levels of *Fgf8*, although the growth and mineralization of these bones were affected to varying extents. Expression analysis demonstrated that abnormal skull chondrogenesis was accompanied by changes in the genes required for Wnt signaling. Moreover, further analysis indicated that the pathology was associated with decreased Wnt signaling, as the reduction in ossification could be partially rescued by halving *Axin2* gene dosage. Taken together, these findings indicate that mesenchymal cells of the skull are not fated to form bone, but can be forced into a chondrogenic fate through the manipulation of FGF8 signaling. These results have implications for evolution of the different methods of ossification as well as for therapeutic intervention in craniosynostosis.

## Abstract (precis)

**Summary:** Cranial ossification responds to *Fgf8* overexpression in a dose-dependent manner with moderate levels leading to craniosynostosis and higher levels shifting cranial vault ossification to abnormal cartilage formation.

## INTRODUCTION

Bone forms via two processes: intramembranous or endochondral ossification. The majority of the skeleton, including the long bones, vertebrae and basicranium, forms via endochondral ossification during which condensed mesenchyme cells first differentiate into chondrocytes that form cartilage tissue. This intermediate cartilaginous template is then replaced by bone, formed through osteogenesis. By contrast, most of the skull, including the jaw and cranial vault, is generated via intramembranous ossification, in which condensed mesenchyme cells directly differentiate into osteoblasts that form bone without any cartilaginous precursor (Ornitz and Marie, 2015). The anterior cranial vault, comprising the frontal bones, is derived from cranial neural crest cells (Couly et al., 1993; Jiang et al., 2002), whereas the posterior cranial vault bones are derived from either the paraxial mesoderm (parietal) or a combination of paraxial mesoderm and cranial neural crest cells (interparietal/occipital) (Jiang et al., 2002; Noden, 1992; Yoshida et al., 2008). Together, these cells derived from the cranial neural crest and paraxial mesoderm form the intramembranous bones and sutures of the skull (Evans and Noden, 2006; Jiang et al., 2002; Noden and Trainor, 2005; Opperman, 2000). Intramembranous ossification of the skull vault involves direct bone matrix deposition to form calvarial plates, which expand during development but do not fuse with other cranial bones during embryogenesis and infancy (Hall and Miyake, 2000). Instead, sutures connect the individual intramembranous bones and serve as growth centers that regulate the expansive growth of the skull (Nie et al., 2006). Because sutures are the major sites of bone growth during cranial vault development, signaling at the sutures is essential for the regulation of intramembranous ossification (Cohen, 2000; Ornitz and Marie, 2002). Several signaling pathways are implicated in proper skull ossification and growth, including the fibroblast growth factor (FGF), hedgehog (HH) and Wnt signaling (Katsianou et al., 2016) pathways. The role of FGF signaling in ossification is of particular interest, as mutations in the FGF signaling pathway, which comprises four fibroblast growth factor receptors (FGFRs) and 22 FGF ligands (Brewer et al., 2016; Pownall and Isaacs, 2010), cause a number of skeletal disorders (Nie et al., 2006; Ornitz and Marie, 2015). These disorders include those that affect cranial vault ossification, such as craniosynostosis.

Craniosynostosis is the second most common human craniofacial abnormality, occurring in 1 in 2100 to 2500 births (Boulet et al., 2008; Lajeunie et al., 1995). The disorder is characterized by the premature fusion of the metopic, sagittal, lambdoid and/or coronal sutures, which causes a distortion in skull shape that frequently requires surgical correction. Activating mutations in the FGF signaling pathway, mostly heterozygous mutations of FGFRs, account for the majority of known causes of craniosynostosis (Johnson and Wilkie, 2011). The etiology of craniosynostosis is complicated, however, by the fact that activating mutations in the same gene can cause a variety of different syndromes and/or types of craniosynostosis; for example, mutations in *FGFR2* can cause seven of the eight FGFR-related craniosynostosis disorders, including Apert, Crouzon and Pfeiffer syndromes (Moosa and Wollnik, 2016; Robin et al., 2011). This diversity, in part, reflects how each mutation affects the multiple signaling pathways that are directly regulated by FGFRs, as well as the potential for genetic interactions to affect the phenotype (Ratisoontorn et al., 2003).

Detailed studies using genetically modified mice with dominant or loss-of-function FGFR mutations have also confirmed the central role of this receptor family in bone formation, skeletal development and craniosynostosis (Su et al., 2014). With respect to the FGF ligands, FGF2, 9 and 18 have been shown to act in normal mouse cranial vault ossification (Coffin et al., 1995; Hung et al., 2016; Liu et al., 2002; Ohbayashi et al., 2002). Moreover, mouse mutations that increase the diffusion properties and effective range of FGF9 also lead to craniosynostosis (Spicer, 2009). This latter result might reflect the mechanism underlying human multiple synostoses syndrome, which is caused by rare autosomal mutations in FGF9 (Wu et al., 2009). Taken together, these studies indicate that the molecular properties of FGF ligands and receptors, along with dosage, location and timing, probably all contribute to the complexity of craniosynostosis etiology.

The specific mechanisms by which FGF signaling affects skull development and craniosynostosis remain poorly understood, however. Notably, mice heterozygous or homozygous for activating mutations in FGFRs have different craniofacial phenotypes, with homozygous gain-of-function mutations often phenocopying aspects of the loss-of-function phenotype (Mai et al., 2010; Snyder-Warwick et al., 2010). Moreover, activating mutations in FGFRs can lead to both ossification of the sutures as well as thinner calvaria (Tholpady et al., 2004). To further investigate the mechanisms underlying these somewhat contradictory developmental abnormalities, we have generated mouse models that can be induced to overexpress different levels of *Fgf8b* in the ectoderm of the developing skull. The choice of the FGF8 ligand was based both on its ability to influence development and patterning in multiple contexts as well as its homology to FGF18, which has an important role in chondrogenesis and osteogenesis (Hung et al., 2016; Liu et al., 2007, 2002; Ohbayashi et al., 2002). Further, we employed the *Fgf8b* isoform because this is more potent than *Fgf8a* in many developmental processes, a finding which correlates with the higher affinity of FGF8B for FGF receptors (Meyers et al., 1998; Olsen et al., 2006; Zeller et al., 2009). By comparing skeletal formation in these new mouse models we demonstrate that the dosage of *Fgf8b* expression differentially affects development of the calvaria and the associated sutures. Low *Fgf8b* expression mimics the craniosynostosis seen with particular FGFR2-activating mutations. By contrast, higher *Fgf8b* expression severely disrupts the process of intramembranous bone formation. Overall, these results provide insight into the mechanisms and potential treatment of craniosynostosis and further our understanding of the function of FGFs in skeletal development and ossification.

## RESULTS

### Generation of new alleles for differential expression of *Fgf8*

Two new alleles were generated to manipulate the expression of *Fgf8* transcripts *in vivo*. The first allele incorporates the *Fgf8b* cDNA into the *Gt(ROSA)26Sor* locus under the control of a Lox-Stop-Lox cassette (Fig. 1A, Fig. S1A). Breeding mice with this *R26^LSL Fgf8b^* allele to mice expressing a Cre recombinase transgene allows the deletion of the Stop cassette to generate a new allele expressing the *Fgf8b* cDNA (*R26^Fgf8b^*), hereafter termed *R26F8*. To ascertain the effects of higher levels of *Fgf8* overexpression, we generated an additional construct: *R26^LSL CAG Fgf8b^* (Fig. 1A, Fig. S1B). Following Cre-mediated recombination this would generate the *R26^CAG Fgf8b^* allele, hereafter termed *CAGF8*. We initially focused on how elevated FGF ligand expression in the overlying ectoderm could influence the development of the underlying mesenchyme at different time points and in different locations by testing a number of Cre recombinase transgenes that target the embryonic ectoderm. In the current study, we focused on formation and patterning of the craniofacial skeleton and determined that *Msx2-Cre* had a spatiotemporal pattern of expression that was the most suitable to study calvarial development (Sun et al., 2000; Choe et al., 2012) (Fig. S2). Specifically, when used in combination with *R26 LacZ* reporter mice, *Msx2-Cre* activity was detected in the head ectoderm beginning around embryonic day (E) 10.5, but was not detected in the underlying mesenchyme derivatives of the skull including the bones and sutures (Fig. S2). We next used quantitative real-time PCR (qPCR) to examine how *Fgf8b* mRNA levels were altered when *Msx2-Cre* was employed with either of the new *Fgf8* alleles (Fig. 1B). At E18.5, in the presence of *Msx2-Cre*, *Fgf8b* expression was increased ∼8 times in *R26F8* mutants (Fig. 1B, *P*=0.0013) and ∼21 times in *CAGF8* mutants compared with controls (Fig. 1B, *P*=0.0002). Therefore, both the *R26F8* and *CAGF8* alleles increase *Fgf8b* mRNA expression when activated by a Cre recombinase transgene, with the latter generating ∼2.5-fold more transcript than the former (Fig. 1B, *P*=0.022).

**Fig. 1.**
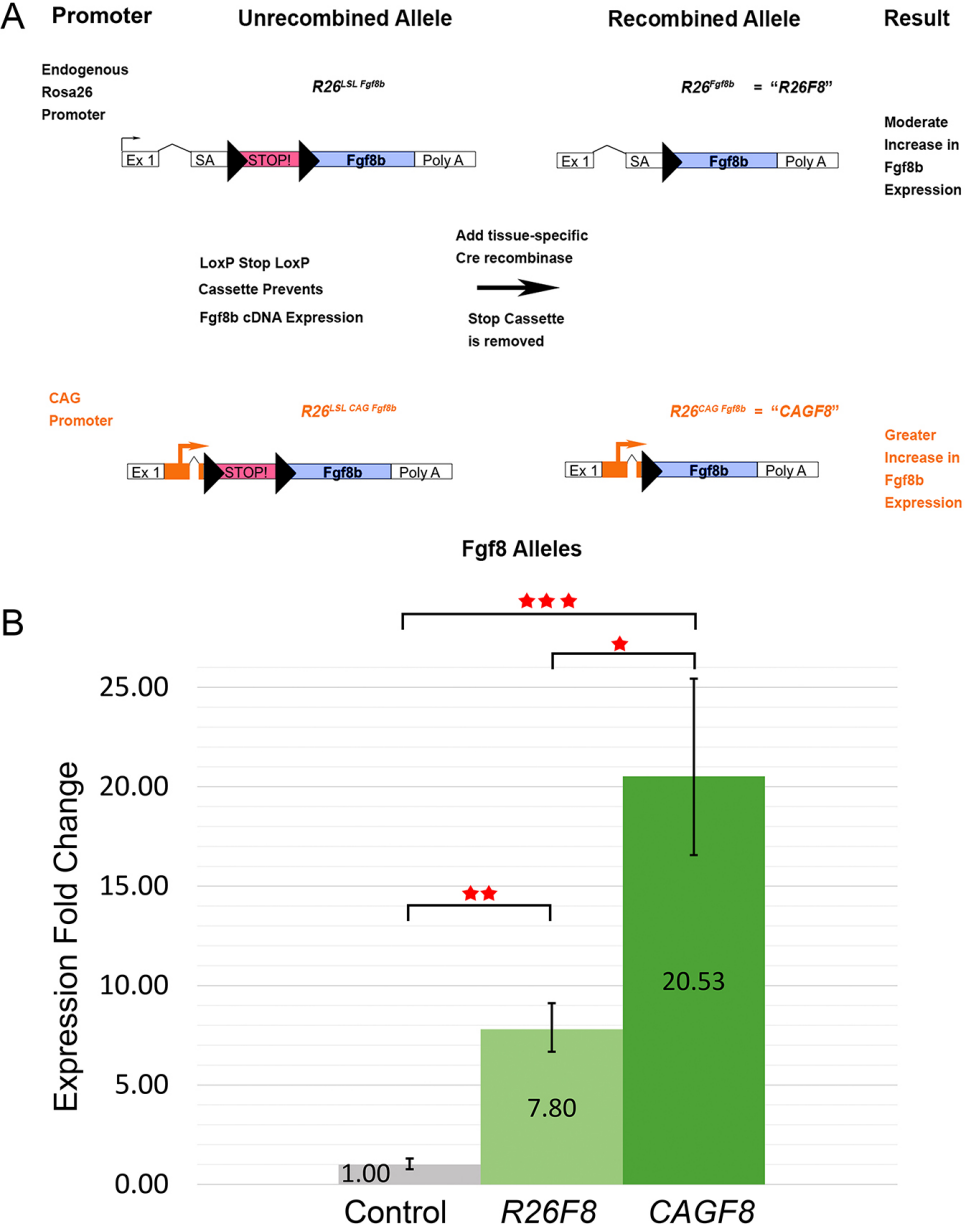
**Conditional alleles modulate *Fgf8b* expression levels.** (A) Cartoon diagram of the two *Fgf8b* conditional alleles placed within the mouse *Gt(ROSA)26Sor* locus before and after Cre-mediated recombination with exons (Ex), splice acceptors (SA) and *LoxP* sites (black triangles) illustrated. The abbreviations *R26F8* (top) and *CAGF8* (bottom) are used to refer to these recombined alleles throughout the text of the article. (B) Relative *Fgf8b* expression levels in E18.5 dorsal head skin measured by qPCR, normalized to *Actb* levels, following *Msx2-Cre*-mediated recombination. Control indicates data from littermates lacking *Msx2-Cre* transgene. Bars show average fold change for each group compared with the control, with error bars indicating standard error. All three groups are statistically significant from each other (Anova: *P*<0.001; *t*-test: controls versus *R26F8*, **P=0.0013; controls versus *CAGF8*, ***P=0.0002; *R26F8* versus *CAGF8*, *P=0.022). Controls, *n*=6; *R26F8* and *CAGF8*, *n*=3.

### Moderately increased levels of *Fgf8* transcripts cause craniosynostosis

We next studied development in mice with a moderate increase in *Fgf8b* expression. These *Msx2-Cre;R26^Fgf8b^* mice, hereafter termed *MR26F8*, were born at normal size and in normal Mendelian ratios, but were easily identifiable from mid-gestation onwards by their gross morphology. The *MR26F8* mice had both striking craniofacial defects (Fig. 2A-F, Fig. S3A,B, Fig. S4) as well as limb defects including sirenomelia and post-axial polydactyly (Fig. S3C-L), the latter phenotypes consistent with the expression of the *Msx2-Cre* transgene in the limb bud ectoderm (Sun et al., 2000). The facial abnormalities included shortened snout, abnormal skin with raised rounded protrusions that extended to cover the eye (Fig. 2D-F, Fig. S3B) and patchy or absent hair on top of the head, as well as on the limbs and underbelly (Fig. 2F; Fig. S3A-H). Thus, although the *MR26F8* mice were viable into adulthood, they already had significant craniofacial abnormalities by birth. Therefore, we compared the underlying skeleton of control and *MR26F8* mice during early postnatal development using bone and cartilage staining (Fig. 2G-L; Fig. S3M-P). In the postnatal day (P) 0 wild-type skull, the bony plates of the frontal, parietal and interparietal bones had not yet met at the dorsal midline, and the coronal and lambdoid sutures were clearly visible as an overlapping region between adjacent bony plates (Fig. 2G). By contrast, in *MR26F8* mice, the sagittal and interfrontal sutures were wider, except in the region where the coronal and midline sutures should intersect (Fig. 2J). Here, there was a narrowing of the sagittal and interfrontal sutures (Fig. 2J). With respect to the lambdoid suture, the interparietal and parietal bones did not overlap to the same extent as in the controls. Most strikingly, however, the coronal suture separating the frontal and parietal bones was abnormal (Fig. 2J). In some areas, where a coronal suture would be expected, there were instead wider and irregular regions where the bones did not overlap. Such irregular fissures were a common feature in the *MR26F8* mice, whereas a typical coronal suture was never observed in this genotype. In other regions, particularly nearer the dorsal midline, there was no apparent suture and the frontal and parietal bones were fused together seamlessly. These suture defects were accompanied by decreased ossification of the ventral portions of the parietal bones (Fig. S3N). Despite the numerous defects in the cranial vault, ossification of the cranial base remained largely unaffected (Fig. S3P).

**Fig. 2.**
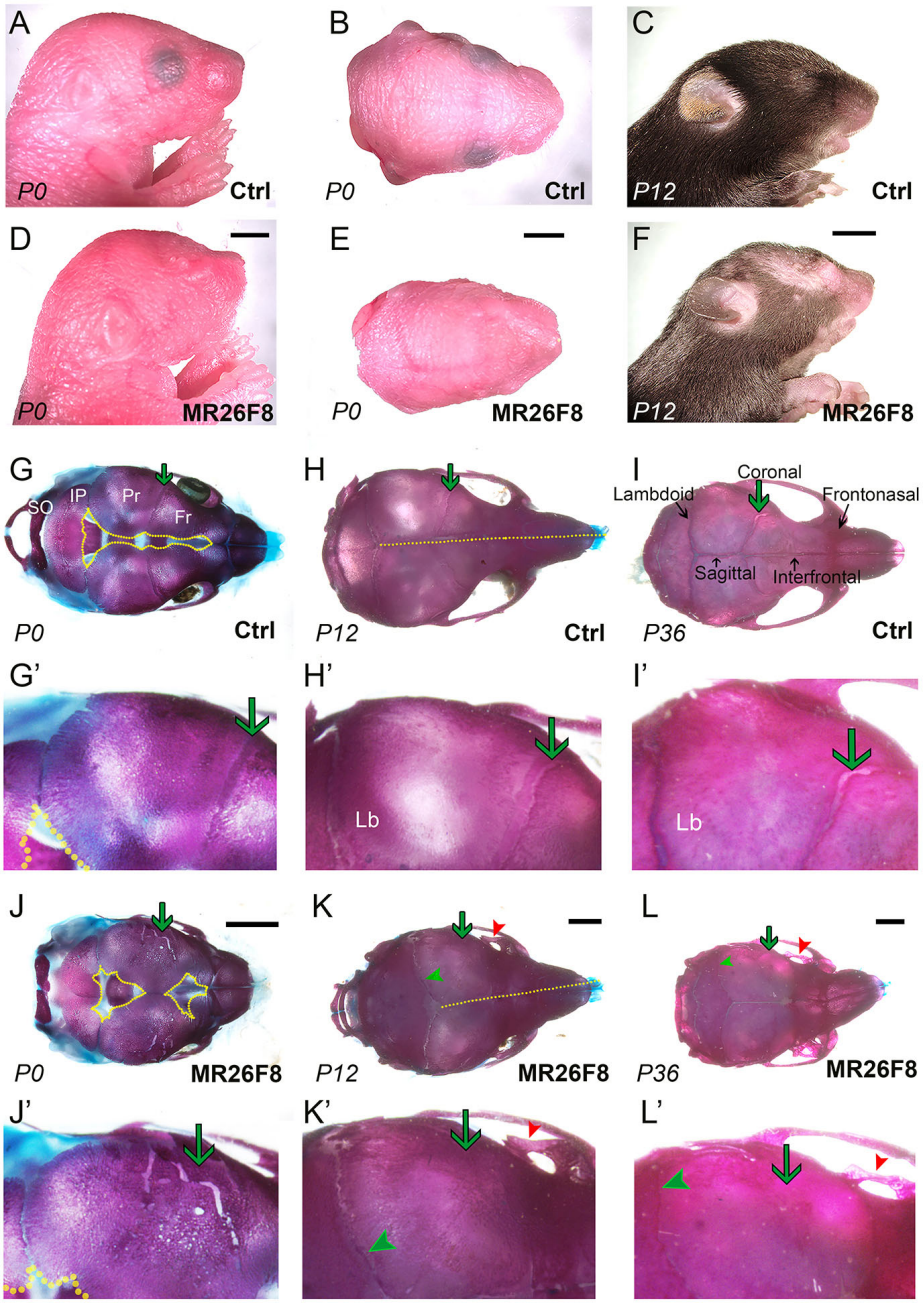
***MR26F8* mice exhibit cranial defects including coronal craniosynostosis.** (A-F) Gross images of the control (A-C) and *MR26F8* (D-F) heads. Neonate pups (P0) are shown in both a lateral (A,D) and dorsal (B,E) view. P12 heads are shown laterally (C,F). (G-L) Dorsal views of bone and cartilage staining of control (G-I) and mutant (J-L) skulls at P0 (G,J), P12 (H,K) and P36 (I,L). G′-L′ show magnification of the coronal and lambdoid sutures of each respective skull. The expected location of the coronal suture is shown by a green arrow. This suture is present in controls, abnormal in *MR26F8* mice at P0 and absent at P12 and P36. The narrower region of the *MR26F8* lambdoid suture at P12 and P36 (green arrowheads) and ectopic bone (red arrowheads) are shown. The yellow dotted lines in G and J outline the edges of ossification. The yellow dotted lines in K and L align with the sagittal and interfrontal sutures. Fr, frontal bone; Lb, lambdoid suture; IP, interparietal bone; Pr, parietal bone; SO, supraoccipital bone. Scale bars: (D,E,J-L) 1 mm; (F) 5 mm. Aged-matched controls and mutants are at the same scale. A-F, *n*=10; G-L, *n*=5.

From P12 onwards, some cranial defects in the *MR26F8* mice had resolved, whereas others had materialized, including ectopic bone development in the base of the eye socket (Fig. 2J-L). With respect to the calvaria, in the P12 and adult wild-type skulls, the bony plates of the frontal, parietal and interparietal bones had met at the dorsal midline to form distinguishable sagittal and interfrontal sutures, and the coronal and lambdoid sutures were still apparent (Fig. 2H,I). Similarly, in the *MR26F8* mice, the skull bones had now met at the midline to form the sagittal and interfrontal sutures. However, craniosynostosis of the coronal suture in the mutants was now complete (Fig. 2K,L) and the lambdoid suture was now narrower than in the wild type. *MR26F8* mice also exhibited misalignment of the frontonasal region, a condition that was associated with variable defects in the interactions between the frontal, nasal and premaxillary bones, including the presence of Wormian bones, partial fusion of the frontonasal suture and a lack of interdigitation of the frontopremaxillary suture (Fig. 2K,L and data not shown).

To examine the craniosynostosis of the coronal suture in more detail, we sagittally sectioned both P0 and P12 craniums and then employed von Kossa and Goldner's trichrome stains to assess mineralization and bone differentiation, respectively. The von Kossa-stained neonate samples showed that, compared with controls, the *MR26F8* mice had a wider, more open region between the mineralized bone fronts, giving the superficial appearance of a broader coronal suture (Fig. 3C,D). Goldner's trichome staining of *MR26F8* samples revealed that this wider area was composed of an unorganized combination of mature and immature bone matrix, as opposed to undifferentiated suture mesenchyme (Fig. 3F), indicating that there is abnormal or premature osteoblast differentiation in this area. By P12, all *MR26F8* mice exhibited premature fusion of the coronal suture (Fig. 3H,J) compared with the control sutures, which were not fused (Fig. 3G,I). Therefore, the coronal suture in the *MR26F8* mice displayed ectopic matrix deposition with wider separation of both the osteoid and mineralized fronts followed by mineralization of this intervening matrix and subsequent craniosynostosis. The same phenomena of relatively wide separation between the mineralized bone fronts at early stages, with subsequent narrowing compared with controls, was also observed in the *MR26F8* lambdoid sutures, although these structures did not undergo overt fusion during the time points examined (Fig. S5). In summary, moderately increased *Fgf8* expression caused cranial vault ossification defects, most notably synostosis of the coronal suture.

**Fig. 3.**
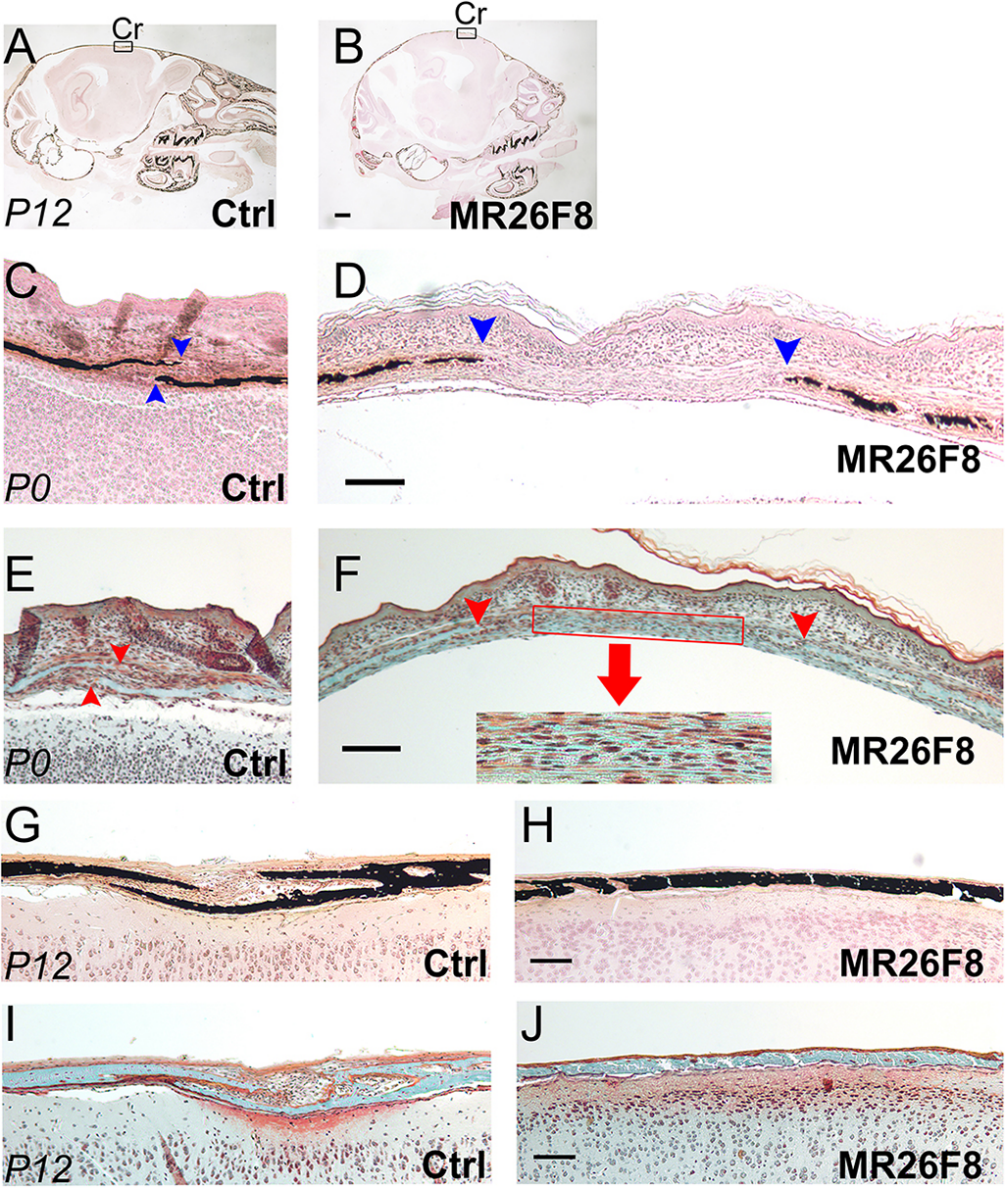
**Delayed ossification, followed by craniosynostosis, of the *MR26F8* coronal suture.** Low magnification images in A and B show the approximate position of the coronal suture (Cr) from P12 sagittal sections. Sagittal sections from P0 (C-F) and P12 (G-J) skulls for control (A,C,E,G,I) and *MR26F8* (B,D,F,H,J) pups. (A-D,G,H) von Kossa staining with mineralized bone appearing dark red/black. (E,F,I,J) Goldner's trichome staining highlighting mature (green) and immature (red) bone matrix. In the P0 sections, blue arrowheads (C,D) mark the limits of mineralization; red arrowheads (E,F) show the extent of the unmineralized mature osteoid, with a mixture of mature and immature bone matrix occurring between them in the mutant as shown in greater detail in the inset (F, red arrow). Scale bars: (B) 1 mm; (D,F,H,J) 100 µm. Aged-matched controls and mutants are at the same scale; *n*=3.

### Abnormal cartilage replaces intramembranous bone at higher Fgf8 levels

As with the *MR26F8* mice, the *Msx2-Cre;CAG^Fgf8b^* mice, hereafter termed *MCAGF8*, were born at normal size and Mendelian ratios. However, unlike the *MR26F8* mice, the *MCAGF8* mice did not survive beyond the first day, probably owing to altered facial shape and clefting (Fig. 4A-F). Thus, our analysis was limited to P0 and embryological time points. *MCAGF8* neonates exhibited several striking craniofacial phenotypes: a shortened snout, domed skull, cleft secondary palate and loss of the eyes. Other morphological defects included limb deformities, particularly post-axial polydactyly, and more complex fusion phenotypes (Fig. S6).

**Fig. 4.**
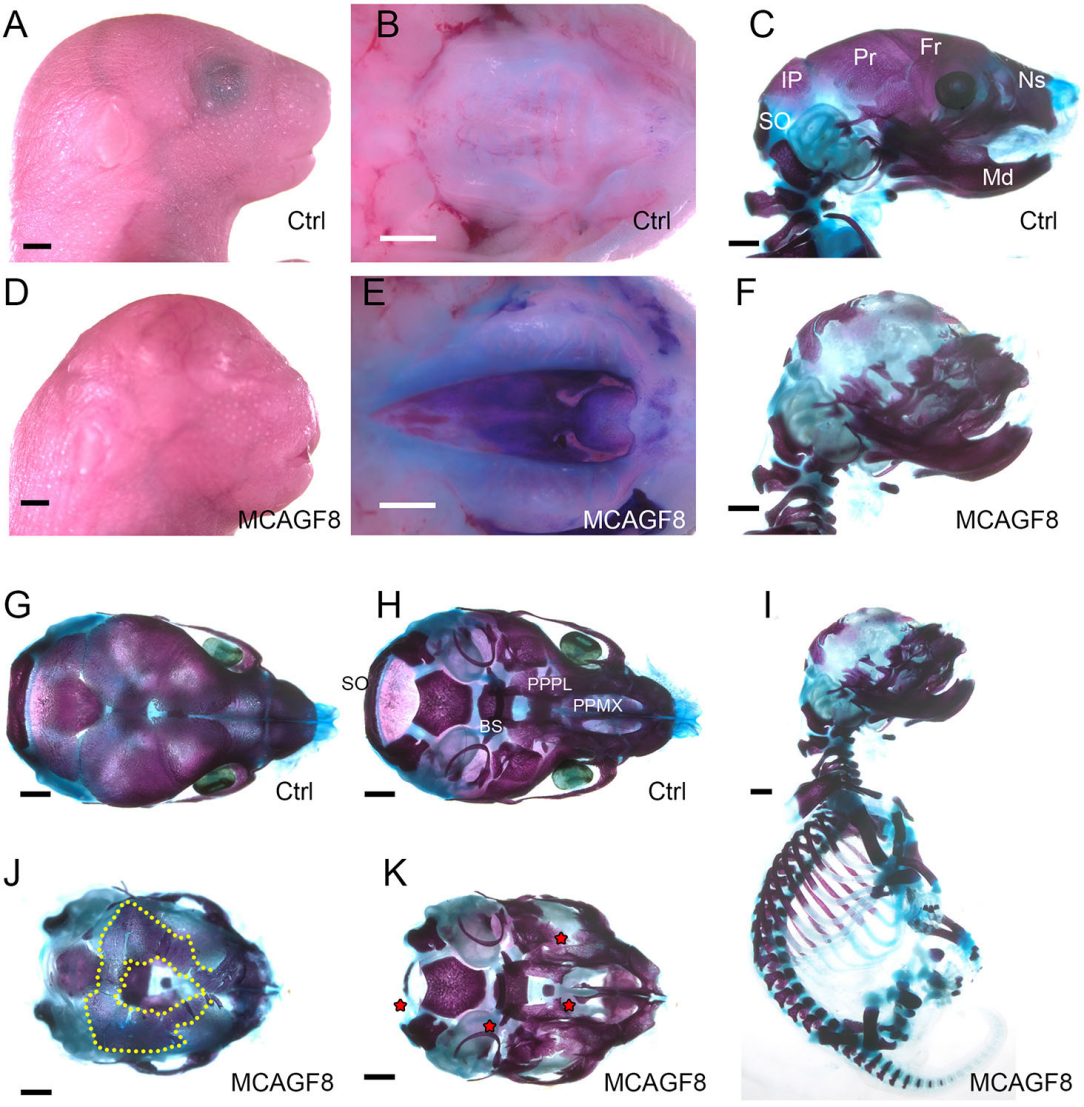
***MCAGF8* mice exhibit cranial defects including loss of ossification.** (A,B,D,E) Gross images of control (A,B) and mutant (D,E) E18.5 embryos showing lateral views of whole head (A,D) or ventral views of secondary palate after removal of lower jaw (B,E). Note, the more intense blue staining of the palate in E versus B results from an examination of skin permeability using Toluidine Blue staining. (C,F-K) Bone and cartilage staining of the control (C,G,H) and mutant (F,J,K) skulls, as well as the entire mutant body (I). (C,F,I) Lateral view; (G,J) dorsal view of the cranial vault; (H,K) ventral view of cranial base after removal of the lower jaw. (J) The yellow dotted line notes the boundary between bone and non-stained matrix formation. Red stars denote *MCAGF8* ossification gains or losses. BS, basisphenoid; Fr, frontal; IP, interparietal; Md, mandible; Ns, nasal; PPMX, palatal process of the maxilla; PPPL, palatal process of the palatine; Pr, parietal; SO, supraoccipital. Scale bars: 1 mm; *n*=15.

We next compared E18.5 skeletons of *MCAGF8* and control embryos using standard bone and cartilage staining. These studies revealed that *MCAGF8* mice had a surprising skeletal phenotype. Specifically, whereas the calvaria of controls were composed of bone (Fig. 4C), the bone of the *MCAGF8* calvaria was mostly replaced with a matrix that stained with neither Alcian Blue nor Alizarin Red, but was still durable enough to persist through a staining protocol that degrades soft tissue. By comparison, the endochondral bones and cartilage throughout the rest of the body stained normally (Fig. 4I). Dorsal views of the skull revealed a ring of bone surrounding the midline, with non-stained matrix radiating ventrally from there (Fig. 4J). Any sutures, if present, were difficult to identify owing to the prevalence of the non-stained matrix. The skeletal defect was not uniformly distributed throughout the calvaria, as there was a greater amount of ossification in the region where the parietal bones would normally form (Fig. 4F,J). One possible explanation for the presence of bone in this region is that there was reduced activity of *Msx2-Cre* in this location as shown by fate mapping (Fig. S2C). Although the primary affected area was the cranial vault, there were also defects within other components of the craniofacial skeleton (Fig. 4H,K). Several skeletal elements were smaller, including the palatal process of the maxilla and palatal process of the palatine (Fig. 4K), consistent with the cleft secondary palate (Fig. 4E). There was also an overall shortening of the snout and its associated skeletal elements in the mutants (Fig. 4F,J,K), as well as a reduced supraoccipital bone (Fig. 4J,K). Additionally, like the *MR26F8* mice, the *MCAGF8* mice have ectopic bone growth within the eye sockets (Fig. 4J,K). Overall, the *MCAGF8* mice exhibit several abnormalities, including craniofacial patterning defects, loss of the eye, and limb defects. Most strikingly, however, was the replacement of the cranial vault bones with an abnormal non-stained matrix.

To determine the origins and composition of this unusual matrix, we examined crucial stages in embryological development when bone and cartilage are being formed. At E14.5, prior to extensive bone mineralization, we utilized a cartilage-staining protocol with Bouin's fixative and Alcian Blue (Fig. 5A,B). This staining regimen was also used at E16.5 alongside a standard protocol that uses Alcian Blue and Alizarin Red to stain cartilage and bone, respectively (Fig. 5C-F). Finally, the standard protocol was used to stain E18.5 samples (Fig. 5G,H). Differences between the controls and *MCAGF8* mice were first apparent at E14.5 (Fig. 5A,B). In the E14.5 controls, cartilage was forming at the site of the jaw, snout, cranial base and otic capsule (Fig. 5A). The *MCAGF8* mice also had cartilage in these locations but further displayed ectopic cartilage throughout almost the entire cranial vault, which was still apparent at E16.5 (Fig. 5D). Surprisingly, however, this same matrix did not stain at E16.5 or E18.5 when Alcian Blue and Alizarin Red were used for skeletal staining, possibly due to the difference in pH between the two staining solutions (Fig. 5F and Fig. 4F, respectively). Notably, however, this matrix did stain when we employed Toluidine Blue, another cartilage stain, alongside Alizarin Red and Alcian Blue on E18.5 preparations (Fig. 5G,H, Fig. S7F,G). Histological analysis of sectioned material confirmed that there was a loss of both ossification and mineralization in the *MCAGF8* skulls compared with controls (Fig. 5I,J, Fig. S7A,C). Instead, there was development of tissue comprised of nuclei within lacunae surrounded by a matrix that stains strongly with Toluidine Blue, typical of hyaline cartilage (Fig. S7D,E). We next used further histological analysis to compare this skull cartilage with control cartilage from the cranial base to probe for differences that might reflect the unusual staining properties of this ectopic tissue in the *MCAGF8* mice. A notable difference in matrix composition became apparent when a dual Alcian Blue periodic acid-Schiff (PAS) staining protocol was employed (Fig. 5J-L). Specifically, *MCAGF8* cartilage stained weaker with Alcian Blue and stronger with PAS, indicating that this cartilage has less acidic mucins (i.e. glycosaminoglycans) and more neutral mucins (i.e. polysaccharides and mucosubstances) than control samples. Thus, overall, the high *Fgf8b* levels cause cranial chondrogenesis to be favored over osteogenesis in the *MCAGF8* mice. However, the resulting cartilage is abnormal with an altered ratio of neutral to acidic mucins.

**Fig. 5.**
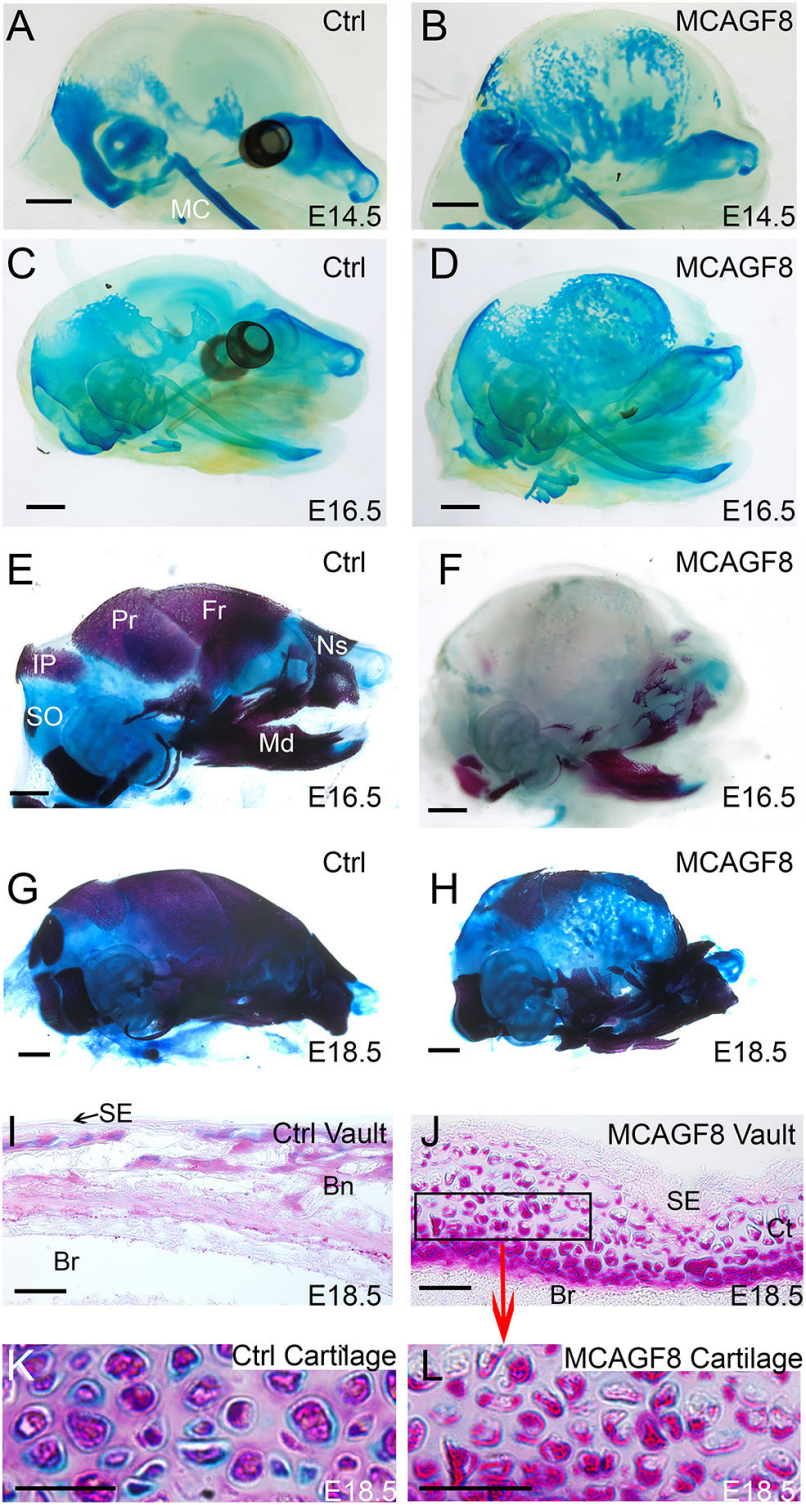
**Cartilage replaces bone in the *MCAGF8* cranial vault.** (A-H) Lateral views of control (A,C,E,G) and *MCAGF8* (B,D,F,H) skulls. (A-D) Bouin's fixed skulls stained for cartilage (Alcian Blue) at E14.5 (A,B) and E16.5 (C,D). (E,F) Bone and cartilage staining with Alizarin Red (bone) and Alcian Blue (cartilage) at E16.5. (G,H) Bone and cartilage staining with Alizarin Red, Alcian Blue and Toluidine Blue (cartilage) at E18.5. (I-L) Alcian Blue+PAS stain of coronal sections from (I) control cranial vault, (J,L) *MCAGF8* lateral cranial vault, and (K) control cranial base cartilage (primordium of the presphenoid bone). Acidic mucins stain blue, neutral mucins stain magenta. Bn, bone; Br, brain; Ct, cartilage; Fr, frontal; IP, interparietal; MC, Meckel's cartilage; Md, mandible; Ns, nasal bone; Pr, parietal; SE, surface epithelium; SO, supraoccipital bone. Scale bars: (A-H) 1 mm, (I-L) 40 µm; A-F, *n*=5; G-K, *n*=3.

### Differential effects of increased *Fgf8* transcript levels on intramembranous and endochondral bones

Although the expression pattern of the *Msx2-Cre* transgene was suitable for studying development of the calvaria, it was not efficient at directing *Fgf8b* to other elements of the craniofacial skeleton that form by intramembranous ossification, such as the dentary bone. At the same time, the expression of *Msx2-Cre* in the limb ectoderm did not appear to affect ossification of endochondral bones in the limb, whereas the supraoccipital bone in the skull, which forms via endochondral ossification, was greatly reduced in the *MCAGF8* mice (Fig. 4). Thus, to ascertain how increased *Fgf8b* expression affects both types of ossification more globally throughout the embryo, we used the two new *Fgf8b* alleles alongside osteocalcin-Cre (*OC-Cre*). *OC-Cre* is expressed in osteoblasts in both endochondral and intramembranous-forming bone beginning around E14.5 (Zhang et al., 2002) (Fig. S8). Once again, the increase in *Fgf8b* expression resulted in developmental defects, with the resulting *OR26F8* (*OC-Cre;R26^Fgf8b^*) and *OCAGF8* (*OC-Cre;CAG^Fgf8b^*) mice being readily distinguishable from controls by gross morphology at E18.5, owing to shortened mandibles and limbs (Figs S9 and S10, and data not shown).

Both *OR26F8* and *OCAGF8* mice had a number of similar skeletal defects, which were more severe in the latter (Fig. 6). The calvaria were mostly replaced by an unstained cartilage matrix, in common with *Msx2-Cre*-based mice, although there were some notable differences in the most affected regions. Thus, whereas *Msx2-Cre*-based mice had some ossification surrounding the midline sutures, this top-most region of the cranial vault consisted solely of non-stained matrix in the *OC-Cre* mutants (Fig. 6E,F, Fig. S11). By contrast, there was more lateral ossification in both *OC-Cre* mutants (Fig. 6B,C) than there was in the *MCAGF8* mice (Fig. 4F), probably owing to the later initiation of *OC-Cre* expression. One notable similarity, however, was that the parietal bones had the most ossification and were least affected when either *Msx2-Cre* or *OC-Cre* were employed. With respect to additional craniofacial bones that form via intramembranous ossification, both *OR26F8* and *OCAGF8* mandibles were shorter than the controls and did not ossify normally, but instead were partially replaced by non-stained matrix (Fig. 6J-L). Similarly, the bones of the maxilla and palate had severely decreased ossification and were mostly replaced by non-stained matrix, particularly in the *OCAGF8* mice (Fig. 6D-I). By contrast, for bones formed via endochondral ossification we did not observe a replacement of bone by cartilage or by an abnormal unstained cartilage matrix (Fig. 6G-I,M-O). The disparity between the formation of the two types of bone in the mutants was also evident when alkaline phosphatase staining was used to examine bone differentiation (Fig. S12). Nevertheless, many endochondral bones, such as the basioccipital in the cranial base, were less mineralized than controls, as judged by Alizarin Red staining (Fig. 6G-I), and there were also size and shape differences, most notably for the limb skeleton. Therefore, increased *Fgf8b* expression, derived from either adjacent tissues or from within the developing bone itself, significantly affected intramembranous ossification and caused additional, yet variable, defects with respect to endochondral bone formation.

**Fig. 6.**
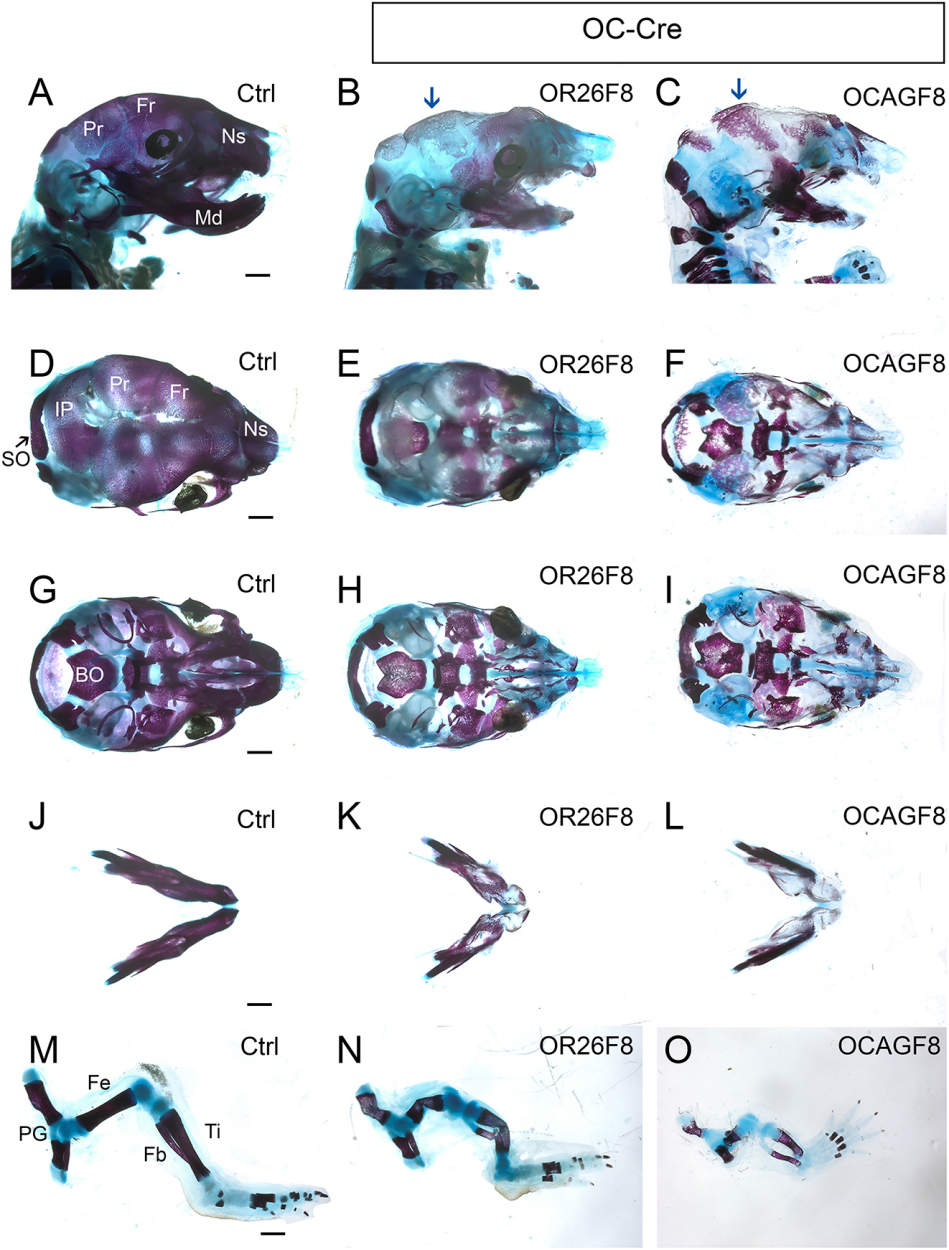
**Intramembranous ossification is more severely affected by increased *Fgf8b* expression than endochondral ossification.** (A-O) Bone and cartilage staining of E18.5 control (A,D,G,J,M), *OR26F8* (B,E,H,K,N) and *OCAGF8* (C,F,I,L,O) samples. (A-C) Lateral view of head, (D-F) dorsal view of cranial vault, (G-I) ventral view of cranial base after mandible removal, (J-L) dorsal view of mandibles, (M-O) hindlimbs. Blue arrows indicate parietal bones. BO, basioccipital; Fb, fibula; Fe, femur; Fr, frontal; IP, interparietal; Md, mandible; Ns, nasal; PG, pelvic girdle; Pr, parietal; SO, supraoccipital; Ti, tibia. Scale bars: 1 mm. Controls, *OR26F8* and *OCAGF8* samples are shown at the same magnification; *n*=5.

### Dysregulation of bone- and cartilage-related genes in the *MCAGF8* skull

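RNAseq compared 3 groups of tissue from E14.5 mouse embryos. The MCAGF8 cranial vault came from embryos in which Msx2-Cre had activated the Fgf8b allele in the surface ectoderm, and the control cranial vault and the control cranial base cartilage came from embryos without Cre. Both control tissues were collected from the control embryos, and whether pools of vault and base share embryos is not stated. The skin was peeled off, and the tissue between skin and brain was taken. RNA from 9 samples per group was combined into 3 pools of 3 samples, so each group had 3 libraries, 9 in all, and every error given for these data is the spread between pools. The authors sequenced stranded mRNA libraries as single-end reads, mapped the reads with gSNAP and derived expression with Cufflinks. The deposited values are FPKM, the unit that Fig. 7 calls RPKM.

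The table held 43611 rows for 43548 Ensembl gene identifiers, and the 63 rows that repeated an identifier were summed with their partners. In 17 cells of 9 genes (H19, Myh10, Trip12, Hectd4, Kmt2d, Phf3, Trim32, Mir675 and Peg10) the table gave the same placeholder number in place of a value, and these genes were left out. The FPKM of a library summed to 941588, 1035529 and 1147640.2 in the control cranial vault, 858454, 1056813 and 860437 in the MCAGF8 cranial vault, and 1335039.8, 793634 and 1136640.1 in the control cranial base. Between 16012 and 17288 genes per library had an FPKM of at least 1. Across genes, the correlation (Pearson's r of the log2 values) between libraries of 1 group was 0.970 to 0.974 in the control cranial vault, 0.959 to 0.980 in the MCAGF8 cranial vault and 0.904 to 0.946 in the control cranial base, with genes not being independent replicates. The number of reads behind each value is unknown, because Cufflinks divides fragments between isoforms and the files give no counts, so no counting interval is given.

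Values were tested as log2(FPKM + 1), with limma fitted to all 9 libraries, on the 18714 genes with a mean FPKM of at least 0.5. The 1 added before taking logs makes a log2 difference smaller than the true change for genes of low FPKM. A gene was called at an unadjusted p under 0.05 and a Benjamini-Hochberg adjusted p under 0.1, the stricter of the 2 thresholds in Fig. 7B, while the table legends of the supplement use the unadjusted p alone. Libraries were simulated with each gene's mean over all 9 libraries and its residual SD from the fit to all 9. That SD takes in the control base, whose libraries spread more than the vaults. In the MCAGF8 vault, 200 of 18714 genes were changed by 1 on the log2 scale. They were drawn from genes with a mean log2(FPKM + 1) above 1. A median of 21.25% of the changed genes were called in the cranial vault comparison, and 8.03% of the calls fell on unchanged genes. Where no gene had been changed, 0 genes were called (median of 10 simulated sets). Coordinates are those of GENCODE M21 on GRCm38, matched by Ensembl identifier (42470 identifiers matched). The build that the authors mapped to is not given in the sources used here.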

Given the differential effect of increased *Fgf8b* levels on the process of intramembranous ossification, we next explored the basis of this phenomenon by comparing gene expression in the developing cranial vault between *MCAGF8* mice and controls using RNA sequencing (RNAseq; Fig. 7A). We dissected cranial mesenchymal tissue between the skin and brain from the controls and *MCAGF8* mutants at E14.5, when cranial bone development is initiating. We also sampled tissue from E14.5 control cranial base as a baseline for hyaline cartilage gene signatures. The results from these comparisons are presented in Tables S1 and S2, respectively, and summarized in Fig. 7B. 

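Of the 18714 genes tested, 113 were called between the MCAGF8 cranial vault and the control cranial vault, 43 higher and 70 lower in the MCAGF8 cranial vault. Against the control cranial base, 1571 genes were called. In the vault comparison the 3 MCAGF8 values lay entirely above or below the 3 control values for 3602 genes (19.2%), where chance gives 10%, and all 113 called genes were among them. Apart from other thresholds, the per-gene linear model without moderation moved the vault count most: it called 0 genes, with 1223 genes at an unadjusted p under 0.05, against 1186 such genes by limma. Single libraries also moved the count. It was 13, 14 and 14 without MCAGF8 replicate 1, 2 or 3, 11 without control vault replicate 1 or 3, and 231 without control base replicate 2, which enters this comparison only through the pooled error.

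The paper names 52 genes as different between these vaults. All 52 differed in the stated direction with no overlap between the groups, and 15 of them were called. At an unadjusted p under 0.05 alone, limma passed 41. When the p-values were adjusted over the list alone, 41 passed too, which is not independent evidence because the study chose these genes on these samples. With MCAGF8 replicate 1, 2 or 3 or control vault replicate 1 or 3 left out, 2, 4, 2, 2 and 2 of the paper's genes with a value were called, and without control base replicate 2, 25.

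Called genes with a mean FPKM of at least 5 in the higher group and no overlap were ranked on the log2(FPKM + 1) scale. Among these, Krt5 (ENSMUSG00000061527, chromosome 15 from 101707070 to 101712898) rose most. It measured 12.0 ± 15.0 FPKM (SD, n = 3) in the control vault and 180.1 ± 62.5 (SD, n = 3) in the MCAGF8 vault. Its log2 difference was 4.46 (standard error 0.86, adjusted p = 0.0925 from limma). Gabrp (ENSMUSG00000020159) followed with 3.03, a (ENSMUSG00000027596, the agouti gene) with 2.93, Hoxa11os (ENSMUSG00000086427) with 2.72 and Pkp1 (ENSMUSG00000026413) with 2.62. Hoxa11os was listed at 0 in every control vault library, and it overlaps Hoxa11 on the opposite strand while the strand used in counting is not stated. For a gene at 0 the rank depends on the 1 added. With 0.1 or 0.01 in its place, the log2 difference of Hoxa11os was 5.80 and 9.09. Krt5 and Pkp1 are epidermal genes, and 19 of 22 genes in a list of skin epidermis markers were higher in the MCAGF8 vault. At the other end Ibsp and Spp1 stood with 3 skeletal muscle genes, Mylpf (ENSMUSG00000030672, chromosome 7 from 127208890 to 127214298, -5.44, standard error 0.98), Tnnc2 (ENSMUSG00000017300, -5.05) and Myl1 (ENSMUSG00000061816, -4.98). Mylpf measured 33.8 ± 37.3 FPKM (SD, n = 3) in the MCAGF8 vault and 1386 ± 1286 (SD, n = 3) in the control vault, and the summed FPKM of 24 muscle genes varied 5.91-fold among the control vault libraries themselves. Krt5 was no longer called without control cranial base replicate 1 or 3, MCAGF8 cranial vault replicate 1, 2 or 3 or control cranial vault replicate 1 or 3 (adjusted p 0.158, 0.109, 0.390, 0.302, 0.304, 0.273 and 0.233), nor Mylpf without control cranial base replicate 3, MCAGF8 cranial vault replicate 1, 2 or 3 or control cranial vault replicate 1, 2 or 3 (0.141, 0.390, 0.318, 0.105, 0.163, 0.154 and 0.216). Over all alternatives the adjusted p ran from 0.0277 to 0.444 for Krt5 and from 0.0414 to 1.00 for Mylpf.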

Note that, consistent with the removal of the skin where the *MCAGF8* allele was expressed before RNAseq analysis, *Fgf8* was not differentially expressed between *MCAGF8* and control skull tissue (Table S1). By contrast, both *Dusp6* and *Spry4*, which are both reporters and feedback regulators of FGF signaling, were upregulated in the *MCAGF8* mesenchyme. Additionally, *Htra1*, which directly cleaves and deactivates FGF8 in the extracellular environment, was upregulated in the mutants, potentially indicative of attempted feedback regulation of FGF8 signaling. These observations are consistent with FGF8 signaling from the ectoderm affecting gene expression in the underlying mesenchyme.

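Fgf8 (ENSMUSG00000025219, chromosome 19 from 45736798 to 45742915) measured 14.0 ± 5.10 FPKM (SD, n = 3) in the MCAGF8 cranial vault and 8.24 ± 5.23 (SD, n = 3) in the control cranial vault. The libraries overlapped, with 19.5, 9.43 and 13.0 FPKM in the MCAGF8 vault against 13.5, 8.25 and 3.01 in the control vault. The log2 difference was 0.83 (standard error 0.57, adjusted p = 0.969, limma), within the spread between libraries. It lay between 0.32 and 1.24 with 1 library left out, and 0 of 28 alternatives called the gene. FPKM here covers every transcript of Fgf8, and the table does not separate the allele's transcript from the endogenous one.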

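Dusp6 (ENSMUSG00000019960, chromosome 10 from 99263231 to 99267489) rose from 29.4 ± 2.91 FPKM (SD, n = 3) in the control vault to 51.1 ± 7.30 (SD, n = 3) in the MCAGF8 vault, and Spry4 (ENSMUSG00000024427, chromosome 18 from 38586247 to 38601415) from 7.23 ± 1.31 to 10.6 ± 0.633 (SD, n = 3 each). For both genes every MCAGF8 library was higher than every control library, a separation larger than the spread within the groups. The log2 difference of Dusp6 was 0.77 (standard error 0.19) and that of Spry4 0.51 (standard error 0.22). Corrected over all 18714 genes, neither was called, with an adjusted p of 0.205 for Dusp6 and 0.776 for Spry4 (limma). Dusp6 was called after quantile normalization (adjusted p 0.0875) and after removal of the trend with gene length and GC content (adjusted p 0.0334), out of 0.0334 to 0.614 over its alternatives.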

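Htra1 (ENSMUSG00000006205, chromosome 7 from 130936111 to 130985660) measured 360.1 ± 97.1 FPKM (SD, n = 3) in the MCAGF8 vault against 208 ± 16.4 (SD, n = 3) in the control vault, with no overlap between the libraries. Its log2 difference of 0.76 (standard error 0.23) had an adjusted p of 0.357 by limma and was not called. Rescaling of every library to a sum of 1000000 or quantile normalization brought Htra1 past the threshold (adjusted p 0.0973 and 0.0679, of 0.0679 to 0.845 over its alternatives).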

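Beyond these genes, a list of 21 FGF feedback regulators and targets was tested. Of its members, 13 were higher and 8 lower in the MCAGF8 vault, with a median log2 difference of 0.16. By limma 0 were called, 4 were at an unadjusted p under 0.05 (5 without moderation, which also called 0), and 3 passed when adjusted over the list alone. These 3 were Dusp6, Etv4 (ENSMUSG00000017724, log2 difference 1.03) and Ccnd1, the last 2 singled out after their values were seen. The list as a whole passed limma's camera test with a preset correlation of 0.01 (higher, adjusted p = 0.0377 over 12 lists) and did not pass fry, which estimates the correlation between genes from the libraries (adjusted p = 0.483). Camera no longer called the list without MCAGF8 replicate 2 (adjusted p 0.292), without control vault replicate 1 (0.113), or without the members that the paper names (0.266, median 0.11).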

**Fig. 7.**
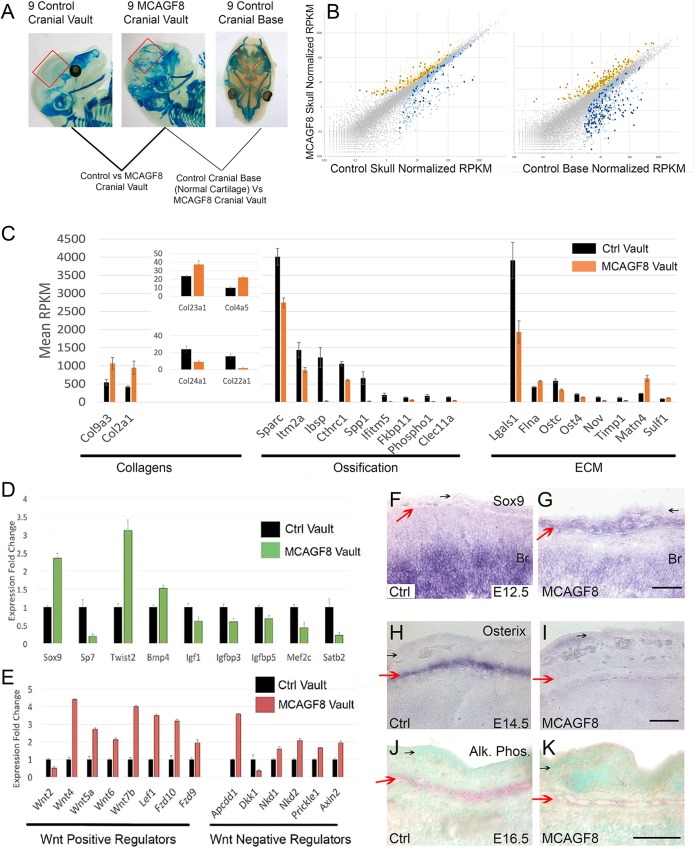
***MCAGF8* cranial vault differentiation shifts from osteogenic to chondrogenic.** (A) Schematic of RNAseq experimental design. E14.5 tissue was removed from control (left) and *MCAGF8* (center) cranial regions, outlined by the red boxes, after skin removal and avoiding underlying brain tissue. Control cranial base cartilage was removed from areas shown by red dots (right). (B) Scatterplot depicting average reads per kilobase of transcript per million mapped reads (RPKM) values. Colored points represent transcripts that are statistically significant between the groups: *MCAGF8* cranial vault (*y*-axis), and either control cranial vault (*x*-axis, left) or control cranial base (*x*-axis, right). Yellow represents genes upregulated in *MCAGF8* compared with the control (light yellow=*P*<0.05, dark yellow=*P*<0.05 and q<0.1). Blue represents genes down­regulated in *MCAGF8* compared with the control (light blue=*P*<0.05, dark blue=*P*<0.05 and q<0.1). (C) Histograms plotting normalized RPKM values of genes associated with collagen (left), cartilage/bone differentiation (middle) and ECM (right) that are significantly dysregulated in *MCAGF8* cranial vaults (orange) as compared with control vaults (black). Error bars represent standard error. (D,E) Histograms plotting expression fold change in *MCAGF8* cranial vault samples as compared with controls: control values are normalized to 1 (black bars), whereas mutant samples are represented by green or red, respectively, for genes involved in differentiation (D) or Wnt signaling (E). Error bars represent standard error. (F-I) RNA *in situ* hybridization in the cranial vault for expression (purple) of *Sox9* at E12.5 (F,G) or *Osterix/Sp7* at E14.5 (H,I) for control (F,H) and *MCAGF8* (G,I) embryos. (J,K) Alkaline phosphatase activity (red) in the cranial vault of E16.5 control (J) and *MCAGF8* (K) embryos. The cranial vault (red arrows) and surface epithelium (black arrows) are shown. Br, brain. Scale bars: 60 µm; *n*=3.

Next, to identify important categories of differentially expressed genes between the control and *MCAGF8* cranial vault samples, we used DAVID functional annotation clustering and functional annotation charting to analyze these data sets (Huang et al., 2009b). 

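In place of the DAVID clustering, whose annotation release cannot be rebuilt here, 12 gene lists were tested on the difference between the MCAGF8 and control cranial vaults with limma's camera. The lists cover cartilage matrix, hypertrophic cartilage and endochondral ossification, bone and osteoblasts, FGF feedback, the hedgehog, insulin-like growth factor and TGF-β/BMP pathways, glycosylation and sulfation enzymes, and 4 parts of the Wnt pathway. Camera called 8 of the 12 at an adjusted p under 0.1. Fry called 3 of these, namely hypertrophic cartilage, bone and Wnt ligands, and 5 stayed called by camera once the genes that the paper names were taken out. The choice of test moved this result most, with 6 to 8 lists called when 1 library was left out.

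Hypertrophic cartilage and endochondral ossification genes had a median log2 difference of -1.01 over 20 genes, 16 of them lower in the MCAGF8 vault and 5 called, all lower (camera adjusted p = 1.79e-22, fry adjusted p = 0.00898). Over the list alone, 12 members passed. Without the 7 members that the paper names, the 13 left had a median of -0.33 (camera adjusted p = 7.93e-06, fry adjusted p = 0.0984).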

Comparison of *MCAGF8* and control cranial vaults yielded differentially expressed genes annotated to categories including bone development, ossification, osteoblast differentiation, regulators of bone mineralization, Wnt signaling and categories likely to reflect the shift to cartilage differentiation; for example, genes encoding proteins involved in formation of the extracellular matrix, glycoproteins, glycosylation and disulfide bonds (Table S1). On the basis of this DAVID analysis, we next focused on the expression of transcripts encoding major structural components of bone and cartilage in the calvaria samples of controls and *MCAGF8* mice. These analyses showed *MCAGF8* mutants exhibited a major increase in the expression of *Col2a1* and *Col9a3*, two collagens typically found together in hyaline cartilage (Mayne, 1989) (Fig. 7C, left). Conversely, *Col24a1*, a gene involved in osteoblast differentiation and bone formation (Koch et al., 2003), was downregulated (Fig. 7C, Table S1). 

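Col2a1 (ENSMUSG00000022483, chromosome 15 from 97975602 to 98004695) measured 948 ± 316 FPKM (SD, n = 3) in the MCAGF8 vault and 419 ± 44.4 (SD, n = 3) in the control vault. Col9a3 (ENSMUSG00000027570, chromosome 2 from 180597790 to 180622189) measured 1069 ± 278 and 544 ± 135 (SD, n = 3 each). The libraries of the groups did not overlap for either gene. With the control cranial base in the fit, whose replicate 2 held 2292 FPKM of Col2a1 against 163 and 268 in replicates 1 and 3, the pooled error was wide. Col2a1 had a log2 difference of 1.12 with a standard error of 0.81, Col9a3 of 0.96 with a standard error of 0.74, and both an adjusted p of 0.969 by limma. Restricted to the 6 vault libraries, limma gave an adjusted p of 0.196 for Col2a1 and 0.227 for Col9a3, out of 0.196 to 1.00 and 0.227 to 1.00 over their alternatives.

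A list of 28 cartilage matrix genes had a median log2 difference of 0.45, with 23 genes higher and 5 lower. By limma 0 were called, 2 were at an unadjusted p under 0.05 (0 without moderation, which also called 0), and 0 passed when adjusted over the list alone. Camera called the list (adjusted p = 0.0117), and fry did not (adjusted p = 0.644). The call by camera was lost without MCAGF8 replicate 3 (median 0.27, adjusted p 0.258) and with each library's slope on gene length as a covariate (median 0.11, adjusted p 0.468), a setting added after the data were seen. It held without the genes named in the paper (23 genes, median 0.37, adjusted p 0.0750).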

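Col24a1 (ENSMUSG00000028197, chromosome 3 from 145292472 to 145552011) fell from 24.0 ± 6.61 FPKM (SD, n = 3) in the control vault to 9.06 ± 2.63 (SD, n = 3) in the MCAGF8 vault without overlap, a log2 difference of -1.32 (standard error 0.31, adjusted p = 0.187, limma, not called). With the length and GC trend removed or the length slope as a covariate, both added later, its adjusted p was 0.0709 and 0.0227, of 0.0227 to 0.618 over its alternatives. Fig. 7C also plots Col22a1, Col4a5 and Col23a1. Col22a1 (ENSMUSG00000079022, chromosome 15 from 71795795 to 72034227) was at 1.70 ± 1.26 FPKM in the MCAGF8 vault against 15.7 ± 5.16 in the control vault (SD, n = 3 each) and was called (-2.67, adjusted p = 0.0768). Without MCAGF8 cranial vault replicate 1, 2 or 3 or control cranial vault replicate 1 or 3, the adjusted p of Col22a1 was 0.390, 0.149, 0.246, 0.235 and 0.233, within 0.0360 to 0.413 over its alternatives. Col4a5 (ENSMUSG00000031274, chromosome X from 141475385 to 141689234) and Col23a1 (ENSMUSG00000063564, chromosome 11 from 51289920 to 51583918) were higher in every MCAGF8 library, by log2 differences of 1.10 and 0.62, and were not called (adjusted p 0.254 and 0.450). Col4a5 was called with only the 6 vault libraries (adjusted p 0.0962) and with the trend removed (0.0942), of 0.0942 to 0.773 over its alternatives.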

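Genes of bone formation fell over a wide range in the MCAGF8 cranial vault. Ibsp (ENSMUSG00000029306, chromosome 5 from 104299171 to 104311469) measured 24.9 ± 22.3 FPKM (SD, n = 3) in the MCAGF8 vault and 1231 ± 479 (SD, n = 3) in the control vault, a 49.4-fold ratio of means and a log2 difference of -5.81 (standard error 0.64, adjusted p = 0.0146, limma). Spp1 (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050) measured 21.0 ± 16.1 and 661 ± 307 FPKM (SD, n = 3 each), a 31.5-fold ratio and a log2 difference of -5.01 (standard error 0.57, adjusted p = 0.0158). Both stayed called with any library left out. The ratio for Ibsp was 39.0 without MCAGF8 replicate 1 and 102 without MCAGF8 replicate 2, and that for Spp1 was 25.7 and 56.8 without the same libraries. Taken between group medians in place of means, the ratios were 119 and 71.0.

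Ifitm5 (ENSMUSG00000025489, chromosome 7 from 140948958 to 140950291) fell from 196 ± 90.0 to 12.1 ± 4.30 FPKM, Phospho1 (ENSMUSG00000050860, chromosome 11 from 95824499 to 95832140) from 170.1 ± 75.3 to 11.9 ± 7.84, and Fkbp11 (ENSMUSG00000003355, chromosome 15 from 98724366 to 98728198) from 129 ± 22.0 to 57.1 ± 9.92 (SD, n = 3 each). These 3 were called, with log2 differences of -3.84, -3.79 and -1.16 and adjusted p of 0.0385, 0.0374 and 0.0723. Each call was lost with some libraries left out, where a group holds 2 libraries. The adjusted p of Ifitm5 became 0.233, 0.112, 0.131, 0.163 and 0.170 without MCAGF8 cranial vault replicate 1, 2 or 3 or control cranial vault replicate 1 or 3, that of Phospho1 0.196, 0.112, 0.163 and 0.170 without MCAGF8 cranial vault replicate 1 or 3 or control cranial vault replicate 1 or 3, and that of Fkbp11 0.358, 0.131, 0.205, 0.191 and 0.216 without MCAGF8 cranial vault replicate 1, 2 or 3 or control cranial vault replicate 1 or 3. Over the alternatives it ranged from 0.0210 to 0.434 for Ifitm5, 0.0133 to 0.327 for Phospho1 and 0.0148 to 0.358 for Fkbp11.

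Clec11a (ENSMUSG00000004473, chromosome 7 from 44302687 to 44306902), Cthrc1 (ENSMUSG00000054196, chromosome 15 from 39076932 to 39087121), Itm2a (ENSMUSG00000031239, chromosome X from 107397099 to 107403376) and Sparc (ENSMUSG00000018593, chromosome 11 from 55394500 to 55423183) were lower in every MCAGF8 library than in every control vault library, but were not called. Their FPKM were 42.7 ± 1.902 against 138 ± 26.2 for Clec11a, 609 ± 34.0 against 1058 ± 99.6 for Cthrc1, 882 ± 127 against 1437 ± 359 for Itm2a and 2747 ± 224 against 4012 ± 405 for Sparc (SD, n = 3 each). The log2 differences were -1.66, -0.79, -0.68 and -0.54, with adjusted p of 0.150, 0.311, 0.964 and 0.957. Without control base replicate 2 or 3, Clec11a was called (adjusted p 0.0210 and 0.0888, of 0.0210 to 0.563 over its alternatives).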

Two additional genes involved in bone formation, *Ibsp* and *Spp1*, were downregulated by >30-fold in the *MCAGF8* cranial vault tissue, whereas others associated with this process were decreased to a lesser extent, including *Sparc*, *Ifitm5*, *Fkbp11*, *Phospho1*, *Itm2a*, *Cthrc1* and *Clec11a* (Fig. 7C, Table S1). Together, these findings indicate that the mutants favor a cartilage rather than a bone program of gene expression. However, the effects of ectopic *Fgf8b* on the transcription of genes involved in bone development were not uniform (Fig. 7C), implying that specific aspects of osteogenesis were more severely affected. 

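Over a list of 38 bone and osteoblast genes, 37 were lower in the MCAGF8 cranial vault, with a median log2 difference of -1.21 and 11 called lower by limma. When adjusted over the list alone, 25 passed. Both set tests called the list (camera adjusted p = 2.44e-51, fry adjusted p = 0.00898). Because the study had picked several of these genes from the same libraries, the list was also tested without the genes that the paper names. Of the 24 left, 23 were lower, with a median of -1.05, 3 called, and 13 passing over the list alone (camera adjusted p = 2.17e-20, fry adjusted p = 0.0984). From the higher cartilage collagens and the lower bone matrix genes, the paper writes of findings that point to a cartilage program of gene expression in the mutants rather than a bone program.

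**Figure D1:**
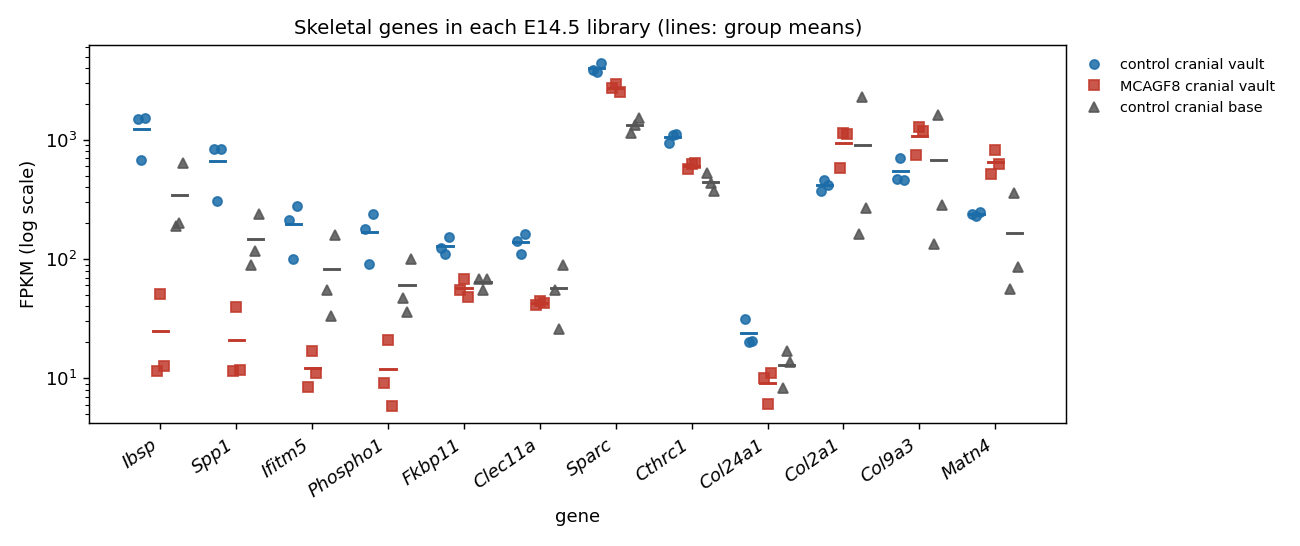
FPKM (log axis) of 12 bone and cartilage genes in each library of the control cranial vault, the MCAGF8 cranial vault and the control cranial base; points are libraries (3 per group) and lines are group means. Ibsp and Spp1 show the widest separation between the vaults, and Col2a1 spans 163 to 2292 FPKM within the control cranial base.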

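Within the list of 38 bone and osteoblast genes, log2 differences ran from -5.81 for Ibsp to 0.47 for Postn (ENSMUSG00000027750), the 1 gene of the list that was higher in the MCAGF8 vault. Among members that the paper does not name, picked here after their values were seen, Dmp1 (ENSMUSG00000029307) fell by 4.69, Smpd3 (ENSMUSG00000031906) by 3.48 and Bglap2 (ENSMUSG00000074486) by 3.45 on the log2 scale, and these 3 were called (adjusted p 0.0723, 0.0322 and 0.0743, limma). Bglap2 was listed at 0 in every MCAGF8 library. By contrast, the log2 difference was -0.48 for Col1a1 (ENSMUSG00000001506, 2430.4 against 3417 FPKM) and -0.26 for Runx2 (ENSMUSG00000039153, 44.3 against 53.5 FPKM), each with an adjusted p of 0.969. Whether any pair of these genes differed from each other was not tested.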

Alongside these structural components, genes responsible for collagen processing and extracellular matrix (ECM) formation and modification, including *Sulf1*, *Ost4* and *Ostc*, were also dysregulated in the *MCAGF8* skulls (Fig. 7C, right; Table S1). 

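Sulf1 (ENSMUSG00000016918, chromosome 1 from 12692277 to 12861192) rose from 89.0 ± 14.1 to 121 ± 3.70 FPKM, and Ost4 (ENSMUSG00000038803, chromosome 5 from 30905885 to 30907788) and Ostc (ENSMUSG00000041084, chromosome 3 from 130695912 to 130709444) fell from 221 ± 32.9 to 132 ± 20.7 and from 583 ± 92.8 to 337 ± 43.3 (SD, n = 3 each). In all 3 genes the libraries of the vaults did not overlap. The log2 differences were 0.45, -0.74 and -0.79 (standard errors 0.20, 0.34 and 0.35), with adjusted p of 0.804, 0.803 and 0.786 by limma, so none was called. Ost4 and Ostc have short transcripts, and libraries differed in a trend of FPKM with gene length. With that trend removed, the log2 difference was -0.61 for Ost4 (adjusted p 0.367) and -0.70 for Ostc (adjusted p 0.517), where the alternatives ranged from 0.147 to 1.00 and 0.145 to 1.00.

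Fig. 7C shows 5 more genes of this class. Timp1 (ENSMUSG00000001131, chromosome X from 20870166 to 20874735) and Nov (ENSMUSG00000037362, chromosome 15 from 54745702 to 54754039) were called lower, with 39.3 ± 11.7 against 119.7 ± 28.8 FPKM for Timp1 (log2 difference -1.59, adjusted p = 0.0478) and 37.6 ± 14.0 against 135 ± 24.1 for Nov (-1.86, adjusted p = 0.0727; SD, n = 3 each). Timp1 was not called without MCAGF8 cranial vault replicate 1 or 3 or control cranial vault replicate 1 or 3 (adjusted p 0.279, 0.159, 0.164 and 0.182; alternatives 0.0282 to 0.279). For Nov the same held without control cranial base replicate 1, MCAGF8 cranial vault replicate 1, 2 or 3 or control cranial vault replicate 1, 2 or 3 (adjusted p 0.102, 0.358, 0.272, 0.105, 0.203, 0.159 and 0.194; alternatives 0.0508 to 0.358). Lgals1 (ENSMUSG00000068220, chromosome 15 from 78926725 to 78930465) was lower and Matn4 (ENSMUSG00000016995, chromosome 2 from 164389393 to 164405160) and Flna (ENSMUSG00000031328, chromosome X from 74223461 to 74249820) were higher in every MCAGF8 library, by log2 differences of -1.02, 1.42 and 0.47, without passing the threshold (adjusted p 0.963, 0.659 and 0.786). Matn4 was called in the 6 vault libraries alone (adjusted p 0.0562) and without control base replicate 2 (0.0398), of 0.0398 to 1.00 over its alternatives.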

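A list of 49 tested genes for enzymes of glycosylation and sulfation had a median log2 difference of 0.08 between the MCAGF8 and control vaults, with 29 genes higher and 20 lower. Neither camera (adjusted p = 0.657) nor fry (adjusted p = 0.862) called the list. By limma 1 member was called, the chondroitin sulfotransferase Chst13 (ENSMUSG00000056643), singled out here after its values were seen. It measured a mean of 0.223 FPKM in the MCAGF8 vault and 4.11 in the control vault, a log2 difference of -2.01 (adjusted p = 0.0969). It was also the 1 member that passed when adjusted over the list alone.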

The aberrant expression of genes involved in collagen modification, as well as the changes in genes encoding enzymes that alter glycosylation and sulfation of ECM proteins, provides a possible explanation for the altered staining properties of the cartilage found in the *MCAGF8* cranial vaults.

Next, we determined whether there were gene expression differences between the cartilage of the *MCAGF8* skull versus control cranial base cartilage (Table S2). 

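Between the MCAGF8 cranial vault and the control cranial base, 558 of the 1571 called genes were higher and 1013 lower in the MCAGF8 vault. The groups did not overlap for 4093 genes (21.9%, against 10% by chance), of which 1565 were called. The balance of the calls depended on scaling: after quantile normalization 1153 genes were called higher and 810 lower. Leaving out control base replicate 2 raised the count to 4580, and leaving out MCAGF8 replicate 1, 2 or 3 lowered it to 559, 766 and 831. With each base library left out in turn, the count was 17.9, 19.8 and 15.0 times the vault count from the same fit, against 13.9 times with all libraries. The lead over the vault comparison depended on the fit and the threshold. Fitted to its own libraries, each comparison gave 875 genes against the base and 174 between the vaults. At an unadjusted p under 0.05 the counts were 3675 and 1186 in the fit to 9 libraries. In the libraries of the 2 groups alone, settings added after the values were seen, they were 2806 and 2474, or 2353 and 2326 without moderation.

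The called genes had a median absolute log2 difference of 1.36 against the control base and 2.31 in the vault comparison. These medians cannot rank the comparisons, because fewer calls in the vault comparison mean a stricter cut on the unadjusted p. Over all 18714 genes tested, the median absolute log2 difference was 0.301 against the base and 0.199 between the vaults, a median that also grows with the spread within groups. The median residual SD on the log2 scale was 0.418 in the control base, 0.252 in the MCAGF8 vault and 0.217 in the control vault. The largest decreases among named genes were -7.00 for Col10a1 and -5.81 for Ibsp.

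Apart from Col10a1, the genes farthest apart under the naming rule were Mylpf (-6.82), Sln (ENSMUSG00000042045, -6.33), Stmn3 (ENSMUSG00000027581, -6.18) and Prph (ENSMUSG00000023484, -6.17), all lower in the MCAGF8 vault. Mylpf and Sln are expressed in skeletal muscle and Stmn3 and Prph in neurons. Genes higher in the MCAGF8 vault included Hba-a2 (ENSMUSG00000069917, chromosome 11 from 32296489 to 32297298, 5.34), Cxcl14 (ENSMUSG00000021508, chromosome 13 from 56288643 to 56296551, 4.98), C130021I20Rik (ENSMUSG00000052951, 4.61) and Zic4 (ENSMUSG00000036972, 4.10). Cxcl14 measured 337 ± 94.6 FPKM in the MCAGF8 vault and 9.99 ± 4.09 in the control base (SD, n = 3 each, adjusted p = 1.22e-04, limma). Hba-a2 has a near-identical paralog, Hba-a1, and how reads shared by both were assigned is not stated. Its call was lost without control cranial base replicate 3 or MCAGF8 cranial vault replicate 1, 2 or 3 (adjusted p 0.174, 0.180, 0.179 and 0.127, of 0.0127 to 0.190 over its alternatives).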

More genes were found to be dysregulated in this comparison, and dysregulated at higher levels, than between the control and mutant cranial vault samples (Fig. 7B). 

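Col10a1 (ENSMUSG00000039462, chromosome 10 from 34389981 to 34397085) measured 0.406 ± 0.0521 FPKM (SD, n = 3) in the MCAGF8 cranial vault and 283 ± 326 (SD, n = 3) in the control cranial base, where the libraries held 115, 658 and 74.2 FPKM. The ratio of means was 696, and the log2 difference was -7.00 (standard error 0.65, adjusted p = 0.00171, limma), the largest decrease among the called genes with a mean FPKM of at least 5 in the higher group and no overlap. The ratio rested most on control base replicate 2, without which it was 233. Only limma on FPKM without the log failed to call the gene (adjusted p 0.321, of 1.87e-04 to 0.321 over its alternatives). In the control cranial vault Col10a1 was also low, at 1.49 ± 0.555 FPKM (SD, n = 3).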

The most striking observation was that *Col10a1*, which is crucial for endochondral bone formation (Gu et al., 2014), was expressed at >100-fold lower levels in the *MCAGF8* cranial vaults (Table S2). Several additional genes involved in endochondral ossification were also differentially expressed between these two samples, with higher levels in the control cranial base compared with the *MCAGF8* cranial vault cartilage. These genes included *Mmp13* (>10-fold), *3110079O15Rik* /*Snorc* (>10-fold), *Ihh* (∼10-fold), *Spp1* (>5-fold) and *Ibsp* (>5-fold) (Table S2). Thus, although differentiation in the cranial vault favors a chondrogenic versus osteogenic trajectory in the presence of upregulated *Fgf8b* signaling in *MCAGF8* mice, it is not undergoing normal endochondral ossification and displays distinct histochemical properties from other cartilage in the body (as shown in Fig. 5).

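Mmp13 (ENSMUSG00000050578, chromosome 9 from 7272514 to 7283331) measured 0.113 ± 0.0622 FPKM in the MCAGF8 vault against 6.78 ± 6.20 in the control base, and Snorc (ENSMUSG00000026258, chromosome 1 from 87470271 to 87475482) 16.2 ± 9.60 against 239 ± 113 (SD, n = 3 each). Ihh (ENSMUSG00000006538, chromosome 1 from 74945315 to 74951672) was at 1.31 ± 0.354 against 14.3 ± 7.66. Spp1 and Ibsp reached 148 ± 78.6 and 342 ± 256 FPKM in the control base (SD, n = 3 each). The ratios of means were 60.2 for Mmp13, 14.8 for Snorc, 10.9 for Ihh, 7.06 for Spp1 and 13.7 for Ibsp, and no gene overlapped between the groups. All 5 were called by limma, with log2 differences of -2.52, -3.85, -2.62, -2.87 and -3.81 and adjusted p of 0.0215, 0.00411, 0.00662, 0.0211 and 0.0113. Spp1 was no longer called without MCAGF8 replicate 1 (adjusted p 0.108, of 0.0179 to 0.642 over its alternatives).

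Single libraries decided the size of some ratios. Without control base replicate 3 the ratio was 28.8 for Mmp13, 7.79 for Ibsp and 4.92 for Spp1, the last below the fold of 5 that the paper gives as its lower bound, and without MCAGF8 replicate 2 it was 28.4 for Ibsp and 12.7 for Spp1. For Snorc it was 21.9 without MCAGF8 replicate 3, and for Ihh 7.54 without control base replicate 2. Mmp13 was under 1 FPKM in the MCAGF8 vault, where its ratio depends on values near 0.

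**Figure D2:**
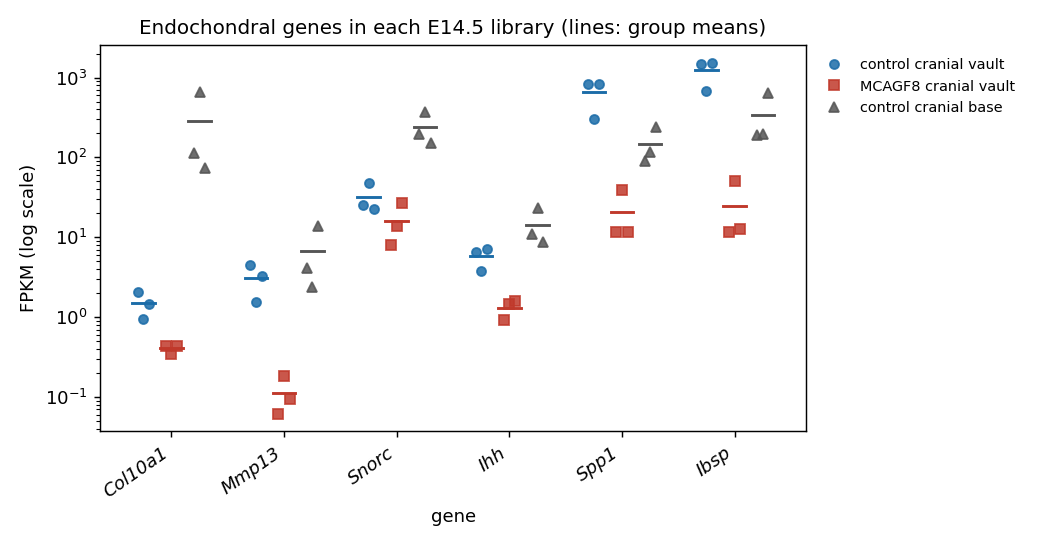
FPKM (log axis) of Col10a1, Mmp13, Snorc, Ihh, Spp1 and Ibsp in each library of the control cranial vault, the MCAGF8 cranial vault and the control cranial base; points are libraries (3 per group) and lines are group means. For each of the 6 genes, the 3 control base libraries lie above the 3 MCAGF8 libraries, and Col10a1 spans 74.2 to 658 FPKM in the base.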

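The list of hypertrophic cartilage and endochondral ossification genes had a median log2 difference of -1.20 between the MCAGF8 vault and the control base. Of its 20 genes, 16 were lower in the MCAGF8 vault and 10 were called lower, while 12 passed when adjusted over the list alone (camera adjusted p = 1.16e-08, fry adjusted p = 0.0180). The 13 genes that the paper does not name had a median of -0.19 (camera adjusted p = 0.0305, fry adjusted p = 0.120). Cartilage matrix genes, as a list, had a median of 0.52 in this comparison (camera adjusted p = 0.0288, fry adjusted p = 0.559). Summed over the list, control base replicates 1, 2 and 3 held 2177, 13889 and 2406 FPKM. Replicates 1 and 3 thus lay below every control vault library, of which the lowest held 3354. The result for that list changed with single libraries: its median was -0.05 without control base replicate 1 (adjusted p 0.323), and the camera call was also lost without control base replicate 3 (0.676) or MCAGF8 replicate 3 (0.275). It was lost too at a mean FPKM of at least 5 (0.159), after quantile normalization (0.304) and at a common sum (0.145), and with the length slope as a covariate, a setting added later, the median was -0.25 (0.976). In the control vault, Mmp13 was at 3.09 ± 1.47, Ihh at 5.87 ± 1.84 and Snorc at 31.9 ± 13.6 FPKM (SD, n = 3 each), with log2 differences to the MCAGF8 vault of -1.81, -1.54 and -1.01 and adjusted p of 0.293, 0.177 and 0.804 (limma).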

### *MCAGF8* mutants have impaired differentiation and display dysregulated Wnt signaling

We next examined the balance between regulators of chondrogenesis and osteogenesis in the control and *MCAGF8* skulls to determine how *Fgf8b* was exerting its mechanistic effects. These analyses indicated that several regulators of cartilage/bone differentiation were dysregulated in the *MCAGF8* cranial vaults (Fig. 7D). First, there was a shift towards the expression of transcription factors that are linked with a chondrocyte cell fate and inhibit ossification. In particular, *Sox9*, which stimulates chondrocyte differentiation (Akiyama et al., 2002; Lefebvre et al., 1997; Lefebvre and de Crombrugghe, 1998), *Twist2*, an inhibitor of osteoblast differentiation (Bialek et al., 2004; Lai et al., 2011; Lee et al., 1999), and *Irx1* and *Irx5*, markers of immature chondrocytes, were all upregulated (Fig. 7D, Table S1). Conversely, mRNAs for *Sp7*/*Osterix*, *Mef2c* and *Satb2*, transcriptional regulators that stimulate bone differentiation, were downregulated. 

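Sox9 (ENSMUSG00000000567, chromosome 11 from 112782224 to 112787760) measured 54.1 ± 12.1 FPKM in the MCAGF8 vault and 23.0 ± 1.63 in the control vault, and Twist2 (ENSMUSG00000007805, chromosome 1 from 91801461 to 91848028) 109 ± 11.5 and 34.98 ± 5.57 (SD, n = 3 each). Irx1 (ENSMUSG00000060969, chromosome 13 from 71957921 to 71963723) measured 24.2 ± 1.15 and 5.60 ± 1.54, and Irx5 (ENSMUSG00000031737, chromosome 8 from 92357625 to 92376286) 35.2 ± 10.5 and 11.7 ± 3.58 (SD, n = 3 each). All 4 were higher in every MCAGF8 library than in every control vault library. The log2 differences were 1.17 for Sox9 (standard error 0.47), 1.62 for Twist2 (0.33), 1.96 for Irx1 (0.42) and 1.52 for Irx5 (0.33). With adjusted p of 0.684, 0.110, 0.135 and 0.130 by limma, none was called with all 9 libraries.

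Without control base replicate 2, which held 80.3 FPKM of Sox9 against 18.5 and 20.0 in the other base libraries, all 4 were called (adjusted p 0.0446, 0.0175, 0.0210 and 0.0782). Twist2 and Irx1 were also called without control base replicate 1 (adjusted p 0.0797 and 0.0861). Over the alternatives the adjusted p ran from 0.0446 to 1.00 for Sox9, 0.0117 to 0.433 for Twist2, 0.0210 to 0.515 for Irx1 and 0.0782 to 0.465 for Irx5. Twist2 is also expressed in dermis, and 12 dermal marker genes that the paper does not name had a median log2 difference of -0.01, with 6 higher and 6 lower. Because these genes go both ways, their median does not decide whether dermis cells contributed to Twist2.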

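Sp7 (ENSMUSG00000060284, chromosome 15 from 102356606 to 102367182) fell from 94.3 ± 34.8 FPKM in the control vault to 18.1 ± 2.35 in the MCAGF8 vault, and Mef2c (ENSMUSG00000005583, chromosome 13 from 83504034 to 83667080) from 35.4 ± 4.68 to 15.2 ± 3.79 (SD, n = 3 each), with no overlap between the groups. Sp7 (log2 difference -2.25, adjusted p = 0.0763) and Mef2c (-1.19, adjusted p = 0.0768) were called by limma. Both calls were close to the threshold. Sp7 was not called without control cranial base replicate 1, MCAGF8 cranial vault replicate 1, 2 or 3 or control cranial vault replicate 1 or 3 (adjusted p 0.115, 0.358, 0.251, 0.225, 0.235 and 0.225), and Mef2c without control cranial base replicate 1 or 3, MCAGF8 cranial vault replicate 1, 2 or 3 or control cranial vault replicate 1, 2 or 3 (adjusted p 0.110, 0.109, 0.355, 0.247, 0.131, 0.236, 0.183 and 0.194). Mef2c also lost its call when every library was rescaled to a sum of 1000000 (adjusted p 0.417). The alternatives spanned 0.0334 to 0.416 for Sp7 and 0.0334 to 0.417 for Mef2c.

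**Figure D3:**
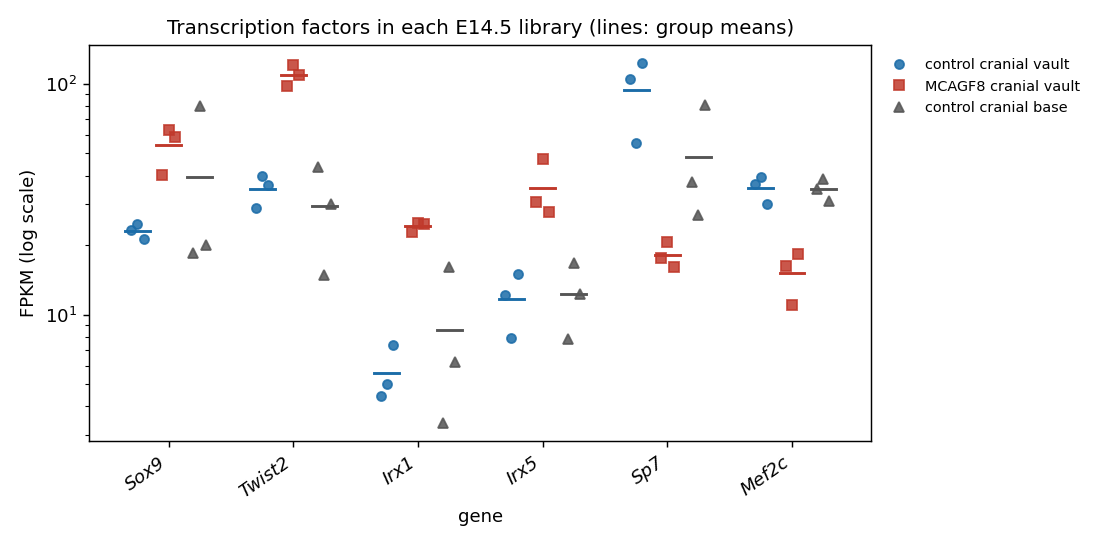
FPKM (log axis) of Sox9, Twist2, Irx1, Irx5, Sp7 and Mef2c in each library of the control cranial vault, the MCAGF8 cranial vault and the control cranial base; points are libraries (3 per group) and lines are group means. The 3 MCAGF8 libraries lie above the control vault libraries for the first 4 genes and below them for the last 2.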

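Transcription factors were compared between the 3 groups, gene by gene, by the absolute difference of their mean log2(FPKM + 1). The distances of the control cranial base to the MCAGF8 and the control vault were 0.75 and 0.42 for Sox9, 1.97 and 0.35 for Twist2, 1.63 and 0.33 for Irx1, 1.47 and 0.05 for Irx5, 1.23 and 1.03 for Sp7, and 1.17 and 0.02 for Mef2c. For each of these 6 genes the mean of the base libraries was nearer to the control vault. Whether these distances differ from each other was not tested gene by gene. The base libraries were not alike: control base replicate 2 held 80.3 FPKM of Sox9, above the MCAGF8 mean of 54.1, against 18.5 and 20.0 in replicates 1 and 3. For single base libraries, the distance to the MCAGF8 vault minus that to the control vault was averaged over the paper's 7 factors. It was 0.925, -0.215 and 1.48 for replicates 1, 2 and 3. Replicate 2, which held the most cartilage transcripts, was thus nearer to the MCAGF8 vault.

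Over all genes, 573 were called between the control base and the control vault, 347 higher and 226 lower in the base, fewer than the 1571 between the base and the MCAGF8 vault. The 573 moved with single libraries as well: to 934 and 1322 without control base replicate 1 or 2, to 388 without control base replicate 3, to 279, 431 and 322 without MCAGF8 replicate 1, 2 or 3, and to 190, 211 and 132 without control vault replicate 1, 2 or 3. Col10a1 (6.20), Sncg (5.71), Gm13992 (5.51), Prph (4.85) and Nefm (4.64) were the highest in the base under the naming rule, and C130021I20Rik (-4.41), Lmx1b (-3.49), Ch25h (-3.37), Cpz (-3.36) and Cxcl14 (-3.26) the lowest.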

Comparing the *MCAGF8* skull vault with the control cranial base indicated that the latter was more similar to the control skull vault with respect to the expression profiles of these same transcription factors (Table S2). This finding was again consistent with the cranial base initiating endochondral bone formation, whereas the *MCAGF8* skull vault has an expression profile that favors cartilage over bone, reinforcing the difference between these two types of cartilage. We also examined the expression of *Sox9* and *Sp7* using *in situ* hybridization in control and *MCAGF8* skulls (Fig. 7F-I). These results demonstrated that *Sox9* was upregulated in the *MCAGF8* skulls as early as E12.5, before overt ossification occurs, and this was mirrored by a later decrease in *Sp7* expression at E14.5. Next, to determine whether dysregulation of osteoblast regulatory genes correlated with impaired differentiation, we examined alkaline phosphatase activity, a marker of bone differentiation, at E16.5 using a liquid Fast-Red staining protocol. The *MCAGF8* cranial vaults had very little alkaline phosphatase activity (Fig. 7K) compared with controls (Fig. 7J). Together, these data indicate that *Fgf8b*-induced changes early in the differentiation process are probably responsible for favoring chondrogenesis over osteogenesis in the skull vault.

It has been previously shown that loss of β-catenin protein in the skull can switch development of the calvaria from bone to cartilage (Goodnough et al., 2012; Tran et al., 2010). Wnt signaling was also highlighted by the DAVID functional annotation clustering in the current analysis, where it occurred as the fifth annotation cluster with an enrichment score of 4.2 (Table S1). Therefore, we next investigated Wnt signaling pathway aberrations in the *MCAGF8* skull. These analyses revealed that multiple inhibitors and negative regulators of Wnt signaling were upregulated in the *MCAGF8* cranial vaults, including *Apcdd1*, *Axin2*, *Kremen2*, *Nkd1*, *Nkd2* and *Prickle1* (Fig. 7E and Table S1). 

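Apcdd1 (ENSMUSG00000071847, chromosome 18 from 62922231 to 62961179) rose from 24.4 ± 1.12 to 87.3 ± 4.62 FPKM (SD, n = 3 each), a log2 difference of 1.80 (standard error 0.31, adjusted p = 0.0723, limma), and was the called member of this group. Axin2 (ENSMUSG00000000142, chromosome 11 from 108920349 to 108950783) rose from 21.7 ± 3.197 to 42.3 ± 6.83 FPKM, Kremen2 (ENSMUSG00000040680, chromosome 17 from 23741197 to 23745833) from 3.07 ± 1.24 to 9.04 ± 2.87, Nkd1 (ENSMUSG00000031661, chromosome 8 from 88521354 to 88594884) from 21.7 ± 2.64 to 34.8 ± 7.51, Nkd2 (ENSMUSG00000021567, chromosome 13 from 73818534 to 73847631) from 13.5 ± 1.46 to 27.8 ± 5.48 and Prickle1 (ENSMUSG00000036158, chromosome 15 from 93499114 to 93595891) from 27.0 ± 1.78 to 44.8 ± 3.69 (SD, n = 3 each). In every case the MCAGF8 libraries lay above the control vault libraries. The log2 differences of these 5 were 0.92, 1.31, 0.64, 0.98 and 0.71, and the adjusted p were 0.181, 0.409, 0.408, 0.238 and 0.200, so none of the 5 was called.

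Apcdd1 was not called without control cranial base replicate 1, MCAGF8 cranial vault replicate 1, 2 or 3 or control cranial vault replicate 1, 2 or 3 (adjusted p 0.103, 0.358, 0.262, 0.190, 0.205, 0.140 and 0.215) or with the length and GC trend removed (0.166), of 0.00900 to 0.358 over its alternatives. Axin2 and Prickle1 were called without control base replicate 2 (adjusted p 0.0911 and 0.0928, of 0.0911 to 0.654 and 0.0882 to 0.606). Apcdd1 and Nkd1 also stand in the list of dermal markers used to look for other cell types. Over 33 tested Wnt inhibitors, 20 were higher and 13 lower in the MCAGF8 vault, with a median of 0.20, 1 called, and 10 passing when adjusted over the list alone. Camera called the list (adjusted p = 1.67e-05, and 0.0801 without the paper's genes), and fry did not (adjusted p = 0.215).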

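Wnt4 (ENSMUSG00000036856, chromosome 4 from 137277489 to 137299726) measured 9.48 ± 0.777 FPKM in the MCAGF8 vault and 2.15 ± 0.435 in the control vault (SD, n = 3 each). Wnt5a (ENSMUSG00000021994, chromosome 14 from 28504750 to 28527448) measured 79.7 ± 11.0 and 29.5 ± 8.29, Wnt6 (ENSMUSG00000033227, chromosome 1 from 74771892 to 74785322) 18.9 ± 3.51 and 8.89 ± 1.08, and Wnt7b (ENSMUSG00000022382, chromosome 15 from 85535437 to 85582473) 7.73 ± 0.708 and 1.93 ± 0.376 (SD, n = 3 each). No gene overlapped between the vaults. Limma called Wnt4 (log2 difference 1.74, adjusted p = 0.0374), Wnt5a (1.43, adjusted p = 0.0508) and Wnt7b (1.58, adjusted p = 0.0373), and not Wnt6 (1.00, adjusted p = 0.146). Leaving out MCAGF8 cranial vault replicate 1, 2 or 3 or control cranial vault replicate 1 or 3 removed all 3 calls, with adjusted p of 0.201, 0.159, 0.131, 0.163 and 0.180 for Wnt4, 0.283, 0.172, 0.131, 0.181 and 0.194 for Wnt5a and 0.196, 0.131, 0.105, 0.163 and 0.139 for Wnt7b. Wnt6 was called without control base replicate 2 (adjusted p 0.0782). The alternatives ran from 0.0155 to 0.201 for Wnt4, 0.0245 to 0.283 for Wnt5a, 0.0334 to 0.550 for Wnt6 and 0.0121 to 0.196 for Wnt7b.

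In a list of 15 tested Wnt ligands, 12 were higher and 3 lower, with a median of 0.57. Of these, 5 were called, Wnt4, Wnt5a, Wnt7b and also Wnt3 (ENSMUSG00000000125, log2 difference 1.93, adjusted p = 0.0566) and Wnt3a (ENSMUSG00000009900, 1.56, adjusted p = 0.0723), the last pair named after their values were seen. Over the list alone, 8 passed. Camera (adjusted p = 4.19e-14) and fry (adjusted p = 0.00898) both called the list, and for the 10 ligands that the paper does not name the median was 0.27 (camera adjusted p = 0.000127, fry adjusted p = 0.0984). Wnt4, Wnt6 and Wnt7b are also expressed in surface ectoderm. Within the vault groups, their mean had a slope of -0.12 on the mean of the epidermal genes (exact permutation p = 0.5, two-sided, 36 orders). With so few libraries, this slope cannot tell skin cells from expression in the vault.

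**Figure D4:**
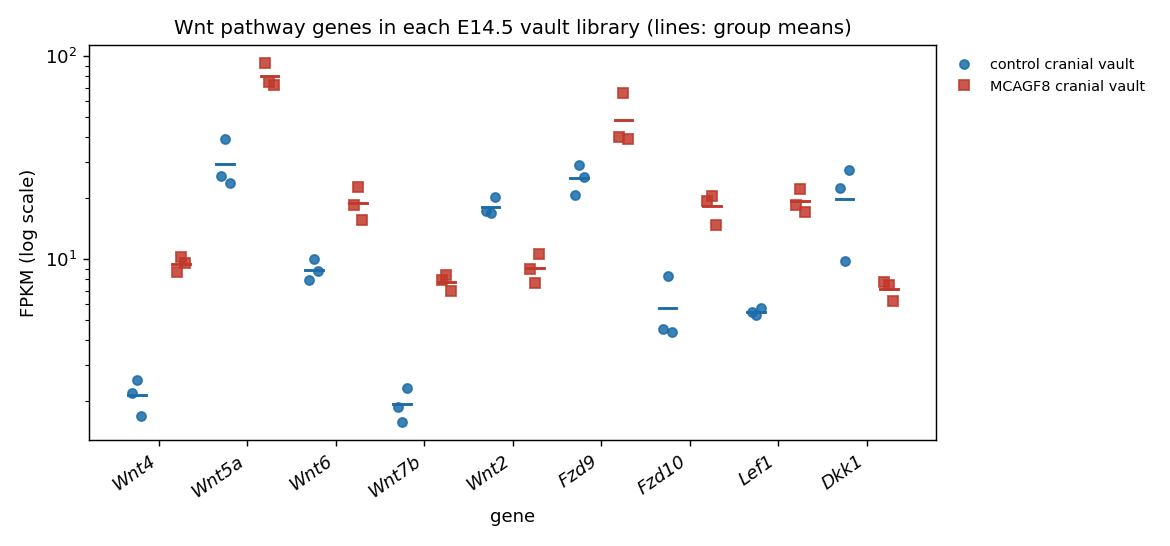
FPKM (log axis) of Wnt4, Wnt5a, Wnt6, Wnt7b, Wnt2, Fzd9, Fzd10, Lef1 and Dkk1 in each library of the control and MCAGF8 cranial vaults; points are libraries (3 per group) and lines are group means. The MCAGF8 libraries lie above the control libraries for all of these genes except Wnt2 and Dkk1, where they lie below.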

At the same time, several genes that positively regulate Wnt signaling were upregulated in the *MCAGF8* cranial vaults, including those encoding the Wnt ligands 4, 5a, 6 and 7b. Additionally, members of the canonical Wnt signaling pathway, including frizzled receptors (*Fzd9*, *Fzd10*) and the transcription factor *Lef1* (Fig. 7E), were also upregulated. By contrast, only one Wnt ligand, *Wnt2*, and one Wnt pathway inhibitor, *Dkk1*, were significantly downregulated. In addition to the striking effect of *Fgf8b* overexpression on Wnt signaling, there were also clear effects on other signaling pathways, notably the HH, insulin-like growth factor and transforming growth factor β/bone morphogenic protein (TGF-β/BMP) pathways, which might all be predicted to alter bone growth and development (Table S1).

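Fzd9 (ENSMUSG00000049551, chromosome 5 from 135248938 to 135251230) measured 48.5 ± 15.4 FPKM in the MCAGF8 vault and 25.0 ± 4.22 in the control vault, Fzd10 (ENSMUSG00000081683, chromosome 5 from 128600844 to 128604093) 18.3 ± 3.099 and 5.74 ± 2.20, and Lef1 (ENSMUSG00000027985, chromosome 3 from 131110471 to 131224356) 19.3 ± 2.66 and 5.51 ± 0.208 (SD, n = 3 each), again without overlap. Fzd10 was called (1.55 on the log2 scale, adjusted p = 0.0925, limma), while Fzd9 (0.90, adjusted p = 0.561) and Lef1 (1.63, adjusted p = 0.238) were not. The call of Fzd10 was lost without control cranial base replicate 1 or 3, MCAGF8 cranial vault replicate 1, 2 or 3 or control cranial vault replicate 1 or 3 (adjusted p 0.103, 0.146, 0.464, 0.340, 0.188, 0.300 and 0.307), after quantile normalization (0.123) and after rescaling to a common median (0.103). Lef1, which is also in the dermal marker list, was called without control base replicate 2 (adjusted p 0.0294) and with the 6 vault libraries alone (0.0336). The alternatives ranged from 0.184 to 1.00 for Fzd9, 0.0468 to 0.464 for Fzd10 and 0.0294 to 0.666 for Lef1.

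Wnt receptors and signal transduction genes did not shift as a list: 16 of 32 were higher and 16 lower, with a median of 0.01, 1 called (Fzd10) and 4 passing when adjusted over the list alone (camera adjusted p = 0.528, fry adjusted p = 0.862). Canonical Wnt targets had a median of 0.39, with 15 of 22 higher. Of these, 2 were called, Apcdd1 and Sp5 (ENSMUSG00000075304, log2 difference 1.73, adjusted p = 0.0723, named after its values were seen), and 11 passed over the list alone. Camera called the targets (adjusted p = 8.93e-05) and fry did not (adjusted p = 0.147), and without the paper's genes the median was 0.06 (camera adjusted p = 0.4999).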

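Wnt2 (ENSMUSG00000010797, chromosome 6 from 17988940 to 18030585) fell from 18.1 ± 1.92 FPKM in the control vault to 9.05 ± 1.49 in the MCAGF8 vault, and Dkk1 (ENSMUSG00000024868, chromosome 19 from 30545863 to 30549665) from 19.9 ± 9.10 to 7.15 ± 0.790 (SD, n = 3 each). The libraries did not overlap for either gene. The log2 differences were -0.93 (standard error 0.37, adjusted p = 0.668, limma) and -1.25 (standard error 0.58, adjusted p = 0.820), and neither was called. At an unadjusted p under 0.05, limma passed Wnt2 and not Dkk1 in the fit to 9 libraries. Dkk1 passed in the 6 vault libraries alone (unadjusted p = 0.0119, limma), a setting added after the values were seen. Among the other ligands of the list, Wnt2b (ENSMUSG00000027840) had a log2 difference of -0.47 (adjusted p = 0.916). Among the other inhibitors, Shisa3 (ENSMUSG00000050010) fell from a mean of 28.0 to 8.04 FPKM, a log2 difference of -1.61 (adjusted p = 0.276), and passed limma at an unadjusted p under 0.05, which Wnt2b did not. Wnt2b and Shisa3 were picked after their values were seen.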

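Of 20 tested hedgehog pathway genes, 13 were higher and 7 lower in the MCAGF8 vault (median log2 difference 0.20), 0 were called by limma with 7 at an unadjusted p under 0.05 (0 and 7 without moderation), and 6 passed when adjusted over the list alone. The list included opposite changes, such as -1.16 for Hhip (ENSMUSG00000064325) and -0.93 for Ptch1 (ENSMUSG00000021466) against 0.92 for Cdon (ENSMUSG00000038119), genes picked after their values were seen. In the insulin-like growth factor list, 9 of 17 genes were higher, with a median of 0.07, a mean of -0.11 and a camera direction that was lower, and 0 were called by limma with 3 at an unadjusted p under 0.05 (0 and 2 without moderation), or passed over the list alone. Of 48 TGF-β and BMP genes, 28 were higher, with a median of 0.09, and 1 was called, Ltbp2 (ENSMUSG00000002020, log2 difference 1.56, adjusted p = 0.0374, also named after its values were seen), which was likewise the 1 gene that passed over the list alone. Camera gave an adjusted p of 0.468 for the hedgehog, 0.487 for the insulin-like growth factor and 0.0731 for the TGF-β and BMP list, and fry 0.644, 0.520 and 0.512. The TGF-β and BMP call was lost without MCAGF8 replicate 2 (adjusted p 0.248), without control vault replicate 2 (0.200), in the 6 vault libraries alone (0.123) and without the paper's genes (0.167). In settings added after the data were seen it was also lost, with the length and GC trend removed (0.141) and with each library's length slope as a covariate (0.266).

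Fig. 7D plots Bmp4, Igf1, Igfbp3 and Igfbp5 from these pathways. Bmp4 (ENSMUSG00000021835, chromosome 14 from 46383520 to 46390669) rose from 53.0 ± 5.12 to 80.3 ± 12.1 FPKM, while Igf1 (ENSMUSG00000020053, chromosome 10 from 87858265 to 87937042) fell from 87.6 ± 13.3 to 53.6 ± 10.7, Igfbp3 (ENSMUSG00000020427, chromosome 11 from 7206086 to 7213923) from 213 ± 30.3 to 125 ± 22.7 and Igfbp5 (ENSMUSG00000026185, chromosome 1 from 72857932 to 72874884) from 552 ± 50.4 to 376 ± 53.4 (SD, n = 3 each). The vaults did not overlap for these 4 genes. Their log2 differences were 0.58, -0.71, -0.77 and -0.56, with adjusted p of 0.320, 0.442, 0.695 and 0.804 (limma), so none was called. Bmp4 is also a member of the dermal marker list.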

### Reducing *Axin2* gene dosage partially rescues the cranial skeleton phenotype

Although the expression of many signaling genes were altered in the *MCAGF8* model, the RNAseq data alone do not provide a clear indication of how these alterations could affect intramembranous ossification. However, given the many alterations in the Wnt signaling pathway, as well as the connections between β-catenin and intramembranous ossification, we further probed the interaction between FGF and Wnt signaling *in vivo*. Specifically, we bred an *Axin2^lacZ^* allele into the *MCAGF8* background (Fig. 8). *Axin2* expression is stimulated by the canonical Wnt signaling pathway and also acts as a feedback regulator of the pathway through the degradation of β-catenin (Jho et al., 2002). The *Axin2^lacZ^* allele replaces the normal gene with a nuclear localization signal (NLS)-*lacZ* transgene (Lustig et al., 2002) so that normal *Axin2* expression decreases in heterozygotes, theoretically increasing Wnt signaling. Initial gross morphological analysis of the *MCAGF8;Axin2^+/−^* mice indicated that several *MCAGF8* phenotypes still persisted, including the missing eye, the shortened snout and the cleft palate (data not shown). However, subsequent skeletal staining indicated a clear difference in skull ossification between the two models. Thus, in contrast to the *MCAGF8* skulls, which had some ossification near the midline suture with non-stained matrix throughout most of the skull (Fig. 8B,E), the *MCAGF8;Axin2^+/−^* mice all showed an expansion of ossification midway down the skull, with non-stained matrix only on the lateral part of the skull, nearest the cranial base (Fig. 8C,F). The expansion of bone development in *MCAGF8;Axin2^+/−^* mice also led to the reappearance of the lambdoid suture (Fig. 8F), a feature not apparent in the *MCAGF8* mice owing to the absence of bone (Fig. 8E). However, increased bone development did not lead to the rescue of all sutures, as the *MCAGF8;Axin2^+/−^* mice displayed craniosynostosis of the coronal suture (Fig. 8F). Indeed, the suture pattern in the *MCAGF8;Axin2^+/−^* mice, with an open lambdoid suture and craniosynostosis of the coronal suture, was similar to that of the *MR26F8* mice (Fig. 2). Interestingly, the reduced *Axin2* gene dosage also rescued the hypoplasia of the supraoccipital bone seen in *MCAGF8* mice, but consistent with the gross morphology it did not alter the skeletal defects associated with the eye, snout and secondary palate. Thus, increasing Wnt signaling by reducing *Axin2* gene dosage partially rescued the shift from osteogenesis to chondrogenesis in the skull vault of *MCAGF8* mice, but did not rescue the coronal craniosynostosis or craniofacial shape phenotypes.

**Fig. 8.**
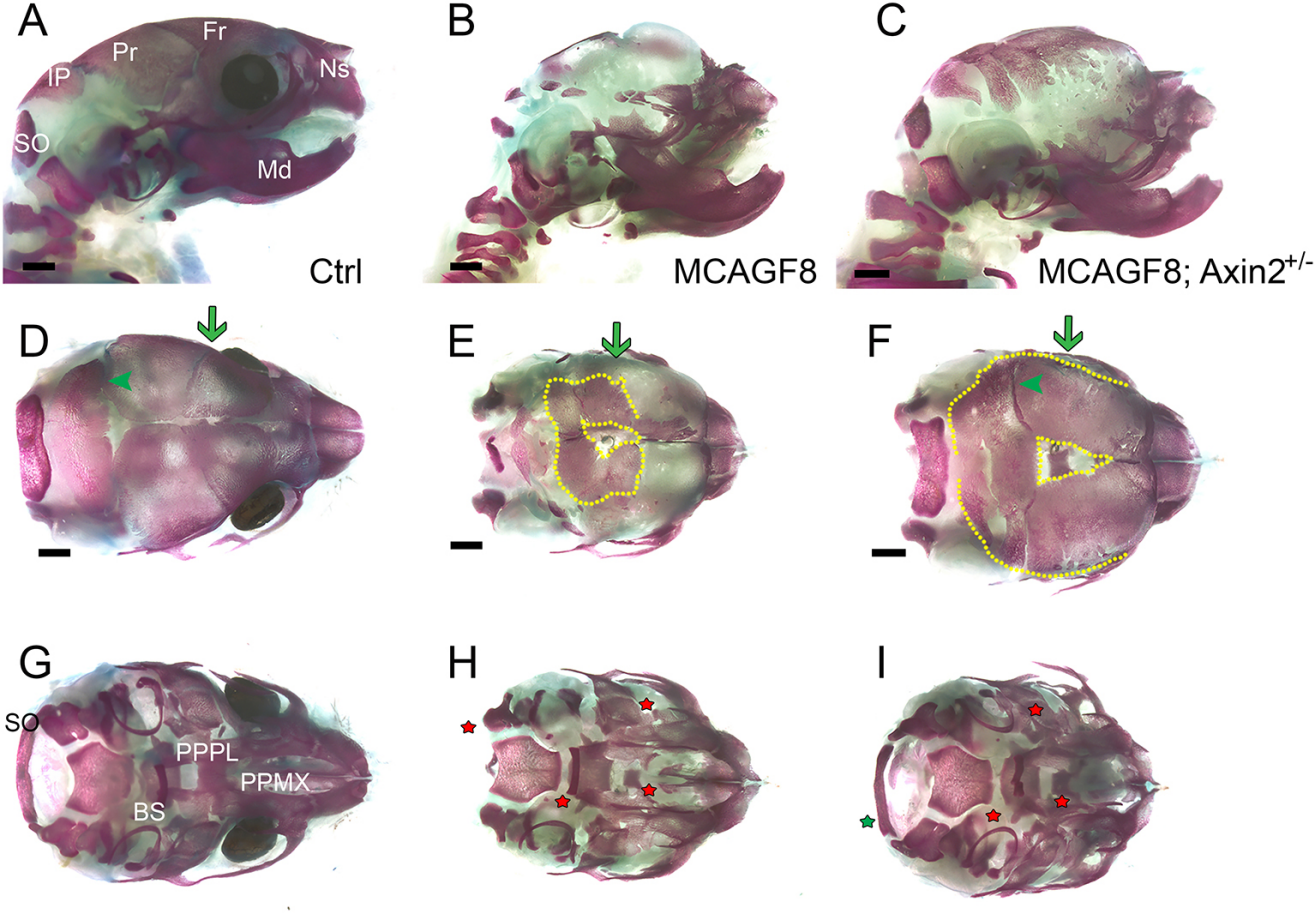
**Reduced *Axin2* gene dosage improves *MCAGF8* cranial vault ossification.** (A-I) Bone and cartilage staining of P0 control (A,D,G), *MCAGF8* (B,E,H) and *MCAGF8;Axin2^lacz+/−^* mutants (C,F,I); *n*=5 per genotype. (A-C) A lateral view, (D-F) a dorsal view of the cranial vault and (G-I) the cranial base. The boundary between bone and non-stained matrix (yellow dashed line), the presence or absence of the coronal suture (green arrow) and lambdoid suture (green arrowhead) are shown. Red stars denote regions of the cranial base that differ from the control; the green star in (I) shows the rescue of the supraoccipital bone. BS, basisphenoid; Fr, frontal bone; IP, interparietal bone; Md, mandible; Ns, nasal bone; PPPL, palatal process of the palatine; PPMX, palatal process of the maxilla; Pr, parietal bone; SO, supraoccipital. Scale bars: 1 mm; *n*=5.

## DISCUSSION

Craniosynostosis is a relatively common human craniofacial defect that frequently involves mutations in the FGF signaling pathway, and in particular in the FGF receptors. Here, we have probed this pathway further by manipulating the dosage of an FGF ligand during mammalian embryonic development. Our characterization of how increased *Fgf8b* expression affects skeletal formation, particularly within the cranial vault, yields several interesting and previously undocumented findings. First, the cranial vault has a dose-dependent response to FGF8 signaling, with moderate levels of *Fgf8b* overexpression leading to coronal craniosynostosis and high levels of *Fgf8b* overexpression leading to ectopic cartilage formation. Second, a balance between FGF and Wnt signaling is crucial for driving the decision between an osteoblast or chondrocyte cell fate *in vivo* for the mesenchymal cells of the calvaria that would normally form bone through intramembranous ossification. Third, the effect of ectopic *Fgf8b* on craniofacial development is partially dependent on the timing and location of expression. Finally, *Fgf8b* overexpression affected both intramembranous and endochondral bone development, although the effects were generally more severe for the former skeletal elements.

Cranial suture patency is normally maintained through a delicate balance of proliferation and differentiation. Moderate overexpression of *Fgf8* in the cranial ectoderm of *MR26F8* mice affects this balance, resulting in coronal craniosynostosis and narrowing of the lambdoid suture. However, premature suture closure was not simply caused by accelerated ossification at the sutures. Instead, the coronal and lambdoid sutures were wider at birth than in the controls. However, by P12, the coronal suture had completely fused and the lambdoid suture was narrower than in the controls. Therefore, in this model there is a pattern of slower bone maturation accompanied by a failure to develop appropriate suture architecture that subsequently results in overgrowth and craniosynostosis. Notably, such delayed ossification followed by catch-up growth and subsequent obliteration of the sutures has also been observed in two mouse models with either loss or gain of function alterations in *FGFR2* (Eswarakumar et al., 2002; Mai et al., 2010). In fact, the majority of mouse craniosynostosis models resulting from FGF signaling aberrations have been generated using activating mutations in FGF receptors, particularly *Fgfr2* and *Fgfr3* (Flaherty et al., 2016; Su et al., 2014). Such mutations can cause ligand-independent dimerization and activation of the receptors with downstream intracellular signaling consequences dependent on the position and nature of the mutation within the gene (Burke et al., 1998; Monsonego-Ornan et al., 2000; Neilson and Friesel, 1996; Sarabipour and Hristova, 2016). Alternatively, some FGFR-activating mutations, including ones that cause Apert syndrome, do not lead to ligand-independent receptor binding, but instead cause increased affinity for different FGF ligands (Anderson et al., 1998). This is striking as patients with Apert syndrome, as well as those with Crouzon and Pfeiffer syndrome, often exhibit craniofacial phenotypes similar to those found in our mouse model of moderate *Fgf8b* overexpression: a characteristic appearance that includes a shortened face and premature fusion of the coronal sutures. Additionally, as in our model, patients with Apert syndrome frequently exhibit other symptoms such as cleft palate and/or limb defects, including syndactyly as well as occasional polydactyly (Katsianou et al., 2016; Ko, 2016).

Using a second allele that produces higher levels of *Fgf8b* expression, an unexpected phenotype emerged in which extensive cartilage formation replaced ossification across the cranial vault. Moreover, this ectopic hyaline cartilage did not have a gene expression profile indicative of control tissue fated to undergo endochondral ossification, but instead had several unusual properties. In particular, the cartilage extracellular matrix had an abnormal balance between acidic and basic mucins. We postulate that this switch might be a feedback control mechanism to alter the ability of the extracellular milieu to interact with the unusually high levels of *Fgf8b* in our model, as FGFs normally require heparan sulfate proteoglycans for optimal interaction with the FGFRs (Ornitz, 2000).

The extensive switch from osteogenesis to an abnormal type of chondrogenesis in the *MCAGF8* calvaria is a novel phenotype associated with altered FGF signaling. Previous studies using a transgene to express *Fgf9* in the cranial mesenchyme also induced extensive cartilage formation in the cranial vault, particularly for the region normally occupied by the parietal bones, but in this instance the cartilage was eventually replaced by bone (Govindarajan and Overbeek, 2006). We suspect that one reason for the difference between the *MCAGF8* strain and the *Fgf9* transgenic strain is that increased levels of *Fgf9* only occur transiently in this latter system potentially allowing osteogenesis at later stages, although there might be additional differences related to the FGF ligand used in each model. By contrast, once activated by Cre recombinase, the *MCAGF8* strain will continue to express ectopic *Fgf8b* constitutively, and we postulate that this maintains the abnormal cartilage phenotype and prevents bone formation. Because the *MCAGF8* mice die perinatally, we cannot rule out the possibility that *Fgf8*-induced cartilage might eventually undergo delayed endochondral ossification. However, we do not favor this possibility as in a related model system, in which *Fgf8b* is expressed only within the frontonasal prominence, the white matrix is never replaced by bone even though these mice survive into late adulthood (Fig. S13).

In addition to the aforementioned *Fgf9* transgenic mice, previous studies have shown that more limited cartilage formation can also occur in mice expressing certain *Fgfr2* mutations. In particular, mice homozygous for an activating mutation in FGFR2 (W290R), mimicking human Crouzon syndrome, exhibit thickened cartilage underlying the cranial bones (Mai et al., 2010). Similarly, in a mouse model for Apert syndrome, a heterozygous activating mutation in FGFR2 (S252W) leads to coronal synostosis and ectopic cartilage at the sagittal suture (Wang et al., 2005). Beyond the FGF signaling pathway, ectopic cartilage formation has also been observed as a consequence of aberrations in Wnt signaling (Day et al., 2005; Goodnough et al., 2012; Hill et al., 2005; Tran et al., 2010). Specifically, removal of β-catenin from cranial bone progenitors results in near-complete transformation of the skull bones to cartilage: a phenotype that is more akin to the *MCAGF8* mutant than that seen with the above-mentioned W290R and S252W *Fgfr2* alleles.

In support of this latter observation, gene expression analysis of *MCAGF8* skulls revealed dysregulation of WNT signaling in the *Fgf8b*-induced cartilage. The alterations in the Wnt pathway are accompanied by an upregulation of chondrogenic differentiation markers during a period that would normally reflect early bone development. Furthermore, expression of an inhibitor of osteoblast differentiation, *Twist2*, was also increased in *MCAGF8* calvaria concomitant with reduced expression of osteogenic markers and genes crucial for osteoblast differentiation. Together, these processes might shift the fate of mesenchymal stem cells from an osteogenic to chondrogenic potential. Alternatively, the ectopic *Fgf8b* might block a set of cells that would normally form the bony calvaria and instead stimulate adjacent underlying cells that can then adopt a cartilage fate. Although we cannot currently distinguish between these models, it is apparent that these decisions are at least partly due to altered Wnt signaling. However, it was difficult to predict how increased FGF ligand expression would affect the overall canonical Wnt signaling pathway since both positive and negative Wnt regulators were upregulated. As such, it was possible that the Wnt pathway might be stimulated, repressed or left unaffected. To distinguish between these possibilities, and to determine whether Wnt dysregulation was contributing to the cranial ossification phenotype, we utilized mice containing *Axin2^lacZ^*. As *Axin2* is an inhibitor of the Wnt pathway, mutations in this gene can increase Wnt signaling compared with controls (Minear et al., 2010). Notably, although homozygous loss of *Axin2* can cause craniosynostosis of the interfrontal/metopic suture, heterozygotes were unaffected (Yu et al., 2005). Therefore, a heterozygous *Axin2^LacZ^* mutation was bred into the *MCAGF8* background to ascertain if there was a genetic interaction between the Wnt and FGF pathways in our model. Significantly, *MCAGF8;Axin2^lacZ^* mice had a less severe phenotype than *MCAGF8* mice with substantial rescue of ossification of the cranial vault; this observation suggests that high levels of *Fgf8b* overexpression cause a downregulation of Wnt signaling. Supporting this hypothesis, previous studies in tissue culture using an osteoblast cell line also demonstrated that FGF signaling was antagonistic to the role of the Wnt pathway in driving bone differentiation (Ambrosetti et al., 2008). Although ossification was partially rescued by the presence of the *Axin2^lac^^Z^* allele, additional patterning defects observed in *MCAGF8* mice were not, including a shortened snout, domed skull and missing eye, indicating that these aspects of *Fgf8b* function are not as responsive to, or do not rely on, Wnt signaling as an intermediate. These latter conclusions were also supported by studies in which we bred the *Axin2^la^^cZ^* mutation into the *MR26F8* background. At the level of gross morphology, the *MR26F8* and *MR26F8;* *Axin2^lacZ^* mice had equivalent craniofacial defects, including coronal suture synostosis, ectopic bone within the orbit, and a misaligned snout accompanied by frontonasal suture defects. Therefore, these pathologies are not rescued in the *MR26F8* model by the presence of the *Axin2^lacZ^* allele, despite the lower levels of *Fgf8b* expression compared with the *MCAGF8* model (L.S. and T.W., unpublished).

The effect of *Fgf8b* overexpression on ossification of bones other than the calvaria was examined using *OC-Cre* transgenic mice to target all developing bones. This approach enabled any differential effect of *Fgf8b* overexpression on intramembranous versus endochondral ossification to be analyzed. In the appendicular and axial skeleton, *OR26F8* and *OCAGF8* mice had a moderate effect on the overall process of osteogenesis, although in common with the *Msx2-Cre Fgf8b* strains there was an effect on limb outgrowth and patterning. These defects, including polydactyly and forelimb-hindlimb fusions, were similar to those previously observed with other models that overexpress the FGF ligands FGF2, FGF4 and FGF8 in the limb (Coffin et al., 1995; Lin et al., 2013; Lu et al., 2006). In the craniofacial skeleton, using either Cre transgene caused a transformation from intramembranous forming skull bone to abnormal unstained matrix, indicating that this transformation can occur regardless of whether *Fgf8b* is expressed from an earlier time point in the ectoderm or from later in the bone progenitors. Interestingly, both transgenes also had similar differential effects on particular bones of the skull vault, with the parietal bones less affected than the frontal bones. In this respect, previous studies suggest that osteoblast location within the skull can affect the degree of FGF signaling activation. Specifically, osteoblasts from bones derived from neural crest cells, such as the frontal bone, express FGF osteogenic ligands and their receptors at higher levels than osteoblasts from bones derived from paraxial mesoderm, such as the parietal (Behr et al., 2010; Quarto et al., 2009). Alternatively, as transgenic *Fgf9* expression has the greatest effect on parietal bone ossification it is possible that these findings reflect the differential activity of particular FGF ligands on skull development (Govindarajan and Overbeek, 2006). Thus, overexpression of *Fgf8b* appears to be more effective at altering cell fate in bones derived from neural crest cells than in those derived from paraxial mesoderm. Future gene expression studies on individual sutures and their associated progenitors might help to further elucidate why particular bones and sutures respond differentially to alteration of specific signaling pathways to cause the various types of craniosynostosis (Brinkley et al., 2016; Teven et al., 2014).

The ability of *OC-Cre* to target other bones in the craniofacial skeleton, such as those of the jaw and cranial base, also extended the observation that the increased *Fgf8b* levels had a greater overall effect on the intramembranous bones, as opposed to those that form through endochondral ossification. One notable exception to the general model of *Fgf8b* action was the supraoccipital bone, which forms through endochondral ossification. Furthermore, this bone showed a differential ossification response depending on whether *Fgf8b* was activated by *Msx2-Cre* versus *OC-Cre*. Thus, although this endochondral bone was not affected in the *OC-Cre* mutants, it was severely hypoplastic in the *MCAGF8* mice. We speculate that the ossification defect in *MCAGF8* mice is caused by an early decrease in *Mef2c* expression, which we detected using RNAseq analysis (Fig. 7D, Table S1), as previous studies have shown that the supraoccipital is particularly sensitive to loss of this gene (Arnold et al., 2007).

Currently, the molecular mechanisms responsible for the early transition from progenitor cell to chondrocyte or pre-osteoblast are not well understood. The availability of these new alleles will allow for further analysis of how different *Fgf8b* expression levels can affect cell-fate decisions during skeletogenesis. Furthermore, alongside other mouse models that manipulate FGF ligands and receptors, these models might help tease apart the combinatorial manner by which specific ligand-receptor interactions can lead to the different forms of craniosynostosis, with potential therapeutic applications. These alleles can also be used to assess how other tissues, such as the dura mater, can influence skull ossification and development (Senarath-Yapa et al., 2012). Finally, our results on the dose-dependent effects of *Fgf8b* on the cranial vault have implications for disease treatment. Some craniosynostosis patients require repeat surgeries owing to the re-fusion of the sutures and a detailed understanding of the molecular pathways downstream of FGF signaling could lead to the rational design of treatments to prevent re-fusion. Unraveling the role of FGF signaling in cranial ossification and its downstream molecular consequences greatly expands our understanding of human craniofacial disorders and provides the possibility of novel treatments for those pathologies.

## MATERIALS AND METHODS

### Mice

#### Mouse strains

All mouse experiments were performed with the approval of the Institutional Animal Care and Use Committee of the University of Colorado Denver. E0.5 was considered to be noon on the day a copulatory plug was found.

We generated two new ROSA26-based Lox-Stop-Lox alleles that can be used to regulate the levels of *Fgf8* expression under the control of Cre recombinase transgene activity: *R26F8* and *CAGF8*. *R26F8* GOF mice have an allele with the endogenous ROSA26 promoter separated from *Fgf8* by a LoxP Stop LoxP cassette. When the Stop cassette is removed by a Cre recombinase, mice express moderate levels of *Fgf8* expression in a tissue-specific manner. Similarly, *CAGF8* GOF mice have an allele with the strong CAG promoter separated from *Fgf8* by a LoxP Stop LoxP cassette. Given the stronger promoter activity of CAG (Qin et al., 2010), removal of the Stop cassette, mediated by Cre recombinase, leads to mice expressing high levels of *Fgf8*.

For *R26^LSL Fgf8b^*, an ∼0.8 kb mouse *Fgf8b* cDNA was PCR-amplified using elongase (Thermo Fisher Scientific Waltham, MA) from a plasmid vector provided by Dr Mark Lewandoski (NCI) using the forward primer Fgf8b FWD and the reverse primer Fgf8b REV (all primer sequences are provided in Table S3). This procedure introduced an *Xho*I site just before an ATG start codon and a *Hin*dIII site downstream of the stop codon. Following subcloning into TA vector (Thermo Fisher Scientific) and sequence confirmation, the insert was digested with *Hin*dIII and this site blunted with the Klenow fragment of DNA polymerase I in the presence of all four dNTPs (all enzymes for cloning were obtained from New England Biolabs, Ipswich, MA). Subsequently, the insert was released using *Xho*I digestion and cloned into the *Xho*I and *Sma*I digested pBTG vector (pBigT-IRES-GFP; Addgene, Cambridge, MA). Next, this insert was released with *Pac*I and *Asc*I and subcloned into the vector pROSA26PAm1 (Addgene) using the same enzymes, to generate the *R26F8* GOF targeting vector.

For *R26^LSL CAG Fgf8b^*, an ∼1.7 kb *Sal*I-*Eco*RI fragment containing the CAG promoter sequence was isolated from the plasmid CAG-GFP (Addgene) and cloned into a vector containing a *Pac*I site upstream of the *Sal*I site as well as *Not*I and *Nhe*I sites downstream of the *Eco*RI site. Subsequently, the *Not*I-*Nhe*I restriction fragment from PGKneotpAlox2 (Addgene) which contains the floxed selection cassette was cloned downstream of the CAG promoter. Finally, the new *Pac*I-*Nhe*I insert fragment was inserted into the previous *Fgf8* GOF targeting vector to generate the *CAGF8* GOF targeting vector. Both targeting vectors were then linearized with *Mlu*I, gel-purified and then electroporated into 129S1/Sv W9.5 embryonic stem (ES) cells.

*R26^LSL Fgf8b^* ES cell clones were screened using the primer pairs (RF5+BTR) and (GFP F+R3R) to detect appropriate homologous recombination with the endogenous *R26R* locus at the 5′ and 3′ end, respectively. PCR reactions employed KOD Hot Start DNA polymerase, as recommended by the manufacturer (EMD Millipore, Billerica, MA). Only clones that were targeted correctly produced a 1.35 kb band (5′ end) and ∼4.8 kb band (3′ end) and these were karyotyped before injection into blastocysts. *R26^LSL CAG Fgf8b^* ES clones were screened in analogous fashion using the primer pairs (RF5+CMV R1) and (GFP F+R3R) and produced similar sized bands at both the 5′ and 3′ ends following homologous recombination.

Following germline transmission, both the *R26F8* and *CAGF8* mice were maintained on an outbred Black Swiss background and eventually bred to homozygozity and then maintained as homozygous colonies. *Msx2-Cre* mice [*(Msx2-Cre)5Rem*] were supplied and originally described for their use in limb studies by Rob Maxson (Sun et al., 2000). ROSA26 Cre reporter mice [*B6.129S4-Gt(ROSA)26Sor^tm1Sor^/J*], Axin2^lacZ^ (*B6.129P2-Axin2^tm1Wbm^/J*) and *OC-Cre* [*B6N.FVB-Tg(BGLAP-cre)1Clem/J*] were obtained from Jackson Laboratory (Bar Harbor, ME). Two points should be noted: (1) as mice with Cre alleles are being bred to homozygous GOF mice, all offspring will inherit a GOF allele and mutants with an activated GOF allele can be identified by the presence of a Cre allele; and (2) the combination of the Cre alleles and the GOF alleles leads to sirenomelia (*R26^LSL Fgf8b^*) or perinatal lethality (*R26^LSL CAG Fgf8b^*), therefore, it is not possible to generate mice containing these Cre recombinase transgenes with homozygous recombined GOF alleles.

#### Genotyping

PCR-based genotyping was performed using DNA extracted from yolk sacs or tail clips using DirectPCR Lysis Reagent (Viagen Biotech, Los Angeles, CA) plus 10 μg/ml proteinase K (Roche, Basel, Switzerland) followed by heat inactivation at 85°C for 45 min. Mutants were identified by PCR using the Qiagen DNA polymerase kit, including the optional Q Buffer solution (Qiagen, Valencia, CA). Mice carrying *Msx2-Cre* or *OC-Cre* transgenes were identified using the primer pair Cre1 and Cre3 at an annealing temperature of 70°C, yielding a band at ∼450 bp. *R26R* mice and the *Axin2^lacZ^* allele were identified using the primer pairs oIMR0039 and oIMR0040. The *R26^LSL Fgf8b^* allele was identified using the primer pair ROSA F and BTR, whereas the primer pair ROSA F and CMV R1 was used to identify the *R26^LSL CAG Fgf8b^* allele. In both cases, ROSA F+ROSA R was used to identify for the presence of the wild-type allele.

### Skeletal analysis

#### Bone and cartilage staining

Embryos, pups and adult mice were collected at appropriate time points and processed as previously described (McLeod, 1980). In brief, following euthanasia and the removal of the skin and organs, the mice were dehydrated in ethanol for a minimum of 3 days before being incubated in acetone for at least 2 days. Subsequently, they were incubated in staining solution comprising ethanol (70%), acetic acid (5%), Alcian Blue (0.3%) and Alizarin Red (0.1%) at 37°C for a minimum of 5 days before being cleared in 2% KOH. In skeletal preparations where Toluidine Blue was utilized, 0.1% Toluidine Blue was added to the above staining solution for 1 h before clearing.

#### Cartilage staining

Embryos (E13.5-E16.5) were collected and processed as previously described (Jegalian and De Robertis, 1992). In brief, embryos were fixed in Bouin's solution for 2 h followed by a series of washes in a solution of 70% ethanol plus 0.1% NH_4_OH until there was no remaining yellow (Bouin's) color. Next, the embryos were equilibrated in 5% acetic acid (2×1 h washes) and incubated overnight in a solution of Alcian Blue (0.05%) and acetic acid (5%). The embryos were then washed twice with 5% acetic acid (∼1 h washes) and twice with methanol (minimum 1 h washes). Finally, the embryos were cleared in BABB (1:2 benzyl alcohol/benzylbenzoate).

#### Section histochemistry

For sections from E18.5 embryos, as well as P0 and P12 pups, the embryos/pups were fixed in 70% ethanol (skin removed from P12 pups first). They were then sent to the Yale Orthopedic Histology and Histomorphometry Laboratory for plastic embedding and sectioning, as well as staining. Four stains were utilized: Goldner's trichome (Gruber, 1992), von Kossa (George Clark, 1981), Alcian Blue+PAS (Mowry, 1956) and Toluidine Blue (Sridharan and Shankar, 2012). Suture widths were calculated as the average of six sections: two sections each from three biological replicates.

For E16.5 sections, the embryos were fixed overnight in 4% paraformaldehyde (PFA). Following fixation, tissue was dehydrated in a graded series of ethanol and xylene and subsequently embedded in paraffin. After embedding, the embryos were sectioned with a Leica RM 2235 at 10 µm onto charged glass slides. After drying, sections were deparaffinized through a graded series of xylene and ethanol to 70% ethanol. The sections were then stained in 0.04% Toluidine Blue O in 0.1 M sodium acetate buffer (pH 4.0), rinsed briefly and counterstained with methyl green (Vector Laboratories, Burlingame, CA), as per the manufacturer's instructions. Coverslips were applied with Fluoromount-G (Southern Biotech, 0100-01).

### *In situ* hybridization/immunofluorescence

Probes were generated by cloning a unique fragment (primer sequences given upon request) into a TOPO vector (Life Technologies, Grand Island, NY), using cDNA synthesized from mouse embryonic mRNA as a template. cDNA was generated using the Superscript^®^ III First-Strand Synthesis System (Life Technologies), as per the manufacturer's instructions. Sequence-verified plasmids were linearized and antisense probes synthesized using an appropriate DNA-dependent RNA polymerase (T7/T3/SP6) and DIG RNA labeling mix (Roche).

Embryos were fixed in 4% PFA overnight at 4°C and then incubated in 30% sucrose in phosphate-buffered saline (PBS) at 4°C until the embryos sank to the bottom of the well (overnight to several days). The embryos were then incubated in a 1:1 solution of 30% sucrose: OCT (Sakura Finetek, Torrence, CA), rocking at 4°C, overnight for several days. Finally, the embryos were transferred to 100% OCT and rocked at 4°C for at least 30 min before being embedded in OCT on dry ice and stored at –80°C until sectioning. Sections were cut at 10 μm on a Leica CM cryostat (Leica Biosystems, Buffalo Grove, IL) and mounted on aminopropyltriethoxysilane (APES)-coated slides. APES-coated slides led to better retention of sections during processing than traditional charged glass slides and were made as previously described (www.methodbook.net/probes/insitu.html).

Subsequently, sections were prehybridized in slide mailers following five steps: (1) fixed for 10 min in 4% PFA/PBS at room temperature, followed by three washes in PBS for 3 min each; (2) digested in proteinase K (1 µg/ml in 50 mM Tris pH 7.5, 5 mM EDTA) for 4 (E12.5), 6 (E14.5) or 8 (E16.5) min; (3) refixed in 4% PFA/PBS for 5 min at room temperature, followed by three washes in PBS for 3 min each; (4) acetylated (1.36% triethanolamine, 0.178% HCL, 0.2544% acetic anhydride in water) for 10 min at room temperature, followed by three washes in PBS for 5 min each; (5) incubated in hybridization buffer [50% formamide, 5× saline sodium citrate (SSC) pH 4.5, 50 µg/ml yeast tRNA, 1% SDS, 50 µg/ml heparin] at 55°C for 1-2 h. Next, sections were hybridized as follows: (1) incubated in hybridization buffer plus 1 ng/µl probe overnight at 70°C; (2) submerged in prewarmed (70°C) 5×SSC pH 7 and incubated on rocker for 30 min at room temperature; (3) incubated in prewarmed (70°C) 0.2×SSC (pH 7) for 3 h at 70°C, followed by incubation in fresh 0.2×SSC for 5 min at room temperature; (4) incubated in 1× maleic acid buffer (MAB, pH 7.5) for 5 min at room temperature; (5) incubated in blocking solution [2% blocking reagent (Roche, 11096176001), 10% heat-inactivated sheep serum, 0.1% Tween-20, all in 1×MAB] for 1 h at room temperature, followed by incubation in blocking solution plus anti-DIG antibody (1:5000, FAB fragments, Roche) overnight at 4°C. Finally, sections were washed and stained following five steps, all at room temperature: (1) washed three times in 1×MAB with 0.1% Tween-20 for 15-30 min; (2) washed in DEPC-H_2_O with 0.1% Tween-20 for 20 min; (3) slides were removed from mailers and 200 µl of BM Purple (Roche) with 0.1% Tween-20 was added to each slide; (4) slides were kept in dark until desired signal observed; (5) slides were counterstained with nuclear fast red (Vector Laboratories) for 10 min and rinsed with water. Finally, coverslips were applied with Fluoromount-G (Southern Biotech, 0100-01).

### Alkaline phosphatase staining

#### BM Purple

Sections were first washed in PBS at room temperature for 10 min and then washed in DEPC-H_2_O with 0.1% Tween-20 for 20 min. Next, 200 µl of BM Purple (Roche) with 0.1% Tween-20 was added to each slide and the slides were kept in the dark until the desired signal was observed. Finally, slides were counterstained with nuclear Fast Red for 10 min and rinsed with water. Coverslips were applied with Fluoromount-G.

#### Liquid Fast-Red

Sections were first washed in PBS at room temperature for 10 min. Next, 200 µl of liquid Fast-Red solution (Abcam, ab64254) was added to each slide and slides were kept in the dark until the desired signal was observed. Finally, slides were counterstained with methyl green (Vector Laboratories), as per the manufacturer's instructions. Coverslips were applied with Fluoromount-G.

### β-Galactosidase staining

#### Whole mount

β-Galactosidase staining of whole embryos was carried out as follows. Embryos were fixed for 1 h at 4°C in 4% PFA in PBS. Next, they were rinsed three times for 10-30 min at room temperature in lacZ rinse buffer (0.2 M sodium phosphate, pH 7.3; 2 mM magnesium chloride; 0.02% NP40; 0.01% sodium deoxycholate). The embryos were then rocked overnight in the dark at room temperature in lacZ staining solution (lacZ rinse buffer containing 5 mM potassium ferricyanide, 5 mM potassium ferrocyanide and 1 mg/ml X-gal). Finally, the reaction was stopped by transferring the embryos to PBS and fixing in 4% PFA.

#### Sections

β-Galactosidase staining of frozen sections was carried out as described previously (Chai et al., 2000). In brief, embryos were fixed in 0.2% glutaraldehyde for 30 min at room temperature. They were then soaked at 4°C in 10% sucrose in PBS for 30 min, followed by PBS plus 2 mM MgCl_2_, 30% sucrose and 50% OCT for 2 h at 4°C. Next, the embryos were embedded in 100% OCT on dry ice. Sections were cut at 10 μm and mounted on charged glass slides, after which the slides were fixed in 0.2% glutaraldehyde for 10 min on ice, rinsed briefly with 2 mM MgCl_2_ in PBS, and washed in 2 mM MgCl_2_ in PBS for 10 min, again on ice. Finally, the sections were incubated in detergent rinse solution (0.005% NP40, 0.01% sodium deoxycholate in PBS) for 10 min at 4°C and stained in X-Gal staining solution (detergent rinse solution plus 1 mg/ml X-Gal; Invitrogen/Life Technologies, Carlsbad, CA) for 2-3 days in the dark at room temperature. Following staining, sections were counterstained with nuclear Fast Red for 10 min and rinsed with water. Finally, coverslips were applied with Fluoromount-G.

### RNA quantification

#### qPCR

Three embryos were collected from each of the four groups: (1) *MR26F8* mutants, (2) *MR26F8* littermate controls, (3) *MCAGF8* mutants and (4) *MCAGF8* littermate controls (12 embryos in total). Skin samples were taken from the region between the eyes and the ears of E18.5 embryos. This region correlates with the region where *Msx2-Cre* was expressed (Fig. S2C) and, thus, the levels of *Fgf8* should vary between the controls and mutants. RNA was extracted from the skin using the RNeasy Fibrous Tissue Mini Kit (Qiagen, 74704), following the manufacturer's instructions, including the DNAse digestion step. Additionally, to ensure DNA removal, the extracted RNA was treated using the TURBO DNA-free Kit (Thermo Fisher Scientific, AM1907). For each sample, 500 ng of RNA was reverse-transcribed to complementary DNA (cDNA) using SuperScript III First-Strand synthesis kit (Invitrogen, 18080051). Real-time PCR reactions were performed using SYBR Select Master Mix (Applied Biosystems, 4472908; Austin, TX) on a CFX Connect Real-Time System (Bio-Rad, Hercules, CA). The expression of *Fgf8* was normalized to that of corresponding *Actb* (β-actin), a housekeeping gene; primers utilized are found in Table S3. Controls (*Msx2-Cre* negative embryos) from *MR26F8* and *MCAGF8* litters had similar *Fgf8* expression levels that were not found to be statistically significantly different (*P*=0.678), thus all six littermate controls were pooled and expression normalized to one. The expression of *Fgf8* in the *MR26F8* and *MCAGF8* mutants was normalized to the combined control sample and presented as fold expression change. Error bars show standard deviation of the fold change.

#### RNAseq

For the bone and cartilage RNAseq, E14.5 embryos, generated from an *Msx2-Cre*×*CAGF8* cross, were dissected in ice-cold PBS. From the mutant and control embryos, the skin was peeled away from the skull and the underlying cranial vault tissue was collected. Subsequently, for the control embryos, the brain was removed and the cartilaginous sections of the cranial base were carefully collected as well. All tissues from the mutant (cranial vault) and control embryos (cranial vault and cartilaginous cranial base) were stored in RNAlater (Ambion/Life Technologies) until RNA extraction. RNA was extracted from nine mutant and control cranial vaults as well as nine cranial bases using RNeasy Lipid Tissue Mini Kit (Qiagen, 74804) following the manufacturer's protocol. Within each group, the nine samples were pooled into three groups, with three samples making up each group, so that the RNA concentrations were similar. Samples were submitted to the University of Colorado Denver Genomic and Microarray Core and sequenced using the Illumina HiSeq4000 Platform and single-end reads (1×151). Reads generated were mapped to the mouse genome by gSNAP, expression derived by Cufflinks, and differential expression analyzed by ANOVA in R, as described previously (Bradford et al., 2015). DAVID (Huang et al., 2009a,b), with default parameters, was used for functional annotation clustering of significantly upregulated and downregulated genes. Data are available at Gene Expression Omnibus (GEO) with the accession number GSE112413.

## Supplementary Material

Supplementary information

# Supplementary material for: Increased FGF8 signaling promotes chondrogenic rather than osteogenic development in the embryonic skull
**Source:** Dis Model Mech. 2018 Jun 15;11(6):dmm031526. doi: 10.1242/dmm.031526
**Supplement:** Supplementary information

**A. Fgf8 GOF Allele**

## Targeting Vector

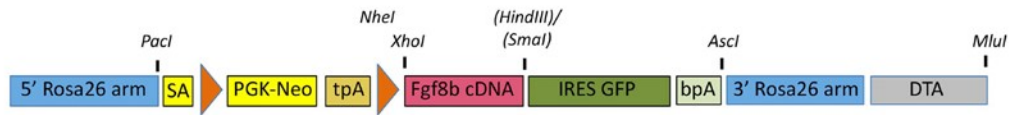Targeted Allele - ( $R26^{LSL Fgf8b}$ ) - Inactive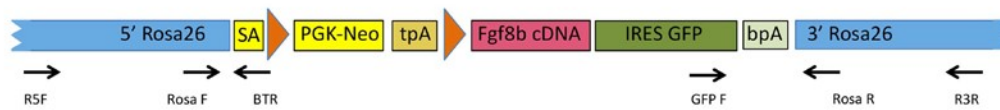Cre-Activated Allele ( $R26^{Fgf8b}$ ) = "R26F8"**B. CAG Fgf8 GOF Allele**

## Targeting Vector

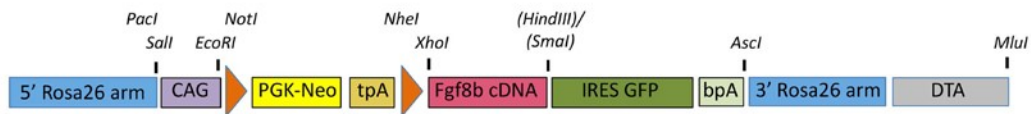Targeted Allele - ( $R26^{LSL CAG Fgf8b}$ ) - Inactive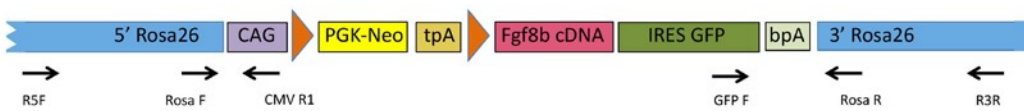Cre-Activated Allele ( $R26^{CAG Fgf8b}$ ) = "CAGF8"**Supplementary Figure 1. Detailed Map of  $R26F8$  and  $CAGF8$  constructs.**

### A: Schematic of the *R26F8* allele

**Top.** The targeting vector showing the standard homology arms used for targeting the *Gt(ROSA)26Sor* locus (*ROSA26*). The *ROSA26* locus provides a promoter and a non-coding first exon to generate mRNA transcripts. The splice acceptor site (SA), *LoxP* sites (orange triangles), the drug selection cassette (PGK-Neo), and multiple poly A addition sequences to prevent transcription read-through (tpA), along with the IRES-GFP and the bovine growth hormone poly A addition sequences (bpA) are derived from the pBTG vector (see Materials and Methods). DTA indicates the diphtheria toxin A negative selection cassette. The sites of restriction enzymes used for cloning and linearization are shown, but note that these are not necessarily unique sites within vector sequences.

**Middle.** The allele after homologous recombination with the sites of primers used for ES cell screening and genotyping. Note that the primers R5F and R3R used to screen for appropriate homologous recombination lie outside the homology arms. For standard mouse genotyping ROSA F + ROSA R give an ~165bp wildtype band. ROSA F + BTR give an ~250bp band for the targeted allele.

**Bottom.** The allele after Cre mediated recombination that allows generation of a functional *Fgf8b* transcript. Note, this allele is abbreviated as *R26F8* in the text

Also note that in all instances the various DNA elements are not shown to scale.

### B: Schematic of the *CAGF8* allele

**Top.** The targeting vector as in A. except that a CAG enhancer/promoter element has been inserted upstream of the positive selection cassette. The sites of restriction enzymes used for cloning and linearization are shown, but note that these are not necessarily unique sites within vector sequences.

**Middle.** The allele after homologous recombination with the sites of primers used for ES cell screening and genotyping. Note that the primers R5F and R3R used to screen for appropriate homologous recombination lie outside the homology arms. For standard mouse genotyping ROSA F + ROSA R give an ~165bp wildtype band. ROSA F + CMV R1 give an ~230bp band for the targeted allele.

**Bottom.** The allele after Cre mediated recombination that allows generation of a functional *Fgf8b* transcript. Note, this allele is abbreviated as *CAGF8* in the text

Also note that in all instances the various DNA elements are not shown to scale.

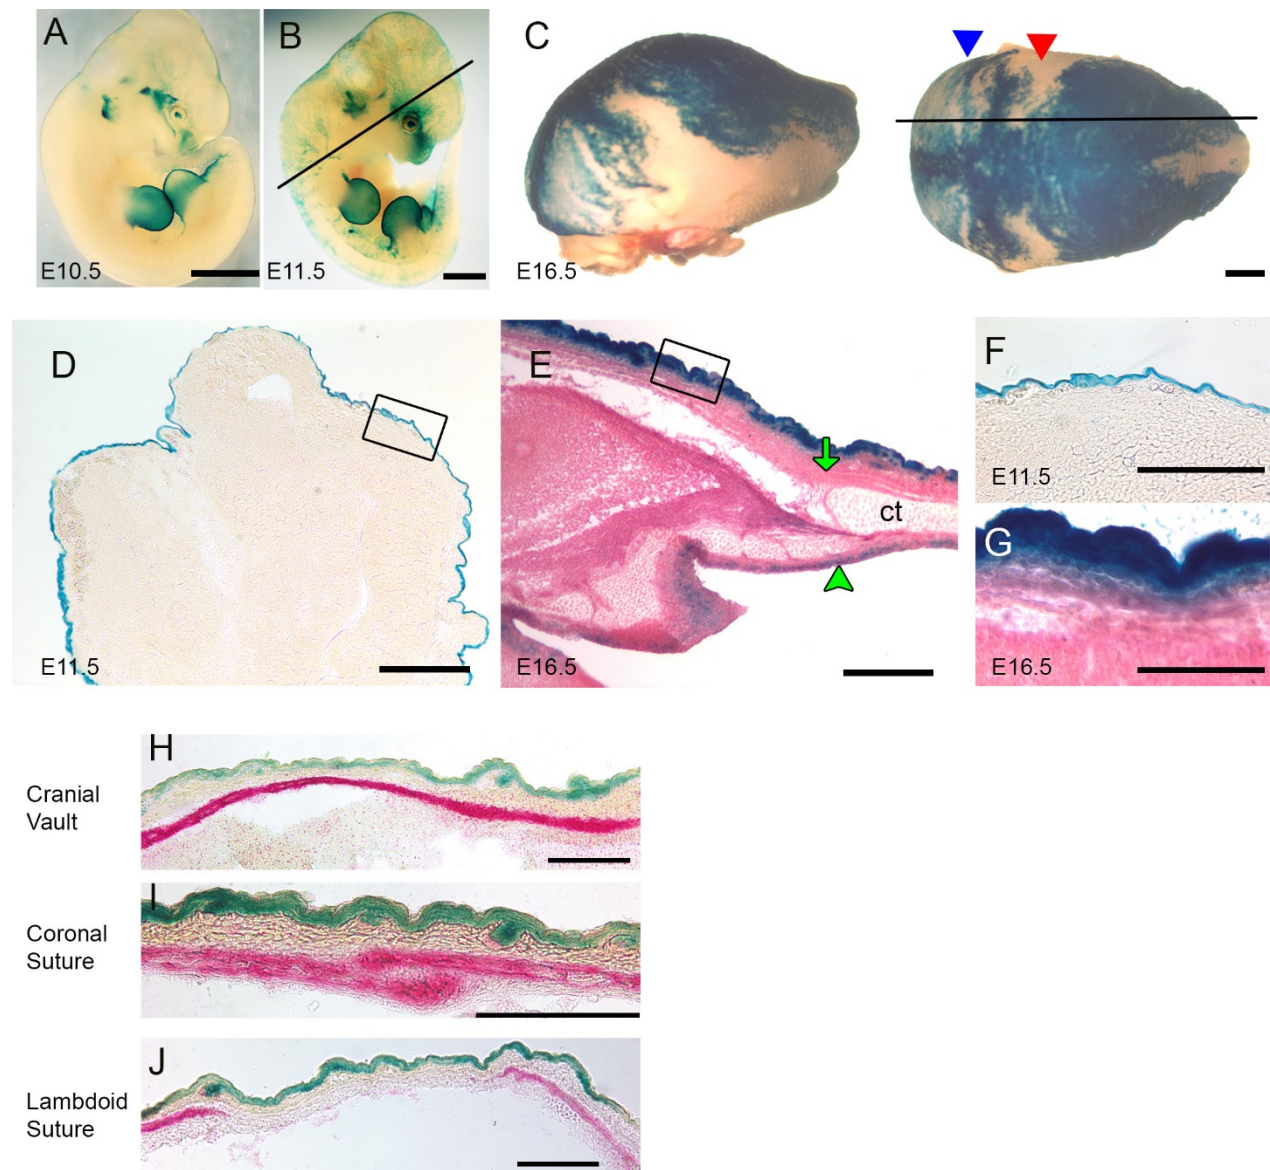

### Supplemental Figure 2. Embryonic expression of *Msx2-Cre* during craniofacial development.

*Msx2-Cre* mediated recombination was visualized using  $\beta$ -galactosidase staining (blue/green) of *ROSA26 LacZ Reporter* embryos. (A-C) Lateral views of whole mount  $\beta$ -galactosidase staining on E10.5 (A) and E11.5 (B) embryos. (C) At E16.5, almost the entire dorsal aspect of the head showed  $\beta$ -galactosidase staining (lateral view on the left, dorsal view on the right). Red and blue triangles denote regions over part of the parietal and intraparietal bones, respectively, where *Msx2-Cre* mediated recombination did not occur as efficiently. Black lines in B and C indicate plane of section in D, F and E, G respectively. (D-G)  $\beta$ -galactosidase staining of frozen sections at E11.5 in a frontal plane (D, F) and E16.5 in a sagittal plane (E, G), counterstained with nuclear fast red. F and G are magnifications of the regions outlined by black boxes in D and E,

respectively. Sections are shown at both 10x (D, E) and 40x (F, G) magnification. Note in E, bone (arrow) and cartilage (ct), do not show  $\beta$ -galactosidase staining, whereas staining occurs in both ectoderm (boxed) and nasal epithelium (arrowhead). (H-J):  $\beta$ -galactosidase staining of frozen sagittal sections of the cranial vault of E16.5 *ROSA26 LacZ Reporter* embryos showing (H): the anterior cranial vault, (I): the coronal suture, and (J): the lambdoid suture. Sections were stained with liquid fast red to highlight bone (magenta). Note that  $\beta$ -galactosidase staining is found only in the ectoderm, not the cranial bone or sutures. Scale bars: A-C: 500 $\mu$ M; D-E: 100 $\mu$ M; F-G: 50 $\mu$ M; H-J: 200  $\mu$ M.

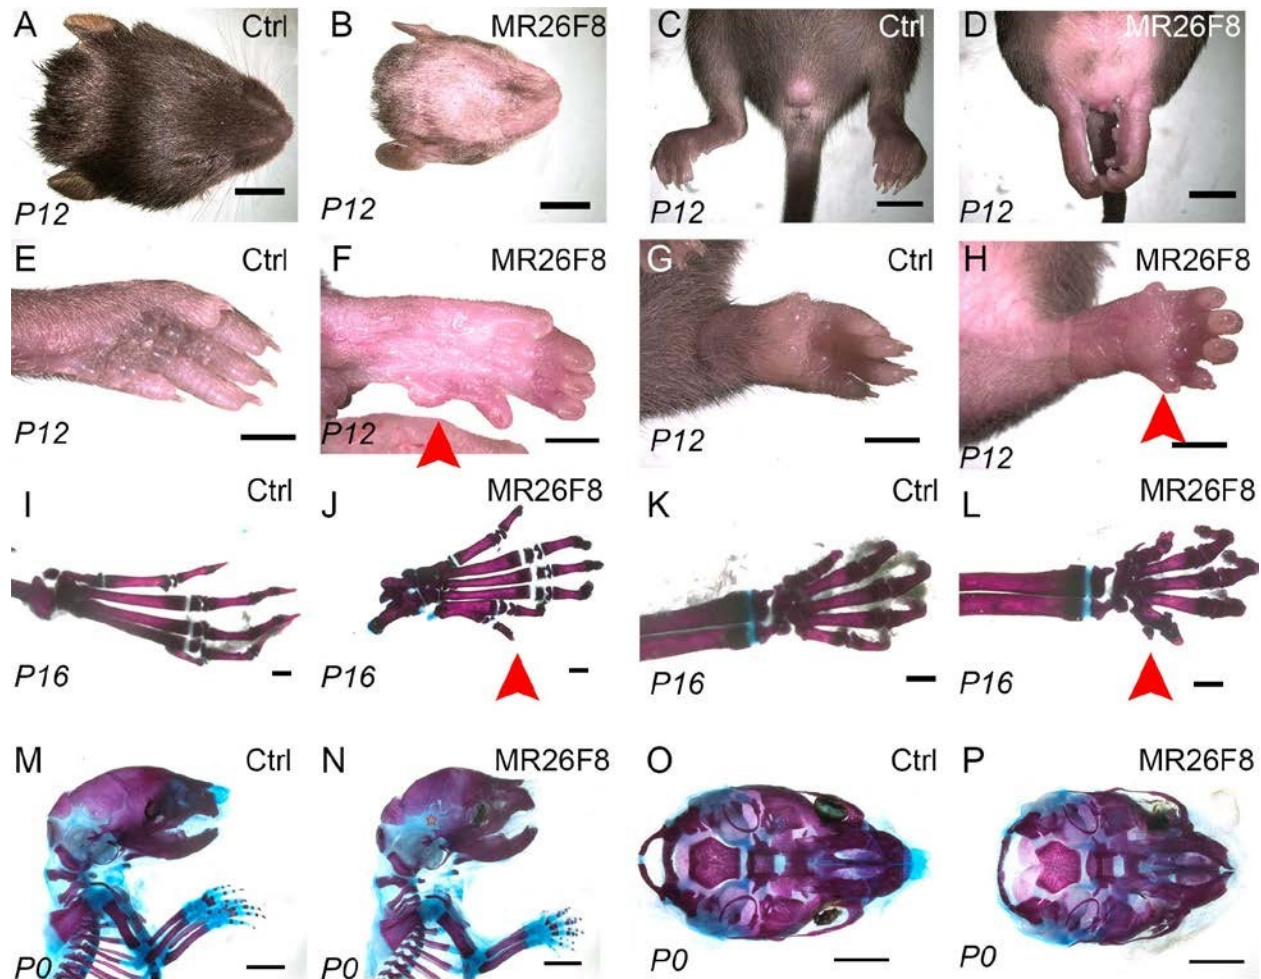

### Supplementary Figure 3. *MR26F8* Cranial and Limb Phenotypes

(A-H): Gross morphological view of P12 heads (A-B) and hindlimbs (C-D) of the control (A, C, E, G) and *MR26F8s* (B, D, F, H). (I-L): Bone and cartilage staining of P16 limbs of controls (I, K) and *MR26F8s* (J, L). (E-F, I-J): hindlimb; (G-H, K-L): Forelimb. Red arrowheads denote extra digits on the posterior side of the *MR26F8* limb (postaxial polydactyly). (M-P): Skeletal staining of P0 control (M, O) and *MR26F8* (N, P) mice showing lateral views of skulls and forelimbs (M, N) and ventral view of the cranial base after removal of the mandible (O, P). Red star in N denotes loss of ossification of the parietal. Scale Bars: 1mm.

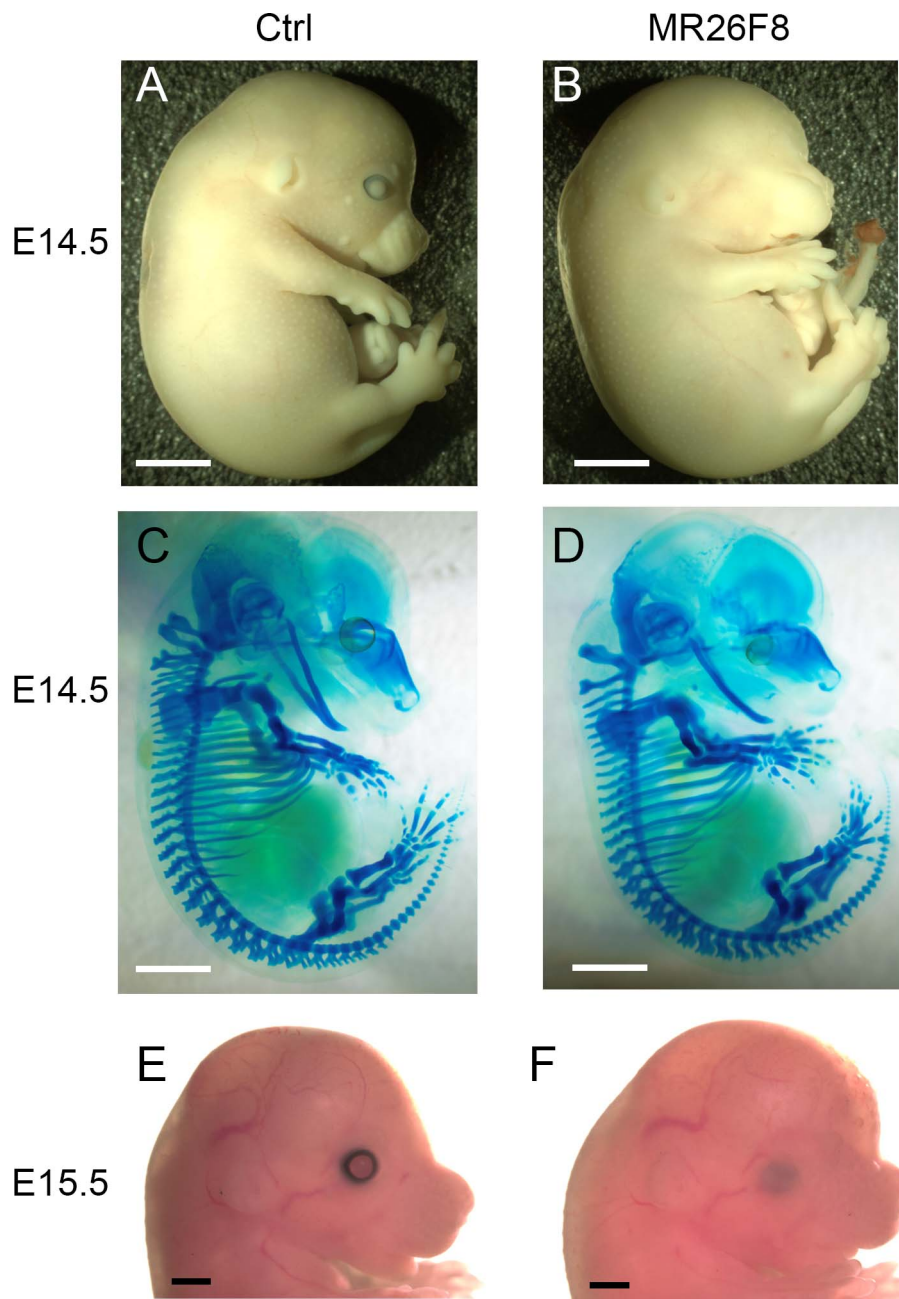

**Supplemental Figure 4. *MR26F8* E14.5 and E15.5 phenotypes.**

(A-D): Gross morphology (A-B) and cartilage stain (C-D) of E14.5 control (A, C) and *MR26F8* (B, D) embryos. (E-F): Gross morphology of E15.5 control (E) and *MR26F8* (F) heads. Note embryos in (A-B) have been fixed prior to photography. Scale Bars= A-D, 2mm; E-F, 1mm.

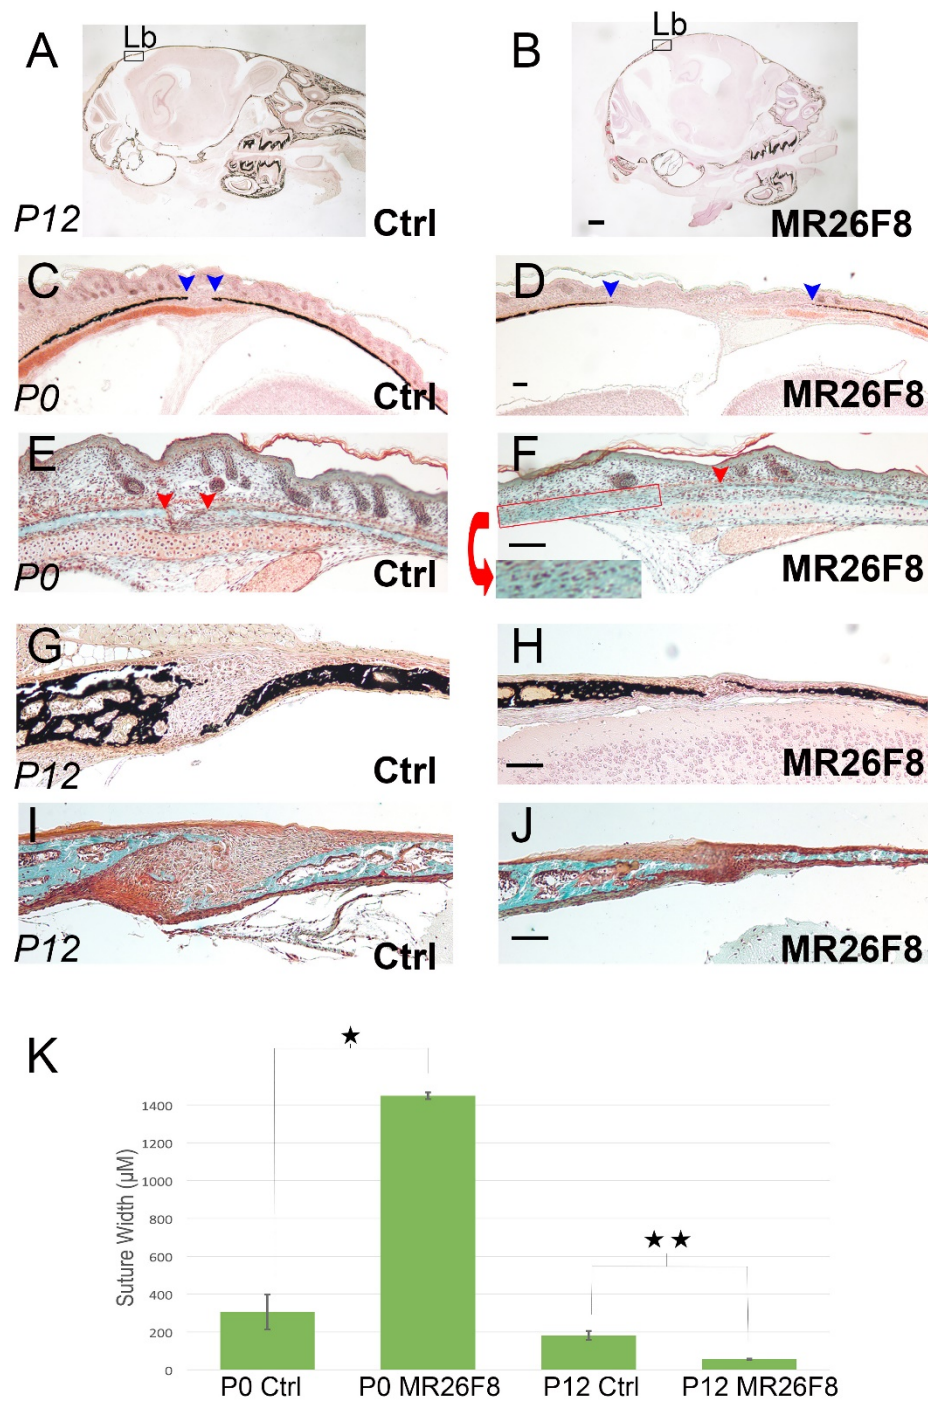

**Supplemental Figure 5.** *MR26F8* mutants have delayed ossification, followed by over ossification, of the lambdoid suture.

Low magnification images in (A, B) show the approximate position of the lambdoid suture (Lb) from P12 sagittal sections. Sagittal sections from skulls of P0 (C-F) and P12 (G-J) control (C, E, G, I) and *MR26F8* (D, F, H, J) pups. Sections (A-D, G-H) were stained with von Kossa, such that mineralized bone appears dark red/black. Sections (E-F, I-J) were stained with Goldner's Trichome stain such that mature bone matrix appears green whereas immature bone matrix stains red. In the P0 sections, blue arrowheads mark the limits of mineralization (C-D); red arrowheads show the extent of the unmineralized mature osteoid (E-F). In F, only one side of the mature osteoid is shown, with a mixture of mature and immature bone matrix occurring between the mature osteoid in the mutant as shown in greater detail in the inset (red arrow). The bar graph (K) shows the width of the lambdoid sutures at P0 and P12. Comparison of the width between the controls and *MR26F8s* is significantly different at both P0 ( $p < 0.0001$ ) and P12 ( $p < 0.0003$ ). Bars show average suture width ( $\mu\text{M}$ ); error bars denote standard error within the group. Scale Bars: A-B: 1mm; C-J: 100 $\mu\text{M}$ . Aged-matched controls and mutants are at the same scale.

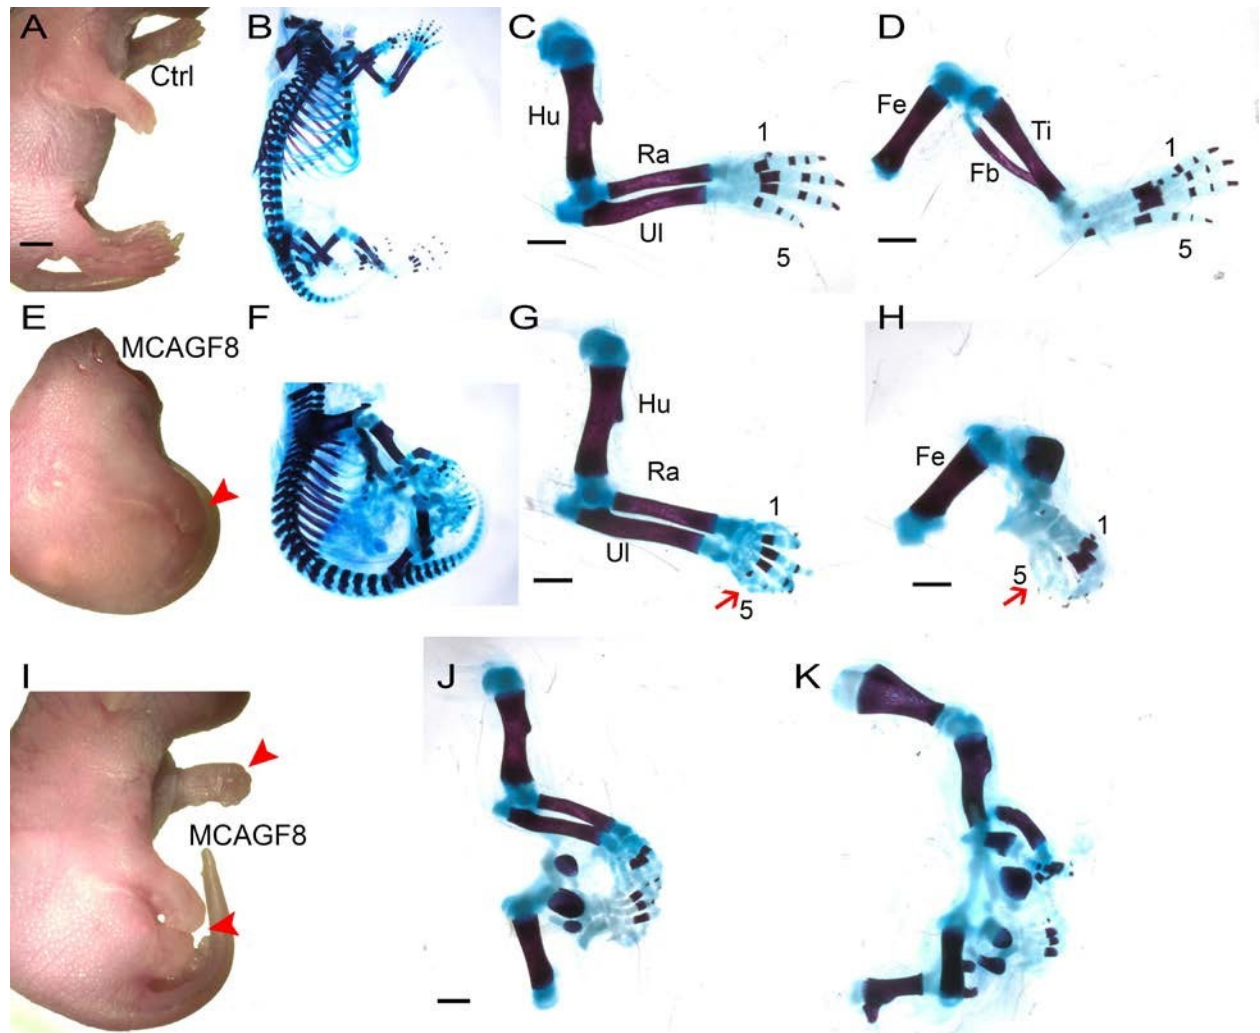

### Supplementary Figure 6. *MCAGF8* Limb Phenotypes

E18.5 gross (A, E, I) and skeletal (B-D, F-H, J-K) limb phenotypes. (A-D): controls, (E-K) *MCAGF8*s. The latter exhibit a wide range of phenotypes from polydactyly in the forelimb (G, compared to control, C) and hindlimb (H, compared to control, D) to fused forelimbs and hindlimbs (less severe, J; more severe, K). Red arrowheads denote various gross limb phenotypes. Red arrows denote postaxial polydactyly with 1 indicating the anterior most digit and 5 indicating the posterior most digit. Abbreviations: Fb, fibula; Fe, femur; Hu, humerus; Ra, radius; Ti, tibia; Ul, ulna. Scale Bars= 1mm.

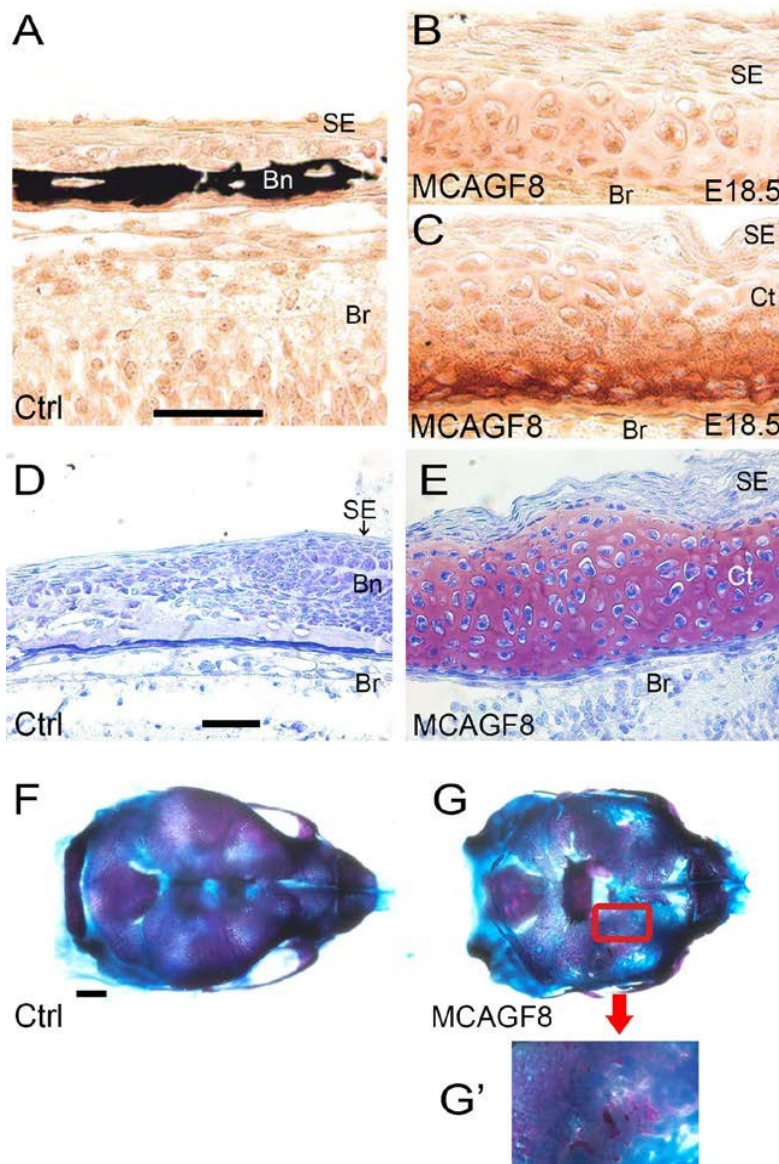

**Supplemental Figure 7. Abnormal cartilage replaces intramembranous bone in *MCAGF8* mice.**

(A-E) Frontal sections through the parietal bones of the E18.5 controls and equivalent location in *MCAGF8*s; regions shown are midway between the dorsal and ventral most aspects of the parietal. (A, C) von Kossa stain of the control (A) and mutant (B, C) sections. Mineralized bone is stained in dark red/black. (D, E) Toluidine blue staining of control (D) and *MCAGF8* (E) sections. The nuclei stain blue and the glycosaminoglycans that make up the cartilage matrix stain reddish purple. (F-G): Dorsal view of E18.5 skulls after bone and cartilage staining with alizarin red, alcian blue, and toluidine blue (cartilage). The red rectangle (G) outlines a region where cartilage and bone overlap. G' shows that same region magnified. Abbreviations: Bn, bone; Br, brain; Ct, cartilage; SE, surface epithelium. Scale bars: A, D: 20 $\mu$ M, F: 1mm. Aged matched controls and mutants are at the same scale.

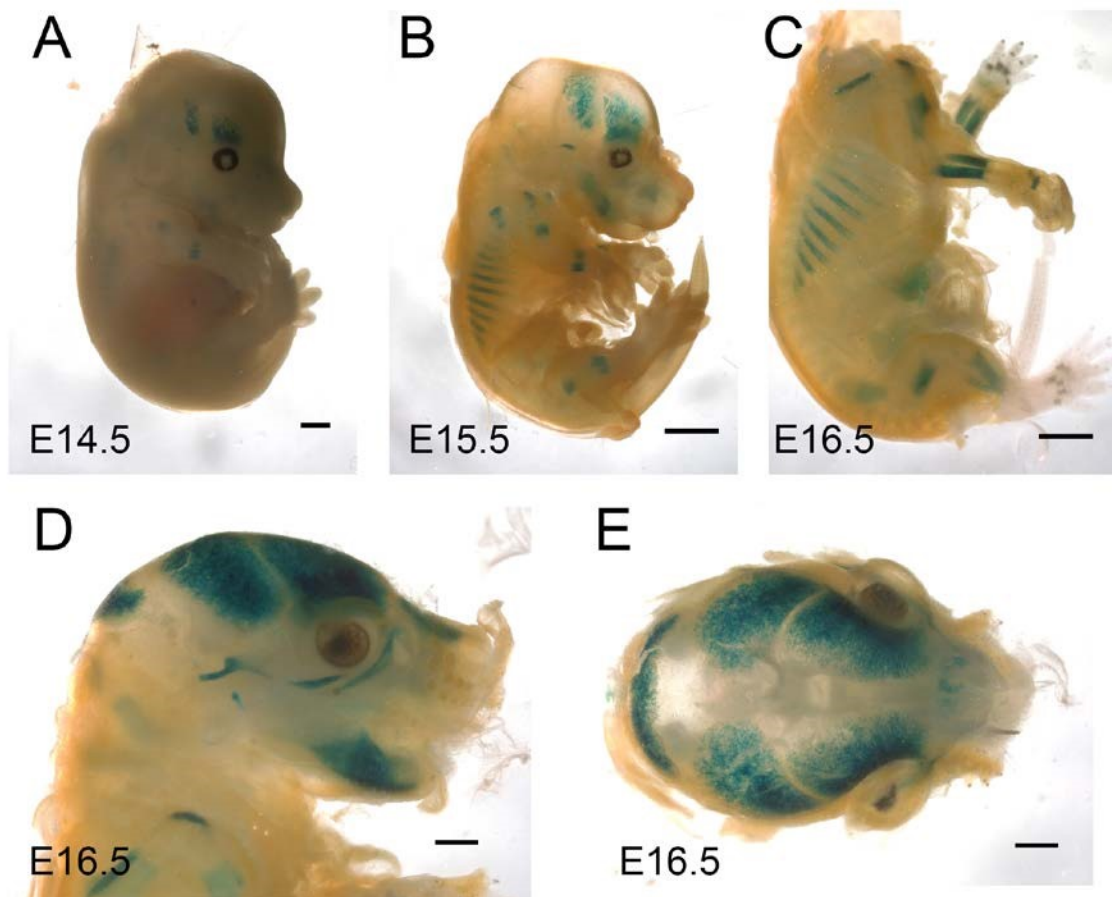

**Supplemental Figure 8. *Osteocalcin-Cre* expression from E14.5-E16.5**

*Osteocalcin-Cre* (*OC-Cre*) mediated recombination was visualized using  $\beta$ -galactosidase staining (blue) of *ROSA26 LacZ Reporter* embryos. (A-E) Whole embryo  $\beta$ -galactosidase staining was performed at E14.5 (A), E15.5 (B), and E16.5 (C-E). Skin was removed prior to staining in the E15.5 and E16.5 embryos to allow stain penetration. (C): Lateral view of the ribs and limbs. (D): Lateral view of the head. (E): Dorsal view of the cranial vault. Scale Bars= A, DE: 1mm; B, C: 2mm.

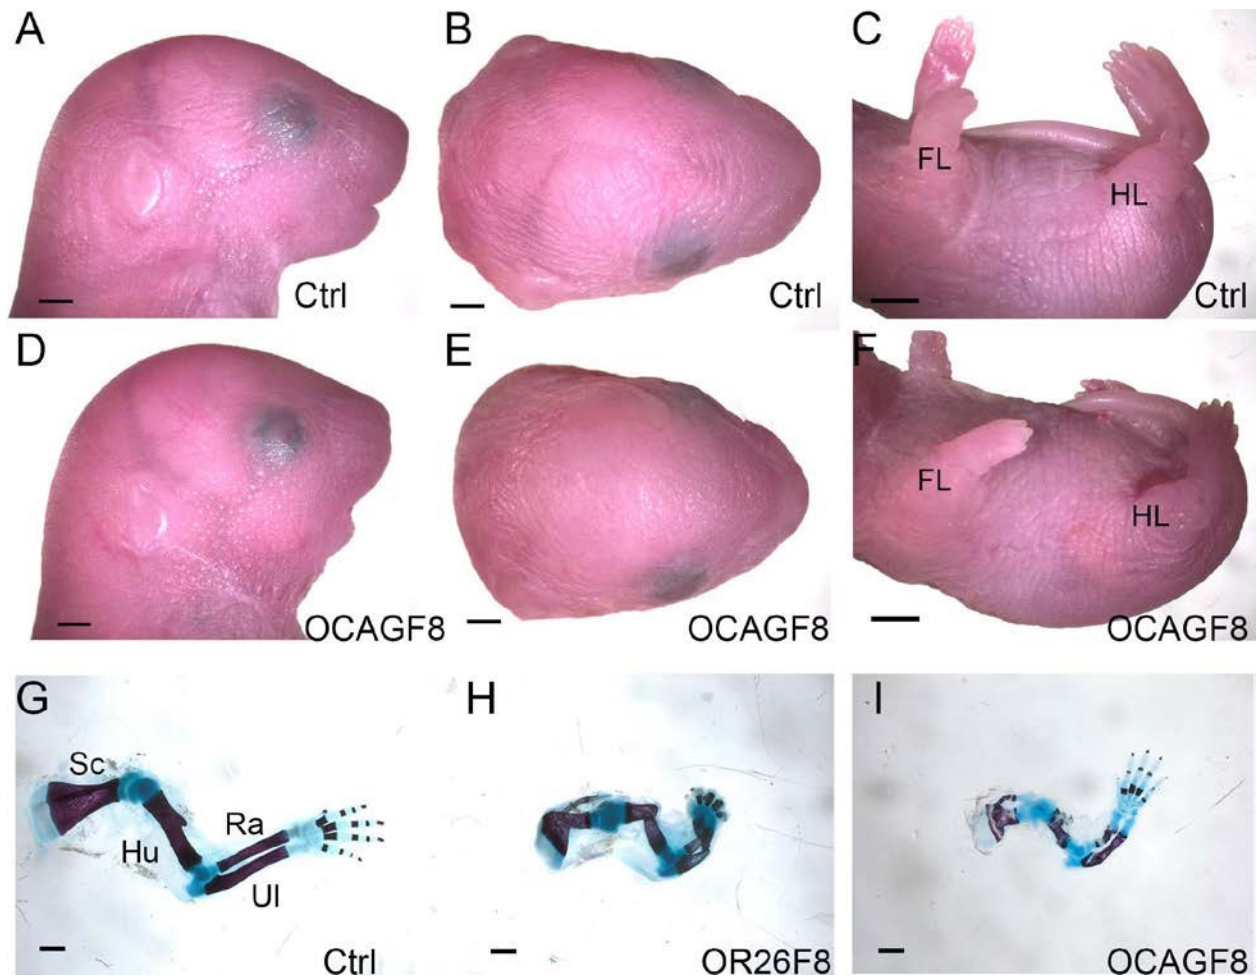

**Supplemental Figure 9. Gross morphology and skeletal analysis of forelimbs in E18.5 *OR26F8* and *OCAGF8* embryos**

(A-F) Gross morphology of E18.5 control (A-C) and *OCAGF8* (D-F) embryos. (A, D) Lateral view of head. (B, E) Dorsal view of the head. (C, F) Lateral view of the body. (G-I): Bone and cartilage staining of E18.5 forelimbs from control (G), *OR26F8* (H), and *OCAGF8* (I) embryos. Mutants are shown at the same magnification as the controls. Abbreviations: FL, forelimb; HL, hindlimb. Hu, humerus; Ra, radius; Sc, scapula; Ul, ulna. Scale Bars = A-B, D-E, G-I: 1mm; C, F: 2mm.

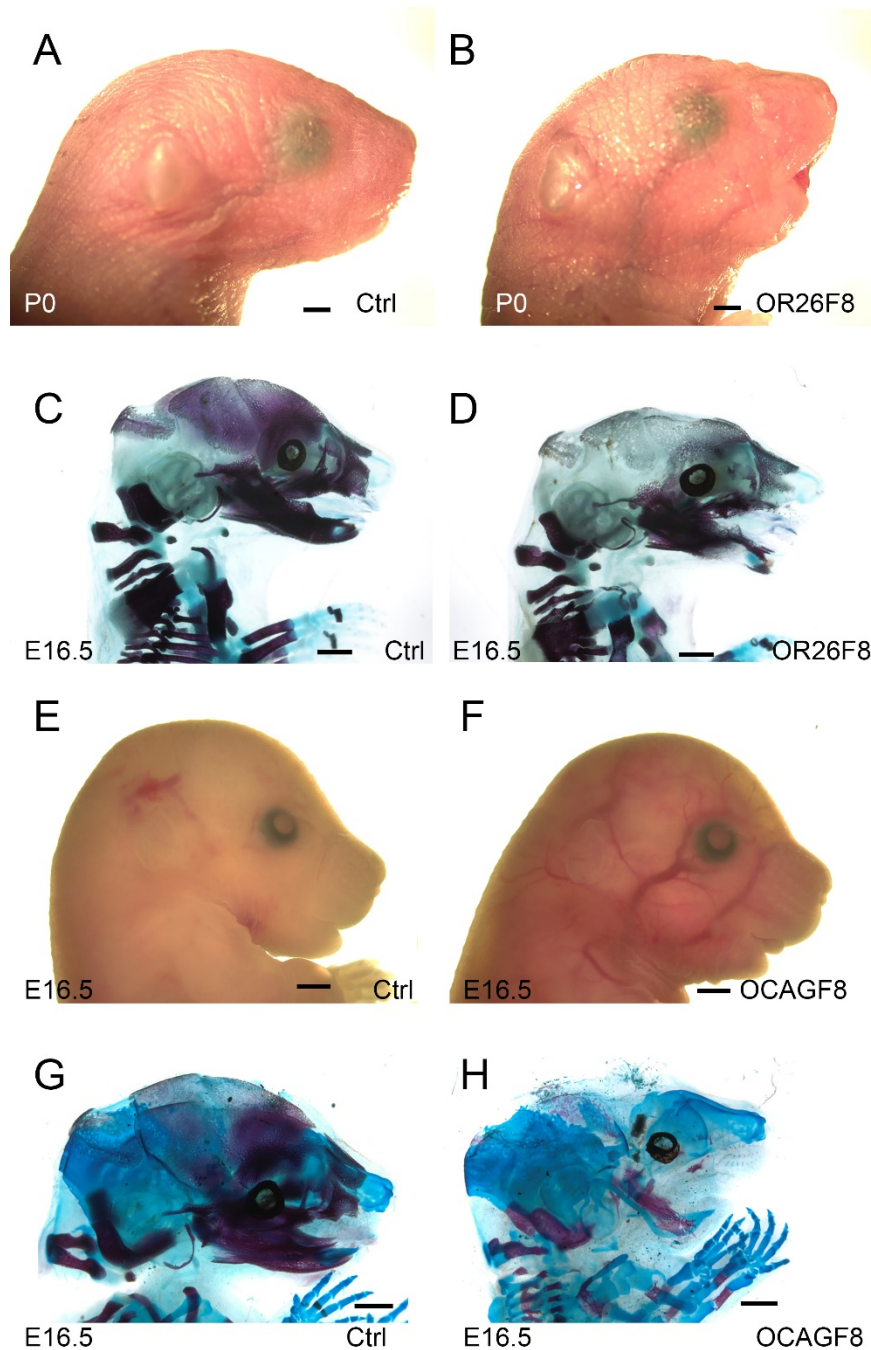

**Supplemental Figure 10. *OR26F8* and *OCAGF8* mice have craniofacial and skeletal defects.**

(A-B): Gross morphology of P0 control (A) and *OR26F8* (B) heads, lateral view. (C-D): Bone and cartilage staining of E16.5 control (C) and *OR26F8* (D) heads, lateral view. (E-F): Gross morphology of E16.5 control (E) and *OCAGF8* (F) heads, lateral view. (G-H) Bone and cartilage staining of E16.5 control (G) and *OCAGF8* (H) heads, lateral view. Note that for the bone and cartilage staining shown in panels C, D, G, H a reduced concentration of alcian blue was employed so that bone stained with alizarin red could be more readily visualized in the

mutants. In addition, the skulls of the mutants were more fragile than the controls and so it was only possible to clear the embryos for a limited time before they were too damaged for photodocumentation. This leads to greater trapping of alcian blue, especially in (H), than would normally occur. Scale bars= 1mm.

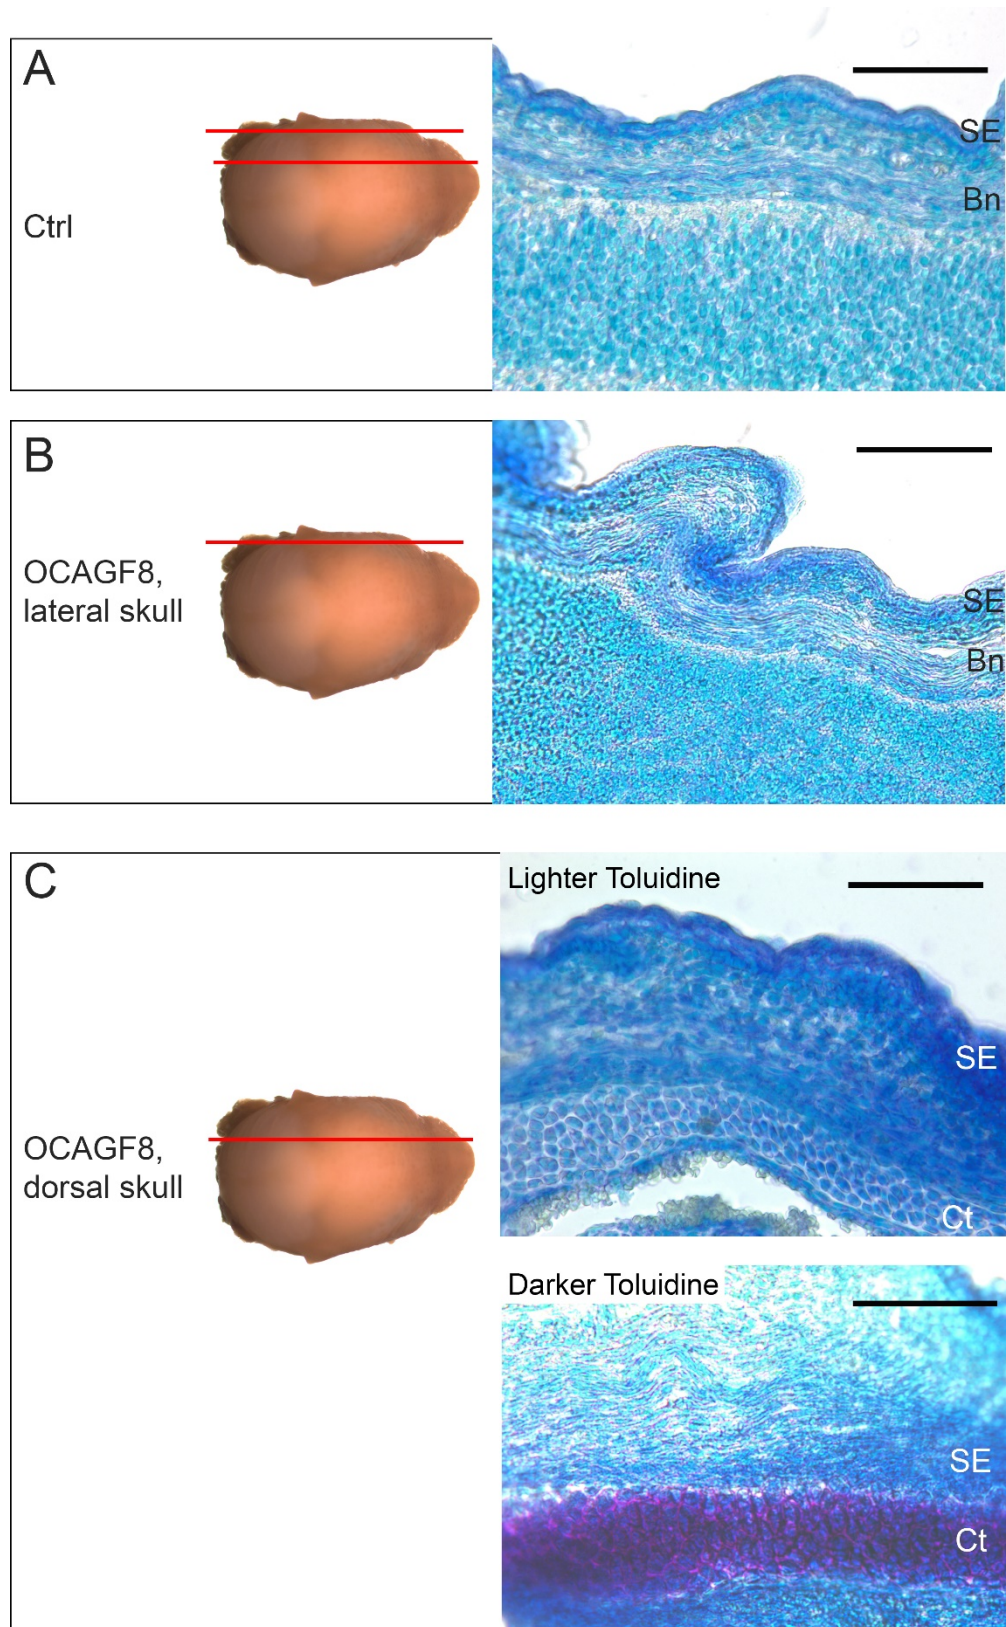

**Supplemental Figure 11. Cartilage formation in the *OCAGF8* dorsal skull at E16.5**

(A-C): Sagittal sections of E16.5 control (A) or *OCAGF8* (B, C) skulls stained with toluidine blue and methyl green. Red lines superimposed on E16.5 embryo heads show plane of dissection. Note the cartilage in the dorsal (C), but not lateral (B) *OCAGF8* E16.5 skull. In contrast, both the dorsal (A) and lateral skull sections (not shown) were similar in the controls. In C, the cartilage/lacunae morphology can be visualized in the lighter stained cartilage (top), whereas the characteristic reddish purple toluidine cartilage stain can be seen in the darker stained cartilage (bottom). Abbreviations: Ct, cartilage; SE, surface epithelium. Scale Bars = 80  $\mu$ M.

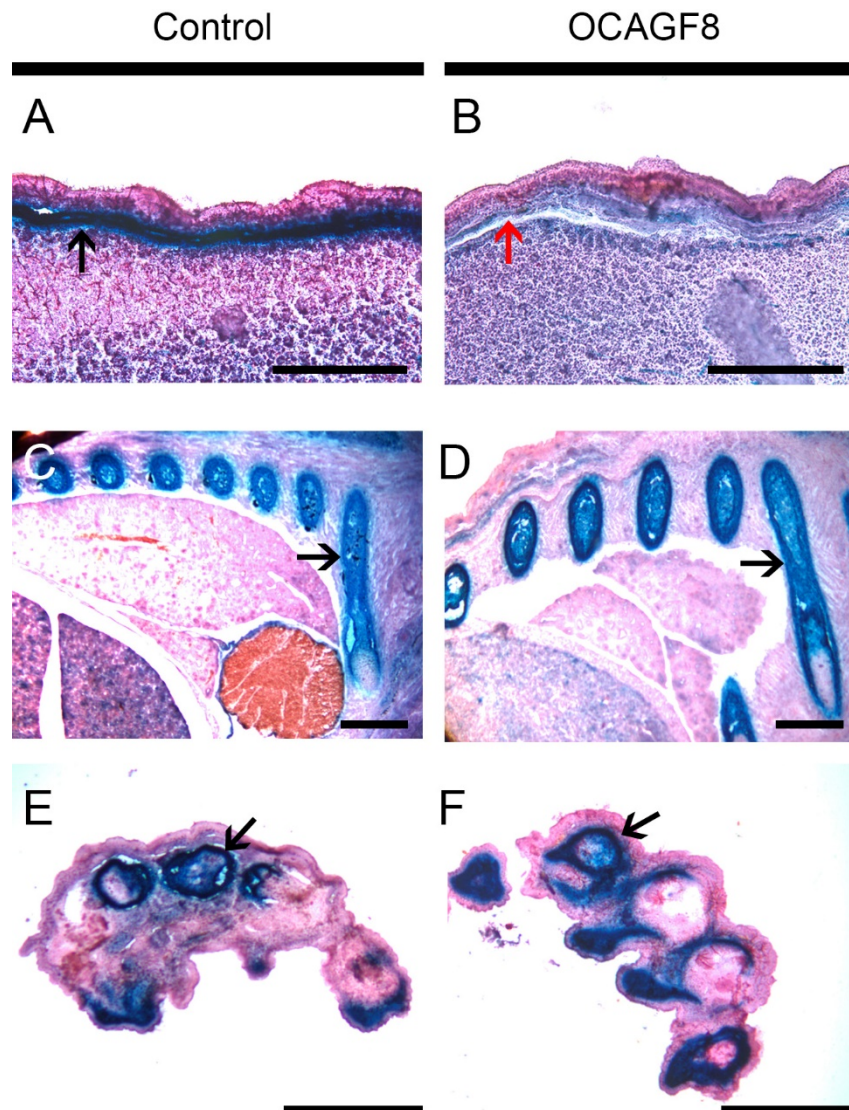

**Supplemental Figure 12. Alkaline Phosphatase staining in *OCAGF8* intramembranous and endochondral bones**

Sections of E16.5 control (A, C, E) and *OCAGF8* (B, D, F) stained with BM Purple to detect alkaline phosphatase activity and counterstained with nuclear Fast Red. (A, B) Sagittal sections of cranial vault; (C, D) sagittal sections of trunk showing ribs; (E, F) frontal sections of forelimb digits. Black arrows indicate regions of alkaline phosphatase activity (blue) in the control cranial vault (intramembranous bones) as well as the ribs and digits (endochondral bones) in both the controls and mutants. Red arrow indicates absence of activity in cranial vault of mutant. Scale Bars = A-B, 200  $\mu$ M; C-F, 500  $\mu$ M.

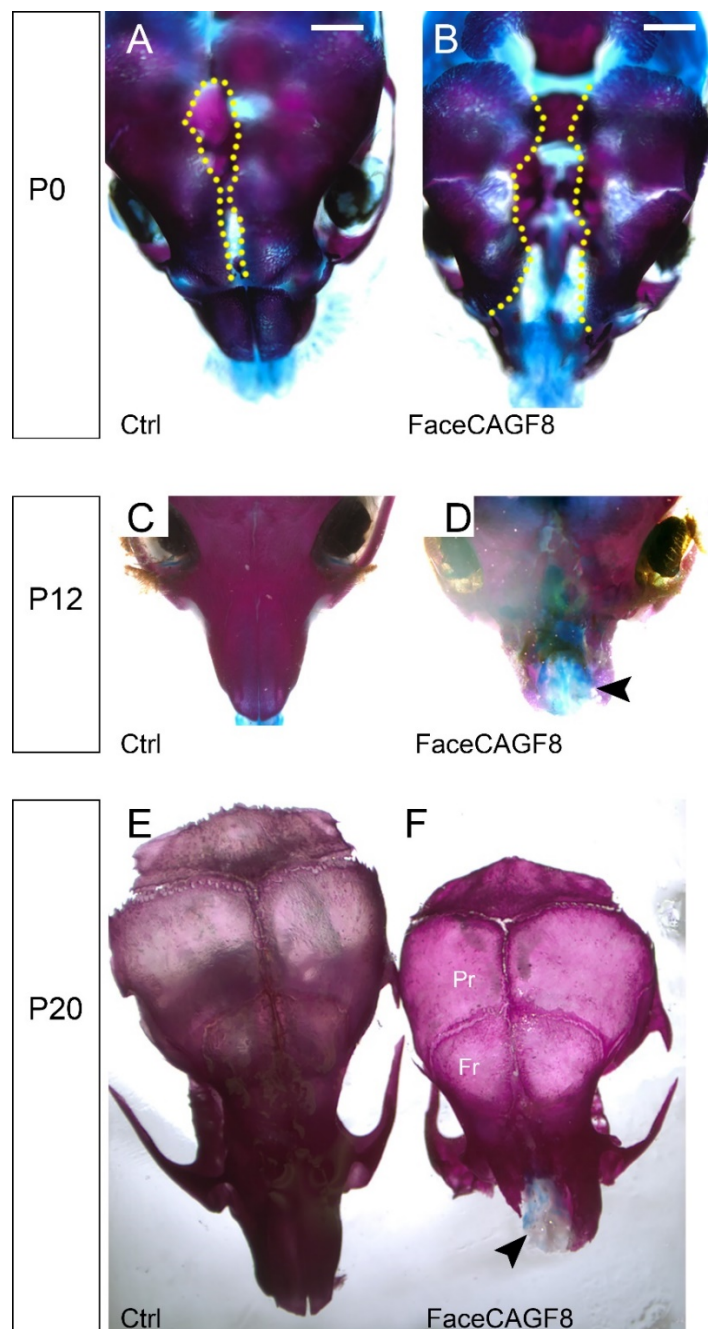

**Supplemental Figure 13. *FaceCAGF8* mice skeletal defects.**

Bone and cartilage staining of control (A, C, E) and *FaceCAGF8* (B, D, F) skulls at P0 (A-B), P12 (C-D), and P20 (E-F), dorsal view. Yellow dotted lines note the boundary of the bone. Black arrowheads denote abnormal tissue in the region that should be occupied by the nasal bones. Abbreviations: Fr, frontal; Pr, parietal. Scale Bars= 1 mm.

## Supplemental Tables

**Supplemental Table 1. Gene comparison of Wildtype Cranial Vault vs. *MCAGF8*** Unless otherwise specified, all data are derived from comparing wildtype (WT, Control) to *MCAGF8* (Mutant, Treatment) cranial vault. Cranial vault tissue was collected from 9 E14.5 control and mutant embryos as outlined in Fig. 7.

**Tab1:** All genes reported from RNA-seq sorted by ENSEMBL ID. Means are expressed as RPKM.

**Tab2:** Significant genes ( $p < 0.05$ ), sorted by fold change. Blue highlighted cells are genes downregulated  $< -1.5$ ; yellow highlighted cells are genes upregulated  $> 1.5$ .

**Tab3:** Genes listed in text, sorted by order of appearance. Left: wildtype cranial vault vs mutant cranial vault; Right: wildtype cranial base vs mutant. Blue highlighted cells are genes downregulated  $< -1.5$ ; yellow highlighted cells are genes upregulated  $> 1.5$ . Significant P-values ( $p < 0.05$ ) highlighted in green.

**Tab4:** Significant genes ( $p < 0.05$ ), sorted by control mean, with a control mean RPKM  $> 100$  and have an expression fold change of either  $> 1.35$  (upregulated) or  $< -1.35$  (downregulated). Blue highlighted cells are genes downregulated  $< -1.5$ ; yellow highlighted cells are genes upregulated  $> 1.5$ .

**Tab5:** Significant genes ( $p < 0.05$ ), sorted by treatment (mutant) mean, with an *MCAGF8* mean RPKM  $> 100$  and an expression fold change of either  $> 1.35$  (upregulated) or  $< -1.35$  (downregulated). Blue highlighted cells are genes downregulated  $< -1.5$ ; yellow highlighted cells are genes upregulated  $> 1.5$ .

**Tab6:** Relevant values and histogram plot of normalized RPKM values of genes associated with BMP signaling and significantly dysregulated in *MCAGF8* cranial vault samples (orange) as compared to controls (blue). Error bars represent relative standard error calculated from 3 replicates.

**Tab7:** Relevant values and histogram plot of normalized RPKM values of genes associated with Hedgehog signaling and significantly dysregulated in *MCAGF8* cranial vault samples (orange) as compared to controls (blue). Error bars represent relative standard error calculated from 3 replicates.

**Tab8:** Top functional annotation clusters as calculated by DAVID using all significant genes ( $p < 0.05$ ).

**Tab9:** Top functional annotation charting as calculated by DAVID using significant genes ( $p < 0.05$ ) that have a fold change of  $> 1.5$  or  $< -1.5$ .

[Click here to Download Table S1](#)

## Supplemental Table 2. Gene comparison of Wildtype Cranial Base vs. *MCAGF8* cranial vault

Unless otherwise specified, all data are derived from comparing wildtype cranial base (WT, Control) and *MCAGF8* (Mutant, Treatment) cranial vault tissue. Cranial tissue was collected from 9 E14.5 control and *MCAGF8* embryos as outlined in Fig. 7.

**Tab1:** All genes reported from RNA-seq sorted by ENSEMBL ID. Means are expressed as RPKM.

**Tab2:** Significant genes ( $p < 0.05$ ), sorted by fold change. Blue highlighted cells are genes downregulated  $< -1.5$ ; yellow highlighted cells are genes upregulated  $> 1.5$ .

**Tab3:** Significant genes ( $p < 0.05$ ), sorted by control mean, with a control mean RPKM  $> 100$  and have an expression fold change of either  $> 1.35$  (upregulated) or  $< -1.35$  (downregulated). Blue highlighted cells are genes downregulated  $< -1.5$ ; yellow highlighted cells are genes upregulated  $> 1.5$ .

**Tab4:** Significant genes ( $p < 0.05$ ), sorted by treatment (mutant) mean with a *MCAGF8* mean RPKM  $> 100$  and an expression fold change of either  $> 1.35$  (upregulated) or  $< -1.35$  (downregulated). Blue highlighted cells are genes downregulated  $< -1.5$ ; yellow highlighted cells are genes upregulated  $> 1.5$ .

**Tab5:** Top functional annotation clusters as calculated by DAVID using all significant genes ( $p < 0.05$ ).

**Tab6:** Top functional annotation charting as calculated by DAVID using significant genes ( $p < 0.05$ ) that have a fold change of  $> 1.5$  or  $< -1.5$ .

[Click here to Download Table S2](#)

| Primer Name | Purpose                                 | Sequence                                             |
|-------------|-----------------------------------------|------------------------------------------------------|
|             |                                         |                                                      |
| Fgf8b FWD   | Cloning                                 | GGATC CCTCG AGCGC GCCAT GGGCA GCCCC CGCTC C          |
| Fgf8b REV   | Cloning                                 | CGAGC TGAAG CTTCTG CCTAT CGGGG CTCCG GGGCC CAAG      |
| BTR         | ES Screening/<br>Genotyping             | CTAGA GCGGC CTCGA CTCTA CGATA CCGTC GATCC CC         |
| R5F         | ES screening,<br>outside 5'<br>homology | GGCTG TGCTT TGGGG CTCCG GCTCC TCAG                   |
| GFP F       | ES screening                            | CCAAC GAGAA GCGCG ATCAC ATGGT CCTGC TGGAG TTCGT<br>G |
| R3R         | ES screening,<br>outside 3'<br>homology | CCTCA GAGAA ATGGA GTAGT TACTC CACTT TCAAG TTCC       |
| CMV R1      | ES screening/<br>Genotyping             | CGTTG GGCGG TCAGC CAGGC GGGCC ATTTA CCG              |
| Rosa F      | Genotyping                              | GGGAG TTCTC TGCTG CCTCC TGGCT TCTGA GG               |
| Rosa R      | Genotyping                              | CCTGC AGGAC AACGC CCACA CACCA GG                     |
| Cre1        | Cre<br>Genotyping                       | GCTGG TTAGC ACCGC AGGTG TAGAG                        |
| Cre3        | Cre<br>Genotyping                       | CGCCA TCTTC CAGCA GGCGC ACC                          |
| oIMR0039    | LacZ<br>Genotyping                      | ATCCT CTGCA TGGTC AGGTC                              |
| oIMR0040    | LacZ<br>Genotyping                      | CGTGG CCTGA TTCAT TCC                                |
| Fgf8-F      | qRT-PCR                                 | CCGGA CCTAC CAGCT CTACA                              |
| Fgf8-R      | qRT-PCR                                 | GGCAA TTAGC TTCCC CTTCT                              |
| Bactin-qF   | qRT-PCR                                 | GCGAG CACAG CTTCT TTG                                |
| Bactin-qR   | qRT-PCR                                 | CCATG TTCAA TGGGG TACTT C                            |
|             |                                         |                                                      |
|             |                                         |                                                      |

### Supplemental Table 3. Primer Names and Sequences

Primer name, purpose, and sequences for all primers utilized.

How the deposited data were processed for this re-analysis (not part of the article)

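RNAseq was analysed in 9 libraries from E14.5 mouse embryos, 3 each from the MCAGF8 cranial vault, the control cranial vault and the control cranial base. Each library was a pool of RNA from 3 tissue samples, 9 samples per group. The control base was collected from control embryos after the vault, and whether pools of the 2 control tissues share embryos is not stated. The fit took all libraries as independent. The authors prepared stranded mRNA libraries, sequenced single-end reads, mapped them with gSNAP and derived expression with Cufflinks, and the deposited values are FPKM per Ensembl gene in 1 table. The genome build, the annotation release and the versions of both programs are not given in the sources used here. The sample labels call the controls wildtype, while the paper describes controls as lacking Cre. The authors tested differences by ANOVA in R, and the paper's text does not name a transformation. Fig. 7B marks genes at an unadjusted p under 0.05 and, in a darker color, those that also have a q under 0.1. The table legends of the supplement call genes significant at an unadjusted p under 0.05.

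From the deposited FPKM, the following was computed here. The 63 rows that repeated a gene identifier were added to the other row of that identifier. In 9 genes, 17 cells held the placeholder 999999999 in place of a value, and those genes were left out. Of the 43548 identifiers, 15854 were at 0 in every library and 27694 had a value above 0. FPKM were not rescaled. They were put on the scale log2(FPKM + 1), and the 18714 genes with a mean FPKM of at least 0.5 were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, and eBayes with a trend on mean expression), with 1 mean per group over all 9 libraries. Tests were two-sided. The comparisons were the MCAGF8 vault against the control vault, the MCAGF8 vault against the control base, and the control base against the control vault. A gene was called at an unadjusted p under 0.05 and a Benjamini-Hochberg adjusted p under 0.1, the stricter of the 2 thresholds in Fig. 7B. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.

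The number of reads in each library is not given, and Cufflinks FPKM do not return it, so the depth is unknown and no counting interval is given. The precision of each value is described by the SD of 3 pools. A pool averages 3 embryos, so the spread between single embryos cannot be seen.

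In place of DAVID, whose annotation cannot be rebuilt here, 12 lists of genes were tested with limma's cameraPR (correlation 0.01) and fry, adjusted over the 12 lists of a comparison. A further 15 lists of marker genes served to look for other cell types, sex and cell state: skin epidermis, dermis and hair follicle mesenchyme, brain neurons and progenitors, meninges, skeletal muscle, erythroid cells, macrophages and myeloid cells, osteoclasts, endothelium, male-specific and female-specific genes, housekeeping, proliferation, ribosomal proteins and stress response. Of these, 14 had enough tested genes, and the female-specific list did not. The lists were written from general knowledge of these genes and of the paper, and some members are genes that the study had picked from these libraries, so each list was also tested without them. A list of 6 melanocyte genes was added after Mlana had been seen among the called genes.

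Genes are named in the text by a rule: every gene that the paper's text on the RNAseq or Fig. 7C-E names (57 genes), and, in each comparison, the 5 called genes with the highest and the 5 with the lowest log2 difference, among those with a mean FPKM of at least 5 in the higher group and no overlap between groups. Fig. 7 had been seen when the rule was written. Genes named outside the rule are said to be chosen after their values were seen. The comparisons, the tests, the thresholds, the lists, the naming rule and 14 of the alternatives for each count of called genes were fixed before the data were examined. Fold ratios are ratios of mean FPKM without a pseudocount.

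The fit was tested on simulated data with known changes before it was run on the deposited values. A random list of 20 genes, all shifted by 0.5 on the log2 scale, was called by camera in 10 of 10 simulated sets. The simulated genes varied independently, so this result does not cover lists whose genes vary together. The alternatives were a pseudocount of 0.1 or 0.01, no filter or a mean FPKM of at least 5, quantile normalization, rescaling to a sum of 1000000 or to a common median, a fit to the libraries of both groups compared only, the replicate number as a block, a per-gene linear model without moderation, FPKM without the log, other thresholds (adjusted p under 0.05, unadjusted p under 0.05, a fold of at least 1.5), and each library left out in turn. Alternatives added after the data were seen were removal of a trend with exon length and GC content by loess (span 0.5, degree 2), each library's slope on exon length as a covariate, the highest row for repeated identifiers, and unadjusted thresholds in the libraries of both groups compared only, with and without moderation. Exon length and GC content came from GENCODE M21 on GRCm38 and were known for 99.2% of the tested genes. Tables S1 and S2 of the paper were not analysed here.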

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

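Among the tests in this part, those of skin cells, of limb tissue, of trunk cells and of a single mislabelled library were chosen after the result had been seen, as were the melanocyte genes and the removal of the length trend.

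Genes of the skin epidermis, which the paper's RNAseq section does not discuss, were higher in the MCAGF8 cranial vault than in the control cranial vault. Over a list of 22 markers, of which the paper names 0, the median log2 difference was 1.85, with 19 genes higher, 3 lower and 3 called by limma (camera adjusted p = 9.77e-21, fry adjusted p = 0.0417, over 14 marker lists). Camera called the list with any library left out, and fry did not without MCAGF8 replicate 3 (median 1.31, adjusted p 0.112) or control vault replicate 1, 2 or 3 (0.111, 0.110 and 0.157). The most abundant members were keratins. Krt5 measured 149, 139 and 252 FPKM in the MCAGF8 vault, 5.27, 29.2 and 1.63 in the control vault and 39.2, 17.8 and 117 in the control base. Krt14 measured 132, 123 and 172 FPKM in the MCAGF8 vault, 5.40, 22.1 and 0.798 in the control vault and 89.7, 11.5 and 162 in the control base.

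The tables argue against scaling of the libraries as the source of the epidermal difference. The smallest list median under quantile normalization, a sum of 1000000 and a common median was 1.86. They also argue against the trend of FPKM with gene length and GC content, since the median was 1.93 after the trend was removed. Skin cells left on the dissected vault stay open as a candidate source. Of the 22 genes, 13 were higher in every MCAGF8 vault library than in every control vault library. This count restates the difference in the same genes, so it cannot decide for or against that source. Krt8, Krt18 and Epcam were lower, and 17 of the 22 genes reached a mean of 1 FPKM in the control vault too. A change of the skin in MCAGF8 embryos, whose surface ectoderm carries the activated allele, stays open as well and was not tested.

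In the MCAGF8 cranial vault 3 neighboring genes of the Hoxa cluster were present that were near 0 in both control groups. They were singled out because they were called, under 0.1 FPKM in every control vault library and at least 1 FPKM in every MCAGF8 library, and because the paper does not discuss them. Hoxa11 (ENSMUSG00000038210, chromosome 6 from 52242106 to 52245810) measured 2.01, 6.07 and 2.72 FPKM (mean 3.597, adjusted p = 0.0374, limma). Hoxa11os (ENSMUSG00000086427, chromosome 6 from 52244393 to 52249799) measured 2.57, 11.7 and 5.33 (mean 6.54, adjusted p = 0.0374). Hoxa13 (ENSMUSG00000038203, chromosome 6 from 52257694 to 52260880) measured 1.93, 10.9 and 4.73 (mean 5.86, adjusted p = 0.0648). The highest values in any control library were 0.0778 for Hoxa11, 0 for Hoxa11os and 0.0739 for Hoxa13. The calls rested on single libraries. Without MCAGF8 replicate 3 or control vault replicate 1 or 3, the adjusted p was 0.105, 0.163 and 0.170 for Hoxa11 and 0.117, 0.163 and 0.170 for Hoxa11os. For Hoxa13 it was 0.103 and 0.102 without control base replicate 1 or 3, 0.111 and 0.167 without MCAGF8 replicate 2 or 3, and 0.182, 0.114 and 0.194 without control vault replicate 1, 2 or 3. Over all alternatives it ran from 0.0181 to 0.434 for Hoxa11, 0.0140 to 0.639 for Hoxa11os and 0.0181 to 0.721 for Hoxa13. Hoxa11 and Hoxa11os overlap on opposite strands, and the strand used in counting is not stated.

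Limb tissue among the dissected vault would bring Hoxd10 to Hoxd13 with these genes, and the highest of their values in the MCAGF8 vault was 0.108 FPKM, for Hoxd10, with Hoxd11 and Hoxd12 listed at 0. That argues against limb tissue. The lowest value of the 3 genes in any MCAGF8 library was 1.93 FPKM. They had been chosen for at least 1 FPKM in each of these libraries, so a single mislabelled library was tested on the other posterior Hox genes. Of the 10 that were above every control library in any MCAGF8 library, 70.0% were so in all 3 and 1 gene in 1 library only, which argues against a single mislabelled library. Cells of the trunk among the dissected vault and expression in the vault itself cannot be told apart. Of 14 other posterior Hox genes, 7 were higher in every MCAGF8 library than in any control library, and 4 were listed at 0 in every MCAGF8 library. Most were near the floor. In MCAGF8 replicates 1, 2 and 3, Hoxa10 measured 0.372, 1.62 and 0.630 FPKM, Hoxd9 1.16, 1.57 and 1.57, and Hoxc13 0.947, 0.797 and 0.670, while Hoxc10 and Hoxc11 were listed at 0. A trend with gene length and GC content is argued against by the adjusted p after its removal, at most 0.0353 for the 3 genes. Skin cells were not tested as a source of these Hox transcripts. An effect of the activated allele in MCAGF8 embryos stays open and untested.

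By the same criteria Mlana (ENSMUSG00000024806, chromosome 19 from 29697824 to 29708634) was singled out. It measured 2.41, 2.67 and 1.52 FPKM in the MCAGF8 vault (mean 2.20), was listed at 0 in each control vault library, and measured 0, 0.636 and 0 in the control base (log2 difference between the vaults 1.66, adjusted p = 0.0496, limma). Serpinb10 (ENSMUSG00000092572, chromosome 1 from 107529003 to 107549271) measured 2.69, 2.75 and 8.35 FPKM in the MCAGF8 vault (mean 4.60), at most 0.0693 in the control vault, and 0.573, 0.189 and 0.857 in the control base (2.31, adjusted p = 0.0504). Mlana was not called without MCAGF8 replicate 1, 2 or 3 or control vault replicate 1 or 3 (adjusted p 0.253, 0.205, 0.105, 0.163 and 0.182, of 0.0190 to 0.253 over its alternatives). Serpinb10 was not called without MCAGF8 replicate 1 or 2 or control vault replicate 1 or 3 (0.162, 0.112, 0.164 and 0.182, of 0.0181 to 0.639).

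Removal of the length and GC trend left both genes called, with an adjusted p of 0.0729 for Mlana and 0.0334 for Serpinb10, which argues against that trend. Melanocytes of the skin left on the dissected vault stay open as a candidate source of Mlana: the melanocyte genes Dct, Pmel, Tyr, Tyrp1, Slc45a2 and Oca2, 6 of 6 in the list, were higher in every MCAGF8 library than in every control vault library. Their means were 8.57 FPKM in the MCAGF8 vault against 0.465 in the control vault for Dct, 6.50 against 1.43 for Pmel, 1.02 against 0.0691 for Tyr, 1.17 against 0.0668 for Tyrp1, 0.531 against 0.0485 for Slc45a2 and 0.141 against 0.0242 for Oca2. The paper names 0 of the 6. Limma tested Dct, Pmel and Tyrp1 and called 0 of them (adjusted p 0.213, 0.288 and 0.571), and the other 3 were too low to be tested. In the control base, Dct measured 0.184, 8.11 and 0.243 FPKM. Melanocytes within the MCAGF8 vault itself are not separated from those of the skin by this test. No source of Serpinb10 was tested beyond the trend.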

How the results depend on the processing

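Among the tests in this part, removal of the length and GC trend, the length slope of each library as a covariate, the highest row for a repeated identifier, and unadjusted thresholds in only the 2 groups compared were chosen after the data were seen.

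The count of 113 genes called between the MCAGF8 cranial vault and the control cranial vault lay within 1.5 times of itself under 4 of 14 alternatives set in advance and 2 of 5 added later. It rose to 191 with a pseudocount of 0.1 (111 genes shared with the 113), 192 with 0.01 (104 shared), 174 in the vault libraries alone (83 shared) and 178 with the length and GC trend removed (109 shared). It fell to 66 with no filter, 71 at a mean FPKM of at least 5 and 12 on FPKM without the log. The linear model without moderation called 0 genes, with 1223 at an unadjusted p under 0.05 and a lowest adjusted p of 0.134. An adjusted p under 0.05 gave 35, an unadjusted p under 0.05 gave 1186, and unadjusted p in the vault libraries alone gave 2474 with and 2326 without moderation. Other thresholds change the count by construction. For the other settings the cause was not tested. Of the calls, 38.1% were higher in the MCAGF8 vault, 65.2% with no filter, 22.5% at a mean of at least 5, 51.7% in the vault libraries alone and 75.0% without the log.

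Against the control cranial base, the count of 1571 lay within 1.5 times under 7 of 14 alternatives set in advance and 3 of 5 added later. It was 834 at a mean FPKM of at least 5, 875 in the libraries of the 2 groups alone, 869 without moderation, 529 without the log, 2554 with the trend removed, 941 at an adjusted p under 0.05, 3675 at an unadjusted p under 0.05 and 2806 at an unadjusted p in the 2 groups alone. Scaling moved the direction of the calls: 558 higher and 1013 lower became 1153 and 810 after quantile normalization, 776 and 829 at a common sum and 880 and 936 at a common median. Rescaling to a sum of 1000000 set the median log2 difference over all genes to 0.13 between the vaults and 0.11 between the MCAGF8 vault and the base.

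Between the control base and the control vault, the count of 573 lay within 1.5 times under 7 of 14 alternatives set in advance and 1 of 5 added later. It was 291 at a mean FPKM of at least 5, 108 in the 2 groups alone, 257 without moderation, 179 without the log, 1417 with the trend removed, 1507 with the length slope as a covariate, 255 at an adjusted p under 0.05, 2396 at an unadjusted p under 0.05, and 1985 and 1640 at an unadjusted p in the 2 groups alone with and without moderation. The split of 347 higher and 226 lower in the base became 236 and 390 after quantile normalization. Apart from the thresholds, the cause was not tested.

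With 1 library left out, the vault count ran from 11 to 231. It was 13, 14 and 14 without MCAGF8 replicate 1, 2 or 3, 11 without control vault replicate 1 or 3, 111 without control vault replicate 2, and 231 without control base replicate 2, which held all 113. The count against the base ran from 559 to 4580, with 559, 766 and 831 without MCAGF8 replicate 1, 2 or 3 and 4580 without control base replicate 2. Between base and control vault it ran from 132 to 1322, with 934, 1322 and 388 without control base replicate 1, 2 or 3, 279 and 322 without MCAGF8 replicate 1 or 3, and 190, 211 and 132 without control vault replicate 1, 2 or 3. A group then holds 2 libraries. Control base replicate 2 enters the vault comparison only through the pooled error. The cause of these changes was not tested.

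The replicate numbers do not pair the libraries. Deviations from the group means correlated at -0.66 to 0.52 between libraries with the same number (2 of 9 pairs over 0.1) and at -0.62 to 0.72 between libraries with different numbers (9 of 18 over 0.1). With the number as a block, 19 genes were called between the vaults, 918 against the base and 234 between base and control vault, and of the 61 named genes of the vault comparison 41 kept their side of the threshold and 20 lost their call.

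Of the gene lists, camera called 8 of 12 between the vaults, and the number stayed within 1.5 times under 9 of 11 alternatives set in advance and 2 of 2 added later. It was 3 by fry and 5 without the members that the paper names. Against the base it was 10 of 12 by camera and 5 by fry, and 8 without the paper's genes. With 1 library left out it ran from 6 to 8 and from 8 to 10. Fry estimates the correlation between genes from the libraries, where camera took 0.01. The tests also ask different questions: camera sets a list against all other genes, and fry asks whether the list changed at all. Among the lists that camera called, the direction of the test reversed for 1, cartilage matrix against the base, with a median of -0.25 under the length slope as a covariate (adjusted p 0.976). Its camera call was also lost at a mean FPKM of at least 5 (adjusted p 0.159), after quantile normalization (0.304) and at a common sum (0.145).

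The direction of the camera test also reversed for 4 lists that were not called in either setting, and their medians did not always change sign with it. Between the vaults, the median of glycosylation and sulfation enzymes was 0.00165 with the trend removed and 0.00737 with the length slope as a covariate. With 1 library left out it ran from -0.0132 (reversed, without MCAGF8 replicate 2) to 0.0867. For Wnt receptors it was -0.00755 with the trend removed and -0.0129 without the paper's genes. For insulin-like growth factors it was 0.149 after quantile normalization and 0.105 without the paper's genes, and for hedgehog genes 0.118 with the trend removed. Against the base, the hedgehog median was 0.3995 at a mean FPKM of at least 5 and 0.147 without the paper's genes. With 1 library left out it ran from 0.0320 to 0.248, and the direction reversed without control base replicate 2. The cause of these changes in lists was not tested.

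Ratios of medians in place of means were 119 for Ibsp and 71.0 for Spp1, against 49.4 and 31.5. With 1 library left out the ratio for Ibsp ran from 39.0 (without MCAGF8 replicate 1) to 102 (without MCAGF8 replicate 2).

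No named gene reversed its direction in any setting. Among 61 named genes of the vault comparison, fewest kept their side of the threshold without moderation (38, with 23 calls lost) among the settings other than thresholds. FPKM without the log gave 40, with 20 lost and 1 gained, and the vault libraries alone 48, with 5 lost and 8 gained. Of 15 named genes against the base, 5 kept their side without the log and 12 without moderation, and of 10 between base and control vault, 4 without the log. Read depth is unknown from FPKM, so its limit on genes of low FPKM was not measured.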

Differences from the paper's values

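Where the paper's text or Fig. 7 states or shows a value that was also computed here, no value differed beyond the spread between libraries and 1.5 times. The differences below concern which genes pass the threshold, and rankings.

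The paper names 52 genes as different between the MCAGF8 and the control cranial vault. All 52 differed here in its direction with no overlap between the groups, 15 were called at an adjusted p under 0.1, and 37 were not. That is a stricter threshold than the unadjusted p under 0.05 by which the table legends of the paper's supplement call genes significant. At an unadjusted p under 0.05, limma passed 41 of the 52. All 6 genes that it names against the control cranial base were called. Uncalled genes of FGF feedback, matrix and bone included Dusp6 (adjusted p 0.205, limma), Spry4 (0.776), Htra1 (0.357), Col2a1 (0.969), Col9a3 (0.969), Col23a1 (0.450), Col4a5 (0.254), Col24a1 (0.187), Sparc (0.957), Itm2a (0.964), Cthrc1 (0.311), Clec11a (0.150), Sulf1 (0.804), Ost4 (0.803), Ostc (0.786), Flna (0.786), Matn4 (0.659) and Lgals1 (0.963). Uncalled transcription factors and signaling genes included Sox9 (0.684), Twist2 (0.110), Irx1 (0.135), Irx5 (0.130), Bmp4 (0.320), Igf1 (0.442), Igfbp3 (0.695), Igfbp5 (0.804), Axin2 (0.181), Kremen2 (0.409), Nkd1 (0.408), Nkd2 (0.238), Prickle1 (0.200), Wnt6 (0.146), Fzd9 (0.561), Lef1 (0.238), Wnt2 (0.668) and Dkk1 (0.820).

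Of the alternatives set before the data were examined, a pseudocount of 0.1 or 0.01 and FPKM without the log called Twist2 of these 37. Quantile normalization called Dusp6, Htra1 and Twist2, and rescaling to a sum of 1000000 called Htra1, Nkd2, Twist2 and Wnt6. In the vault libraries alone Clec11a, Col4a5, Irx1, Lef1, Matn4, Prickle1, Sox9 and Twist2 were called. Without control base replicate 1 Irx1 and Twist2 were called, without control base replicate 3 Clec11a, and without control base replicate 2 Axin2, Clec11a, Irx1, Irx5, Lef1, Matn4, Prickle1, Sox9, Twist2 and Wnt6. An unadjusted p under 0.05 passed 26 of the 37, that is, not Col2a1, Col9a3, Sparc, Itm2a, Sulf1, Ost4, Ostc, Flna, Lgals1, Igfbp5 and Dkk1. Calls were also lost. Against 15 of the paper's genes, no filter called 9, FPKM without the log 4, the replicate number as a block 3 and no moderation 0.

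Other settings were chosen after seeing the values. Removal of the length and GC trend called Clec11a, Col24a1, Col4a5, Dusp6, Twist2 and Wnt6 and dropped 1 of the paper's 15 called genes, Apcdd1. The length slope of each library as a covariate, chosen after seeing the values too, called Col24a1, Twist2 and Wnt6 and dropped 2, Col22a1 and Sp7. An unadjusted p under 0.05 in the vault libraries alone, also chosen after seeing the values, passed 51 of the 52 genes and dropped 1, Sparc. Without moderation the same setting, likewise chosen after seeing the values, passed 52 of 52 and dropped 0.

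The paper ranks the changes against the control cranial base above those against the control cranial vault. Among called genes the median absolute log2 difference was 1.36 against the base and 2.31 between the vaults. These medians cannot rank the comparisons. With 113 calls between the vaults against 1571, the cut on the unadjusted p was stricter there, which favors larger differences. Over all genes tested the median absolute log2 difference was 0.301 against the base and 0.199 between the vaults. Such a median grows with the spread within the groups, and its size without any change was not computed. The median residual SD on the log2 scale was 0.418 in the control base, 0.252 in the MCAGF8 vault and 0.217 in the control vault. The largest decreases, -7.00 for Col10a1 against the base and -5.81 for Ibsp between the vaults, stand in the paper's order.

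The paper gives Wnt2 as the only Wnt ligand and Dkk1 as the only Wnt inhibitor that was significantly reduced. Here Wnt2 (-0.93) and Dkk1 (-1.25) were lower and not called, and Shisa3, an inhibitor singled out after its values were seen, was lower as well (-1.61, adjusted p 0.276, not called). Shisa3 and Wnt2 passed limma at an unadjusted p under 0.05, and Dkk1 did not.

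The paper describes changes between the vaults in enzymes of glycosylation and sulfation and in the hedgehog, insulin-like growth factor and TGF-β/BMP pathways. In the lists used here, limma called 1 of 49 glycosylation and sulfation enzymes (Chst13), 1 of 48 TGF-β and BMP genes (Ltbp2), 0 of 20 hedgehog genes and 0 of 17 insulin-like growth factor genes. At an unadjusted p under 0.05 the numbers were 4, 11, 7 and 3. Without moderation, 0 hedgehog and 0 insulin-like growth factor genes were called. Of these 4 lists, TGF-β and BMP passed camera (adjusted p 0.0731), and none passed fry (0.512 to 0.862).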

Other observations

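Among the tests in this part, those of the Wnt ligands against skin cells, of the amounts of muscle, of a mislabelled base library, of the counts fitted to their own libraries and of the length trend after its removal or with the length slope as a covariate were chosen after the result had been seen.

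With 3 libraries in each group there are 10 ways to split 6 libraries into 3 and 3, so a share under 0.1 was out of reach and this test cannot exclude chance for the counts of called genes, whatever its outcome. For the 113 genes between the vaults, 1 of 10 splits (the real one) gave as many, and the others gave 0 to 2 genes. For the 1571 genes between the MCAGF8 vault and the control base it was 2 of 10, and for the 573 between the control base and the control vault 1 of 10, with 0 to 2 genes in the others. The other split with as many genes as the 1571 set control base replicates 1 and 3 and MCAGF8 replicate 2 against the rest and gave 4708. It follows the correlation of each library with gene length, which was negative in those 3 libraries and positive in the other 3. With the length slope of each library as a covariate the real split gave 2302 genes, and with the length and GC trend removed 2554.

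Libraries of 1 group differed in their trend with gene length. Deviations from the group mean correlated with the logarithm of exon length at -0.62, 0.57 and -0.04 in the control base, 0.38, -0.43 and 0.29 in the MCAGF8 vault and 0.46, -0.01 and -0.45 in the control vault (12548 genes, which are not independent replicates). The log2 differences of genes correlated with exon length (Spearman) at 0.38 between the vaults, 0.39 between the MCAGF8 vault and the base, and -0.21 between base and control vault, and at 0.12, 0.16 and -0.10 after removal of the trend. For the short genes Ost4 and Ostc, lower in the MCAGF8 vault, the mean log2 difference after removal was -0.65. That trend and a lower expression of both genes cannot be told apart as the source of their difference, because neither gene was called with it (adjusted p 0.803 and 0.786) or without it (0.367 and 0.517). No biological explanation of the trend was tested.

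Genes of skeletal muscle were lower in the MCAGF8 cranial vault than in the control cranial vault, with 24 of 24 list members lower, a median log2 difference of -3.63 and 12 called (camera adjusted p = 2.11e-54, fry adjusted p = 0.0363). Both tests called the list with any library left out, with medians from -4.30 to -2.92. Of the 70 genes called lower in this comparison, 12 were in the muscle list. The paper names 0 of the 24, and 24 reached a mean of 1 FPKM in the control vault. Summed over the list, muscle genes measured 1528, 9033 and 2494 FPKM in the control vault, 81.7, 132 and 429 in the MCAGF8 vault and 15655, 2799 and 7206 in the control base. Mylpf alone measured 446, 2851 and 862 FPKM in the control vault. The tables argue against the length and GC trend, with a median of -3.53 after its removal. Different amounts of muscle taken with the dissected tissue and a change of muscle in MCAGF8 embryos cannot be told apart. The sum varied 5.91-fold among the control vault libraries, 5.25-fold in the MCAGF8 vault and 5.59-fold in the base, and no value sets the one against the other. The change in the embryos was not tested.

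Skin epidermis genes were higher in the MCAGF8 vault, and the ligands Wnt4, Wnt6 and Wnt7b, which surface ectoderm also expresses, were higher too. Within the vault groups the slope of these ligands on the epidermal genes was -0.12 (exact permutation p = 0.5, two-sided, 6 libraries), where skin cells as their source predict a slope near 1. With so few libraries, skin cells left on the dissected vault and expression in the vault cannot be told apart for these ligands. Wnt4 and Wnt7b were also higher in the control base than in the control vault (log2 differences 1.24 and 1.31, adjusted p 0.0485 and 0.0198, limma). Skin epidermis genes were higher in the control base too, with 20 higher, 2 lower and a median of 1.99 (camera adjusted p = 6.88e-16, fry adjusted p = 0.0490). An effect of the activated allele on these ligands stays open, untested.

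Twist2, Lef1, Apcdd1, Nkd1 and Bmp4, which the paper names as higher in the MCAGF8 vault, are also genes of the dermis. The list of 17 dermal and hair follicle genes had a median log2 difference of 0.24 with 11 higher, 6 lower and 1 called (camera adjusted p = 0.00148, fry adjusted p = 0.00501), and both tests called it with any library left out. All 17 reached a mean of 1 FPKM in the control vault. For the 12 members that the paper does not name the median was -0.0112, with 6 higher and 6 lower, and a median near 0 over genes that go both ways decides nothing. Dermis cells left on the dissected vault and a change of these genes in the vault cannot be told apart.

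The other marker lists gave the following median log2 differences between the MCAGF8 and the control vault (camera and fry adjusted p over 14 lists): brain neurons and progenitors -0.78 (8.54e-05 and 0.295), meninges 0.12 (0.176 and 0.767), erythroid cells 0.04 (0.509 and 0.907), macrophages and myeloid cells -0.09 (0.985 and 0.973), osteoclasts -0.33 (0.473 and 0.701), endothelium 0.33 (1.49e-06 and 0.0363), male-specific genes -1.01 (0.363 and 0.767), housekeeping genes -0.15 (0.642 and 0.767), proliferation -0.32 (1.57e-05 and 0.0363), ribosomal proteins -0.39 (0.00123 and 0.701) and stress response -0.05 (0.814 and 0.973). Leaving out 1 library changed some of these results. Camera called meninges without control base replicate 2 or 3 or MCAGF8 replicate 3 (0.0583, 0.0374 and 0.00496), erythroid cells without MCAGF8 replicate 3 or control vault replicate 2 (0.0921 and 0.0668) and male-specific genes without MCAGF8 replicate 1 or control vault replicate 2 (0.00245 and 0.0208). Fry called brain genes without control vault replicate 2 (0.0636) and no longer called endothelium without control vault replicate 1 or 3 (0.111 and 0.123) or proliferation without control vault replicate 3 (0.129). No source of these differences was tested.

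Control base replicate 2 held more cartilage transcripts than replicates 1 and 3. Summed over the 28 cartilage matrix genes it measured 13889 FPKM against 2177 and 2406, Col2a1 measured 2292 against 163 and 268, and Acan 241 against 12.7 and 26.5. The sums of replicates 1 and 3 lay below those of every vault library. These were 3400, 4590 and 3354 in the control vault and 4303, 6801 and 7407 in the MCAGF8 vault. The list median of replicate 2 was 2.61 above the mean of the others on the log2 scale, with 27 of 28 genes higher. The length and GC trend is argued against, since the median was 2.48 after its removal. In 278 genes that set base replicates 1 and 3 apart from all vault libraries, replicate 2 was on the base side in 50.0% (104 of 219 genes that were higher in the base and 35 of 59 that were lower), so a mislabelled sample from outside these groups and a base sample of another composition cannot be told apart.

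A vault library under the label of control base replicate 2 was tested in 2 ways. When each vault library was held out of the selection of those genes, it was on the base side in at most 26.1% of them, for control vault replicate 2, and in 0.707% to 4.98% for the other 5. The factor of 2 set for this test was missed, so by these genes alone a vault library and a base sample cannot be told apart. A second test was added after that result. Outside the cartilage lists, control base replicate 2 had 435 to 504 genes beyond the range of 5 vault libraries by more than 1 on the log2 scale, where the vault library held out had 37 to 186. The ratio was 2.56 at the smallest, past the same factor of 2, which argues against a vault library.

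A lower share of cartilage cells in control base replicates 1 and 3 would leave the markers of every other cell type lower in replicate 2 alike. The highest and the lowest list median among the other cell types were 1.65 apart: -1.37 for muscle, -0.97 for epidermis, -0.61 for macrophages, -0.35 for brain, -0.34 for bone, -0.26 for erythroid cells, -0.06 for dermis, -0.05 for endothelium and 0.28 for meninges. Muscle varied about as much within other groups, so such a share and a change in the cartilage cells cannot be told apart. The design names no difference between these base pools, and no biological explanation was tested.

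More genes were called against the control base than against the control vault, 13.9 times as many. The tables argue against a single control base library as the source: with 1 base library left out the ratio was 15.0 at the smallest, without control base replicate 3, and 17.9 and 19.8 without replicate 1 or 2. The spread between the base libraries and a larger difference between the groups cannot be told apart. With each comparison fitted to its own libraries the ratio was 5.03, but at an unadjusted p it was 1.13, and 1.01 without moderation. The difference between tissues and genotypes stays open and was not tested apart from the counts.

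Control vault replicate 2 differed from replicates 1 and 3 in genes singled out after their values were seen. In replicates 1, 2 and 3, Hoxa2 measured 1.70, 18.6 and 2.45 FPKM, Pitx1 3.67, 0.254 and 4.71, Dlx6 38.1, 10.8 and 35.7, and Tfap2b 24.0, 2.48 and 17.3. Sex-linked genes also varied between pools. Ddx3y measured 29.4, 0.0596 and 2.41 FPKM in the control vault, 7.09, 0.0196 and 0.0619 in the MCAGF8 vault and 1.75, 6.48 and 0.562 in the control base, and Xist ran from 42.5 to 508 FPKM over the 9 libraries. The sex of the embryos in a pool is not given in the sources used here.

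Between the MCAGF8 vault and the control base, lists not described above gave these median log2 differences, with camera and fry adjusted p: bone and osteoblasts -0.64 (0.00836 and 0.196), FGF feedback -0.17 (0.550 and 0.314), canonical Wnt targets 0.50 (3.93e-06 and 0.0348), Wnt ligands 0.68 (1.61e-06 and 0.0180), Wnt receptors 0.22 (0.00815 and 0.196), Wnt inhibitors 0.06 (0.00391 and 0.196), hedgehog 0.14 (0.550 and 0.196), insulin-like growth factors 0.33 (0.0410 and 0.0496), TGF-β and BMP 0.20 (0.000148 and 0.0387), and glycosylation and sulfation 0.29 (0.00077 and 0.135). Camera calls in this comparison were lost for insulin-like growth factors without control base replicate 1 (adjusted p 0.106) or 3 (0.115), at a mean FPKM of at least 5 (0.148) and with the length and GC trend removed (0.188). They were also lost for bone and osteoblasts without the paper's genes (0.395) and with the length slope as a covariate (0.113), and for Wnt inhibitors without the paper's genes (0.369, median -0.00596). Hedgehog genes gained a call with the trend removed (0.0982).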
